# Age-associated microglial transcriptome leads to diminished immunogenicity and dysregulation of MCT4 and P2RY12/P2RY13 related functions

**DOI:** 10.1038/s41420-025-02295-1

**Published:** 2025-01-19

**Authors:** Martin Škandík, Lara Friess, Guillermo Vázquez-Cabrera, Lily Keane, Kathleen Grabert, Mireia Cruz De los Santos, Mercedes Posada-Pérez, Austeja Baleviciute, Mathilde Cheray, Bertrand Joseph

**Keywords:** Cellular neuroscience, Microglial cells

## Abstract

The aging process is marked by a time-dependent deterioration in cellular functions, particularly the immune and neural systems. Understanding the phenotype acquisition of microglia, the sentinel immune cells of the brain, is crucial for understanding the nature of age-related neurological diseases. However, the specific phenotype adopted by microglia during aging remains a subject of debate and is contingent on the chosen experimental model. To address these unresolved questions, we employed a novel and highly controlled approach utilizing long-term cultivated BV-2 microglia, exempted from additional external stimuli. Our findings revealed that aged microglial cells, in comparison to their younger counterparts, acquire a distinct gene expression profile, primarily characterized by alterations in microglial immune response. Indeed, pro-inflammatory stimulated aged and young BV-2 microglia exhibited similar transcriptomic profiles, yet the response intensity to the stimulus was markedly muted in the aged microglia. Functional neurotoxic assays confirmed diminished neuronal death in coculture with aged, activated microglia, underscoring a compromised immune response. Furthermore, a subsequent comparative analysis of aged BV-2 microglia with established transcriptomic microglial datasets from aged mice and humans identified 13 overlapping genes, laying the foundation for identifying core microglial aging signature. Particularly noteworthy were *SLC16A3* and *P2RY13*, which consistently exhibited upregulation and downregulation, respectively, across all datasets. Additionally, four other genes—*CAPG*, *LGALS3BP*, *NRIP1*, and *P2RY12*—were found to share regulatory patterns in response to both aging and extrinsic activation. An in-depth investigation focused on *SLC16A3*, encoding the high-affinity lactate transporter MCT4, revealed disruptions in extracellular acidification rate and lactate concentration with age. Microglial purine sensing and motility capacities, regulated by P2RY12/P2RY13, displayed age-related alterations. Remarkably, protein analysis in human brain tissue validated the observed upregulation of MCT4 and downregulation of P2RY12 in aged microglia. In conclusion, our study unveils a distinct phenotype in aged microglia characterized by compromised immune responsiveness. Through the integration of in vitro cultured BV-2 microglia with primary microglia datasets, we identify critical molecular determinants of microglial cellular aging confirmed in human-aged brain tissue. This comprehensive approach offers potential insights for understanding and potentially reprogramming aged microglia, with implications for combating age-related neurological disorders.

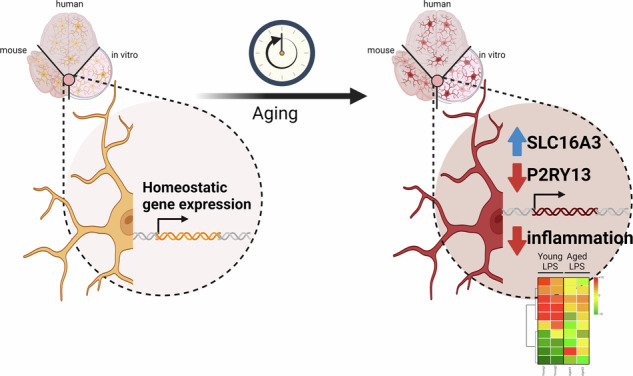

## Introduction

Aging leads to the dysregulation of biological systems, including the nervous system, compromising homoeostasis. Increased oxidative stress and inflammation in the aging nervous system predispose individuals to age-related brain disorders [1, 2]. In fact, aging is a primary risk factor for a spectrum of neurological conditions, including neurodegenerative diseases, cerebrovascular diseases, and brain neoplasms [3–5]. These age-associated brain disorders share a microglial component, wherein microglia, the resident myeloid immune cells of the central nervous system, acquire distinct reactive states with distinct gene expression profiles contributing to pathophysiology [6, 7]. Microglia exhibit transcriptomic and cellular plasticity which are essential for their diverse functions in brain development and the maintenance of a healthy homoeostatic brain [8, 9]. As individuals age, microglia acquire transcriptomic alterations that divert them from their sentinel functions, increasing brain susceptibility to neurological diseases [10–13]. In an aged brain, as compared to a younger one, microglia are reported to display a less ramified cellular morphology, altered immune reactivity with the production of distinct cytokines, impaired ability to sustain synaptic activity, and are often described as a hypersensitized or primed phenotype [6, 14, 15]. Therefore, given the relevance of microglia to various age-related brain disorders, deciphering the microglial aging process has drawn attention from several fields of research.

In mammals, microglia constitute a population of exceptionally long-lived cells, renewing in the human cortex at a median rate of 28% per year [16]. In the mouse cortex, microglia also exhibit longevity, with an average lifespan exceeding 15 months [17]. In addition, microglia as tissue resident immune cells, exhibit a remarkable proliferative capacity. It has been shown that even if the minor residual microglial population is present after depletion attempts, these cells can repopulate the entire brain within days demonstrating the robust self-replenishment capacity [13, 18–20]. Thus, microglia fulfil criteria, i.e., long-lived and proliferative cells, to accumulate age-related damage over time and develop a replicative senescent cellular phenotype. Hallmarks of senescent cells include: expression of p53, p21^WAF1/CIP1^, and p16^INK4A^, coupled to the loss of proliferation capacity; senescence-associated β-galactosidase (SA-β-Gal) activity, the ability to produce secreted factors including matrix metalloproteinases, growth factors, chemokines and pro-inflammatory cytokines, collectively termed the senescence-associated secretory phenotype (SASP); mitochondrial dysfunction linked to increased production of reactive oxygen species; and telomere shortening [21–24] A literature survey reveals conflicting reports on senescence-related markers in microglial models. Primary microglia aged in vitro or isolated from pathology-associated brains show markers of senescence, such as decreased proliferation, upregulation of cell cycle regulators, increased SA-β-Gal activity, and telomere alterations. However, those senescence-associated changes are found to be absent in primary microglial cells acutely isolated from the aged brain or in microglia not associated with a brain pathology [25–27]. Another substantial issue in the field is the choice of experimental model. Indeed, numerous studies originate from the use of aged mammals, that have been exposed, beyond the aging process, to additional challenges that can alter the microglial state of activation and biological function. Animal housing conditions, and their associated challenges, are known to affect animal welfare, physiology, and behaviour [15, 28, 29]. Hence, elucidating the contribution of aging, including the identification of transcriptomic drivers, unbiased from external stimuli to the phenotype acquired by microglia in the aged brain remains topic of intense debate [30, 31]. One of the challenges in addressing these questions relies in the absence of an appropriate model to investigate microglial aging per se, rather than studying microglia isolated from aged mice and humans, i.e., primed microglia exposed to additional challenges.

In this study, we introduce a novel in vitro model of microglial aging, achieved through the long-term cultivation of BV-2 microglial cells, initially established from one week-old murine brains [32]. While microglia isolated from aged mice or humans have typically been labelled as primed microglia due to exposure to both cellular aging and environmental challenges, this engineered in vitro model of microglial aging, exempted from an additional extrinsic activation, allows for the specific investigation of cellular aging processes. The transcriptomes of in vitro aged microglial cells, unchallenged or primed with a proinflammatory challenge, compared to the transcriptomes of primary microglia isolated from aged mouse and human brains, revealed drivers of microglial aging, with associated biological functions found to be altered in the in vitro aged microglia, and whose expressions were found to be accordingly dysregulated in brain tissues for aged human individuals. Overcoming aging model limitations and introducing novel approaches is crucial for advancing our understanding of microglial biology in the context of aging and for developing targeted interventions for age-related neurological disorders.

## Results

### In vitro-aged BV-2 microglia exhibit a unique transcriptomic signature associated with an increase in translation and impaired immune responses

Which phenotype microglia, long-lived resident immune cells of the brain, acquire upon aging, remains a matter of debate. One major issue resides in the models used to study microglial aging. Indeed, studies have been primarily based on the use of microglia collected from aged mammals, which beyond being exposed to the aging process per se, encounter additional challenges that could alter the state of activation and biological functions of these immune cells [33, 34]. To circumvent this issue, we developed an entirely novel in vitro model for microglial aging based on the long-term cultivation, without any additional challenges, of the juvenile mouse BV-2 microglial cell line established from 1-week-old mixed brain cultures obtained from C57BL/6 mice [32]. Long-term cultivation is a well-established method for inducing replicative senescence and thus age-related cellular phenotype [35]. The mouse BV-2 microglial cells were subjected to extended cultivation exceeding 100 days in culture, corresponding to 130 cumulative population doublings, to generate aged BV-2 microglia. To evaluate plausible transcriptomic alterations associated to aged BV-2 microglia as compared to their control counterparts, high-throughput RNA sequencing (RNA-Seq) was performed on 5 independent replicates for aged and control BV-2 microglia. 

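Poly(A)-selected, stranded RNA-seq libraries came from 5 control (young) and 5 aged cultures of BV-2 microglia, a mouse microglial cell line, without LPS. The authors aligned the reads to the mouse genome GRCm38 with STAR, counted them per gene with featureCounts and deposited the counts without normalization. Counts per library totalled 13929727 to 15577305 (median 14257954) in the young and 13865989 to 16829292 (median 14331120) in the aged group. The 12799 genes that passed edgeR's filterByExpr were tested with edgeR's quasi-likelihood F-test after TMM normalization. All 20 libraries of the 4 groups, with and without LPS, entered one model without covariates. Genes with a Benjamini-Hochberg adjusted p below 0.05 are called differentially expressed genes (DEGs). Replicate numbers are batch numbers, and each batch holds 1 culture of every group. The paper describes aged cells that were frozen after long-term culture and used as aliquots. It does not say how many lines were aged separately. The p-values given here therefore measure spread between cultures, which need not be independently aged lines. Deviations from the group means had a mean correlation across genes of 0.0769 in same-numbered aged and young cultures of one treatment, of 0.268 in same-numbered untreated and LPS-treated cultures of one age, and of 0.146 over all pairs of groups. These are the values of r given as the pairing check beside each result with the replicate number as a block. Genes with at most 3 counts in every library of a group, 0.165 to 0.296 CPM depending on the library, were taken as at the floor of detection, and their fold changes are lower bounds. Within groups, pairs of libraries differed by 2.42 to 27.6 times the counting error (chi-square per degree of freedom over 40 pairs), so the spread between cultures exceeded the counting error.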

Control BV-2 microglia, i.e. young BV-2 microglia, were characterized by passages P5-P10*,* i.e., the number of times the cell culture has been subcultured. Bioinformatic analysis reveals that aged and control BV-2 microglia exhibit different gene expression profiles with 1681 differentially expressed genes (DEGs) between the two groups (*p* values adjusted for false discovery rates, FDR < 0.05) (Supplementary Table 1). 

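Of 12799 genes, 1475 were DEGs between aged and young untreated cultures (edgeR's quasi-likelihood test, n = 5 per group), and 3301 had an unadjusted p below 0.05. With the replicate number as a block there were 2204 DEGs (r = 0.0769 in the pairing check). DESeq2's Wald test gave 1737. Requiring a log2 fold change of at least 0.5 moved the count most, to 475. Supplementary Table 1 lists 1681 genes, of which 1654 were tested and 1447 were DEGs in edgeR, all 1654 with the sign the table gives. Adjusted over each list alone, 596 of the 596 tested genes that the table lists as higher and 1057 of the 1058 listed as lower passed, which shows no stability because the lists are the authors' calls on the same cultures. That holds for the other gene lists taken from the supplement.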

A volcano plot illustrates the upregulation of 603 genes and the downregulation of 1078 genes in aged BV-2 microglia when compared to control BV-2 microglia (Fig. 1a). 

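In edgeR 475 DEGs were higher and 1000 lower in aged cultures, so 32.2% were higher. Scaling by library size alone in place of TMM gave 42.2%. The fit with the replicate block gave 768 higher and 1436 lower DEGs (r = 0.0769 in the pairing check). The median log2 fold change was 0.22 over the tested genes that Supplementary Table 1 lists as higher and -0.40 over those it lists as lower. 31 of the lower DEGs overlap other genes and have counts within 10% of theirs in every library, so they are uncertain as separate DEGs. Counting each such group once leaves 1448 DEGs.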

The top 30 upregulated and downregulated DEGs sorted by fold change are presented in Supplementary Fig. 1.

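Changes were ranked among DEGs with a mean of at least 1 log2 CPM and no overlap between the aged and young cultures. The largest increases were in *Trpm6* (log2 fold change 3.17, adjusted p = 3.07e-10), *Tal2* (log2 fold change 3.09, adjusted p = 2.84e-11) and *Slc9a4* (log2 fold change 1.73, adjusted p = 1.63e-07) (edgeR, n = 5 per group). *Ephb2* (log2 fold change 1.62, adjusted p = 2.19e-08) and *Ush1c* (log2 fold change 1.44, adjusted p = 3.84e-09) came next in edgeR. *Csf3*, *Nos2*, *Traf1* and *Gbp2* were at the floor in every aged library. *Csf3* was at least 4.78-fold lower (edgeR adjusted p = 0.00122) and *Nos2* at least 8.22-fold lower (edgeR adjusted p = 0.0439). *Traf1* was at least 10.7-fold lower (edgeR adjusted p = 0.0017) and *Gbp2* at least 6.56-fold lower (edgeR adjusted p = 0.0241). *Rsad2* (log2 fold change -4.07, adjusted p = 9.48e-04) had the largest decrease among genes above the floor in both groups (edgeR). Blocking on the replicate number gave edgeR adjusted p values of 2.83e-09 for *Trpm6*, 1.64e-09 for *Tal2*, 0.00104 for *Csf3*, 0.0144 for *Nos2* and 9.18e-04 for *Rsad2* (r = 0.0769 in the pairing check). Young culture 1 held 43.7 CPM of *Rsad2* and 5.72 CPM of *Traf1*, apart from the other 4 young cultures.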

**Fig. 1:**
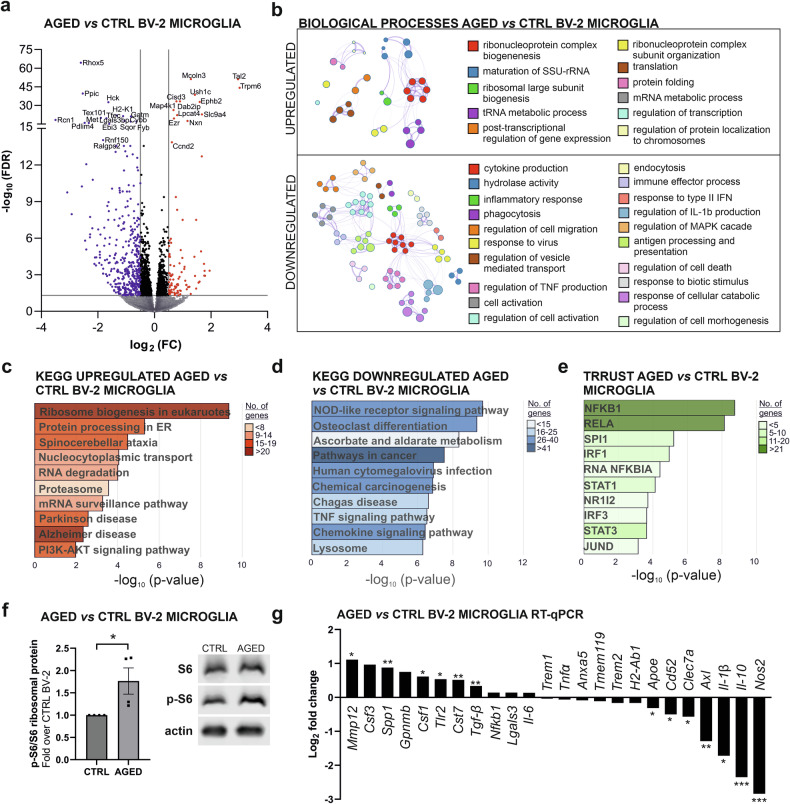
In vitro aged BV-2 microglia exhibit a unique transcriptomic signature associated to an increase in translation and impaired immune responses. **a** Volcano plot illustrating differentially expressed genes (DEGs) based on the log_2_ fold change (FC) related to negative log_10_ false discovery rate (FDR) between aged and young BV-2 microglia. Blue dots represent significantly downregulated genes with log_2_ FC of maximally -0.5, and red dots significantly upregulated genes with log_2_ FC at least 0.5 in aged as compared to young microglial cells. Names of the top genes for up- or downregulated genes ranked according to values of -log_10_ FDR are depicted. **b** Analysis of enriched Gene Ontology (GO) term clusters with FDR < 0.0001 showing nodes grouped by colour in clusters based on their similarity. Lines between nodes represent number of genes overlapping in different nodes. KEGG pathway enrichment analysis that allows identification of significantly affected pathways related to upregulated genes (**c**) or downregulated genes (**d**) between aged BV-2 microglia and controls. **e** TRRUST analysis, which allows the identification of potentially involved transcription factors based on the expression of their target genes in aged BV-2 compared to control cells. **f** Level of phosphorylation of S6 ribosomal protein, part of ribosomal 40S subunit, measured by immunoblot assay in aged and control BV-2 cells. **g** List of genes involved in alternative and classical microglia priming/activation in aging showing FC in aged BV-2 microglia as compared to controls. Data are mean ± SEM from 4 (**f**) and 3–5 (**g**) independent biological replicates. Statistical annotations *p < 0.05; **p < 0.01***p < 0.001; for the indicated comparison.

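Gene families were compared with edgeR's camera test and Benjamini-Hochberg adjustment over 14 families. Their symbols were fixed before the counts were examined, but after the terms that the paper names. Those terms came from the same cultures, so the camera tests are not independent evidence for these themes. Ribosome biogenesis factors were higher in aged than in young untreated cultures (62 of 64 genes higher, median log2 fold change 0.14, edgeR camera adjusted p = 1.52e-13). Translation initiation factors (40 of 53 genes higher, median log2 fold change 0.075, edgeR camera adjusted p = 5.38e-04) and chaperonin CCT subunits (8 of 8 genes higher, median log2 fold change 0.13, edgeR camera adjusted p = 2.13e-04) were shifted higher by camera too. Mean expression of the initiation factors per culture overlapped between young (7.098 ± 0.022 log2 CPM, mean ± SD) and aged cultures (7.107 ± 0.015 log2 CPM). Of these factors 6 were higher and 3 lower DEGs. Camera compares the genes of a family with other genes, so its p does not measure how the family mean varies between cultures. The shift was smaller for mitochondrial ribosomal proteins (57 of 78 genes higher, median log2 fold change 0.042, edgeR camera adjusted p = 8.02e-04), whose means per culture overlapped as well. A replicate block gave edgeR camera adjusted p values of 7.30e-14, 1.79e-04, 5.02e-05 and 6.73e-04 for these 4 families in this order (r = 0.0769 in the pairing check). Cytosolic ribosomal proteins did not differ (36 of 99 genes higher, median log2 fold change -0.017, edgeR camera adjusted p = 0.948), and their median was 0.0039 with library sizes alone. In edgeR 41 of 53 tested genes that Supplementary Table 1 lists for rRNA processing were DEGs, 51 of 65 for ribonucleoprotein complex biogenesis and 8 of 14 for translational initiation. The block made these counts 53, 64 and 14, and adjustment over each list alone 53, 65 and 14.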

Cytoscape network analysis of gene ontology (GO) terms employing an enrichment map for DEGs between aged and control BV-2 microglia, unveils that up-regulated genes in aged BV-2 microglia were associated with GO enrichment for biological processes such as RNA processing and engagement of the translation initiation machinery, particularly in relation to ribonucleoprotein complex hits. The analysis of down-regulated genes in aged BV-2 microglia as compared to their control counterpart implies a dysregulation of the microglial immune response manifested by alterations in ‘cytokine production’, ‘inflammatory response’, ‘regulation of cell migration’, ‘phagocytosis’, and ‘cell activation’ GO terms (Fig. 1b). 

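Interferon-induced genes had the lowest median of the 14 families in untreated aged cells (47 of 47 genes lower, median log2 fold change -1.19, edgeR camera adjusted p = 4.31e-18), and 15 of them were DEGs (n = 5 per group). Without replicate 1 their median was -1.11. Fc receptors and complement components (14 of 14 genes lower, median log2 fold change -0.64, edgeR camera adjusted p = 7.29e-08) and pattern recognition receptors (25 of 26 genes lower, median log2 fold change -0.53, edgeR camera adjusted p = 9.03e-13) were lower. MHC genes (12 of 13 genes lower, median log2 fold change -0.34, edgeR camera adjusted p = 1.28e-04) and interleukins with their receptors (23 of 29 genes lower, median log2 fold change -0.29, edgeR camera adjusted p = 3.24e-04) were lower as well. The edgeR camera adjusted p values of these 5 families under the replicate block were 4.45e-16, 3.46e-08, 3.96e-12, 1.02e-05 and 2.09e-04 (r = 0.0769 in the pairing check). Chemokines (10 of 14 genes lower, median log2 fold change -0.26, edgeR camera adjusted p = 0.0414) and the TNF superfamily with its receptors (18 of 31 genes lower, median log2 fold change -0.05, edgeR camera adjusted p = 0.0196) had edgeR camera adjusted p values of 0.0416 and 0.0149 with the block. Leaving out replicate 1 raised them to 0.111 and 0.0614. Some gene lists in the supplement are shortened, so counts per term cover the listed genes only. Among genes that Supplementary Table 1 lists per term, edgeR DEGs numbered 62 of 68 for positive regulation of cytokine production and 62 of 68 for inflammatory response. They numbered 62 of 69 for positive regulation of cell migration and 66 of 70 for cell activation. These 4 counts were 67, 66, 67 and 69 with the block and 68, 68, 69 and 70 with adjustment over each list alone.

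**Figure D1:**
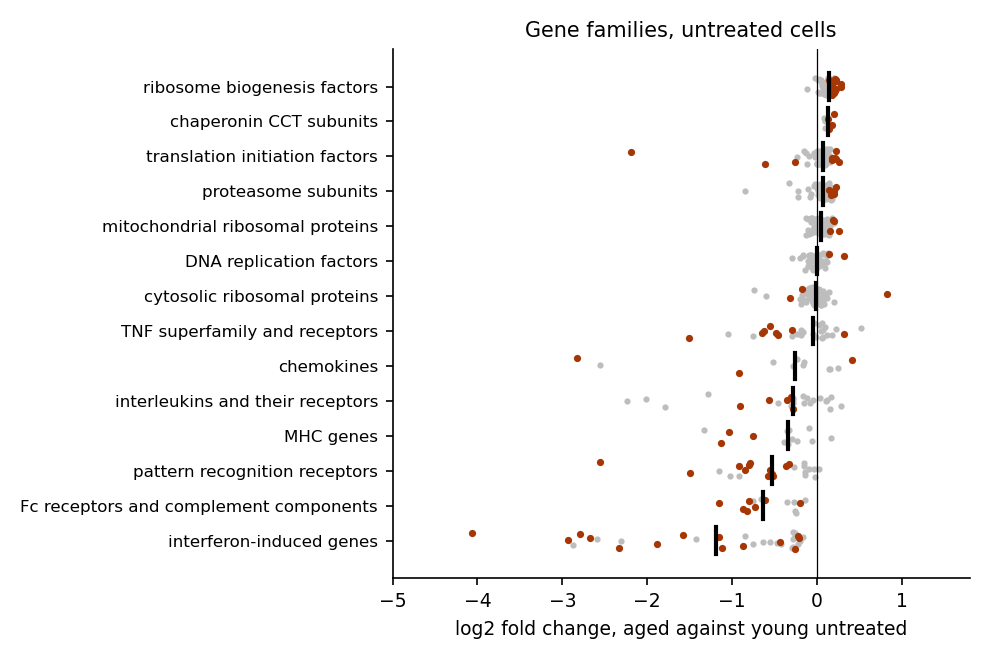
Log2 fold changes of single genes of 14 families between aged and young untreated cultures (n = 5 per group), with DEGs (edgeR) in brown, other genes in grey and the family median as a black bar. Genes at the floor in an untreated group are not drawn, and the median of cytosolic ribosomal proteins changes sign with library sizes alone or without replicate 2, and that of DNA replication factors with library sizes alone, DESeq2's size factors, the replicate block or without replicate 2, 3 or 4.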

All corresponding DEGs for the presented clusters can be found in the Supplementary Table 1. Hence, these genome-wide transcriptomic data infer that aged microglia could exhibit a reduced ability to produce an immune response, despite a probable increase in protein synthesis capability.

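Mean expression of the ribosome biogenesis factors per culture was 6.62 ± 0.038 log2 CPM (mean ± SD, n = 5) in young and 6.76 ± 0.034 log2 CPM in aged untreated cells. That of the interferon-induced genes was 1.54 ± 0.32 log2 CPM in young and 0.67 ± 0.14 log2 CPM in aged cells. Young and aged cultures overlapped for translation initiation factors (7.098 ± 0.022 and 7.107 ± 0.015 log2 CPM) and mitochondrial ribosomal proteins (5.54 ± 0.066 and 5.587 ± 0.034 log2 CPM). They overlapped for proteasome subunits too (6.761 ± 0.057 and 6.80 ± 0.062 log2 CPM), but not for CCT subunits (8.832 ± 0.060 and 8.963 ± 0.032 log2 CPM). By camera, proteasome subunits were shifted higher in aged cells (36 of 46 genes higher, median log2 fold change 0.073, edgeR camera adjusted p = 7.82e-04), with an edgeR camera adjusted p of 2.09e-04 under the replicate block (r = 0.0769 in the pairing check). The medians of the 5 families that camera placed higher (ribosome biogenesis, initiation, CCT, mitochondrial ribosomal and proteasome genes) were set against 10000 random gene lists of the same size matched on transcript length and mean expression. Each lay at percentile 99.5 or above. From the enriched GO terms, the paper proposes that aged microglia have a reduced ability to produce an immune response and probably a higher capability of protein synthesis.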

KEGG (Kyoto Encyclopaedia of Genes and Genomes) PATHWAY analysis that looks at DEGs enriched in selected signalling pathways covering a range of biological processes, further supports the concept of reduced immunogenicity for aged BV-2 microglia. Indeed, KEGG PATHWAY analysis that compared the DEGs between long-term cultivated BV-2 microglia and control cells at a low passage reveals enrichment for pathways associated with protein production but a decline for pathways linked to immune responses (Fig. 1c and d). 

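Supplementary Table 1 lists the DEGs behind each pathway, and their values were read from the edgeR fit (n = 5 per group). For ribosome biogenesis in eukaryotes 15 of 20 listed genes were DEGs (median log2 fold change 0.19), for protein processing in the endoplasmic reticulum 9 of 18 (0.17) and for the proteasome 7 of 8 (0.19). Among pathways of lower genes, 16 of 21 were DEGs for Toll-like receptor signalling (median log2 fold change -0.50), 24 of 25 for the lysosome (-0.36) and 24 of 28 for cytokine-cytokine receptor interaction (-0.62). Under the replicate block these 6 counts were 20, 18, 8, 21, 25 and 26 (r = 0.0769 in the pairing check), and 20, 18, 8, 21, 25 and 28 with adjustment over each list alone. The enrichment itself was not recomputed.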

Pathways associated with Parkinson’s or Alzheimer’s diseases, the two most common age-related neurodegenerative diseases, are also found upregulated in aged BV-2 microglia (Fig. 1c). In contrast, signalling pathways involved in recognition of non-self-components, namely nucleotide-binding oligomerization domain (NOD)-like as well as pathways for chemokine and tumour necrosis factor (TNF) signalling, are found to be downregulated (Fig. 1d; Supplementary Table 1), highlighting a unique age-related immunocompromised microglial phenotype. 

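Of the genes listed for Parkinson disease, 13 of 17 were higher in aged cultures as DEGs in edgeR (n = 5 per group), and 17 of 21 of those listed for Alzheimer disease. The replicate block made it 17 and 21 (r = 0.0769 in the pairing check), and adjustment over each list alone 17 and 21. Proteasome subunits make up 7 of the 17 genes listed for Parkinson disease and 7 of the 21 for Alzheimer disease. The table also lists 33 lower genes for Alzheimer disease, and 30 of 32 tested ones were lower DEGs in edgeR (31 with the block). The supplement's Benjamini-adjusted p of the pathway enrichment was 0.0903 for Parkinson and 0.14 for Alzheimer disease among higher genes. It was 0.054 for Alzheimer disease among lower genes, so none of these enrichments was below 0.05.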

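For NOD-like receptor signalling 33 of 39 listed genes were lower DEGs in edgeR (median log2 fold change -0.54, n = 5 per group). Chemokine signalling had 27 of 31 (median log2 fold change -0.26) and TNF signalling 16 of 22 tested of 23 listed (median log2 fold change -0.57). Counts with the replicate block were 37, 31 and 21 (r = 0.0769 in the pairing check), and those adjusted over each list alone 39, 31 and 22.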

Transcription factors and their target genes are key players in the transcriptional regulation and acquisition of transcriptional programs controlling cell phenotypes. Therefore, elucidating transcription factor alterations in aged BV-2 microglia could provide information about the regulatory mechanisms behind their cell phenotype. For this purpose, we took advantage of the TRRUST (transcription factor-target interaction Transcriptional Regulatory Relationships Unravelled by Sentence-based Text mining) database, which allows for the identification of transcription factors potentially involved in cellular responses based on their association with target genes. TRRUST analysis of all DEGs between aged and control BV-2 microglia, independently of their regulation, shows significant differences in the implication for the transcription factors NFKB1, RELA and SPI1, which represented the top 3 entries based on significancy and number of included genes (Fig. 1e; Supplementary Table 1). 

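Of the targets that Supplementary Table 1 lists for NFKB1, 21 of 26 were DEGs in edgeR (n = 5 per group), 19 of them lower in aged cultures. RELA had 20 of 25 targets as DEGs, 18 of them lower, and SPI1 7 of 9, 7 of them lower. Replicate-blocked counts were 24, 23 and 8 (r = 0.0769 in the pairing check), and counts adjusted over each list alone 26, 25 and 8. The log2 fold change of the factors' own mRNA was -0.23 for *Nfkb1* (edgeR adjusted p = 0.0175), -0.13 for *Rela* (edgeR adjusted p = 0.181) and -0.18 for *Spi1* (edgeR adjusted p = 0.0312). The block gave edgeR adjusted p values of 0.0197, 0.105 and 0.00631.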

Worth a note, all three mentioned transcription factors play a crucial role in the regulation of inflammation and cell death.

In line with the genome-wide transcriptomic data suggesting an enhanced translation capacity in aged microglial cells, immunoblot analysis of phosphorylated ribosomal protein S6, part of ribosomal 40S subunit, a downstream of mammalian target of rapamycin complex 1 (mTORC1) [36], indicates increased translation in aged BV-2 microglia, as compared to control BV-2 microglia (Fig. 1f). 

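RNA-seq values were read for a panel of 24 microglial genes, of which 22 had enough counts to be tested between aged and young untreated cultures (n = 5 per group). The mean was lower in aged cells for 17 genes, and edgeR gave 7 lower and 2 higher DEGs. Altogether 9 genes passed, 12 with adjustment over the panel alone and 10 with a replicate block (r = 0.0769 in the pairing check). Lower in edgeR were *Clec7a* (log2 fold change -0.80, adjusted p = 2.19e-04), *Apoe* (log2 fold change -0.80, adjusted p = 0.00254), *Cd52* (log2 fold change -0.93, adjusted p = 0.0472) and *Tnf* (log2 fold change -0.56, adjusted p = 0.0385). Not DEGs in edgeR were *Tlr2* (log2 fold change -0.35, adjusted p = 0.088), *Axl* (log2 fold change -1.50, adjusted p = 0.0861) and *Trem2* (log2 fold change -0.26, adjusted p = 0.304). *Gpnmb* had a log2 fold change of -0.27 (edgeR adjusted p = 0.296) and *Csf1* of 0.19 (edgeR adjusted p = 0.632).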

The transcriptomic data generated by high-throughput RNA-seq also indicates that aged BV-2 microglia exhibit a reduced immune reactive state, as compared to their control counterpart. A reverse transcription quantitative PCR (RT-qPCR) analysis of a panel of murine genes reported to be involved in alternative and classical microglia immune response upon aging [37, 38] confirms the altered transcriptomic immune-related response between aged and control BV-2 microglia. Significant changes are observed in 13 of 24 genes of interest, with *Mmp12, Spp1, Csf1, Tlr2, Cst7* and *Tgfb* showing significant higher expression in aged BV-2 microglia as compared to control BV-2 microglia, while *Apoe, Cd52, Clec7a, Axl, Il1b, Il10, Nos2* show significant downregulation (Fig. 1g).

These genome-wide transcriptomic data provide compelling evidence that aged microglia exhibit a distinct transcriptional profile, indicative of a reduced immune reactive state.

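Leaving out each of the 5 replicate numbers in turn gave 548 to 1193 DEGs between aged and young untreated cultures in edgeR, of which 545 to 1006 were DEGs with all cultures too. Between 21.9% and 31% of them were higher in aged cells. At an edgeR adjusted p below 0.01 there were 622 DEGs, 466 of them lower. Of all DEGs, 1471 remained with the replicate number as a block (r = 0.0769 in the pairing check).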

### Long-term cultivated BV-2 microglia lack the acquisition of classical senescent markers

BV2 microglia cells, similar to other immortalized microglia cell lines, can be induced to undergo senescence upon various challenges, including DNA damage, and repeated lipopolysaccharide (LPS) stimulation [31, 39–41]. Surprisingly, we discovered that even after more than 100 DIC, corresponding to 130 cumulative population doublings, BV-2 microglia kept proliferating with a linear increase of cumulative doubling time, and did not reach a plateau phase (Supplementary Fig. 2a). In agreement with this observation, no major differences were observed in cell cycle distribution between aged BV-2 microglia and control BV-2 microglia, when the cellular DNA content was analysed by flow cytometric analysis (Supplementary Fig. 2b, c). Upregulated expression of genes encoding for repressors of cell cycle such as *Cdkn2a* (encoding for cyclin-dependent kinase inhibitor 2A, CDKN2A, also known as p16^INK4A^), *Cdkn1a* (Cyclin-dependent kinase inhibitor 1, CDKN1A, also known as p21^WAF1/CIP1^) and *Tp53* (Cellular tumour antigen p53, p53) are considered as hallmarks of cellular senescence [21]. However, *Cdkn2a* and *Cdkn1a* gene expression were found significantly downregulated in aged BV-2 microglia as compared to young BV-2 microglia, while *Tp53* expression was unaffected (Supplementary Fig. 2d - 2f). A RT-qPCR-based assay revealed longer ends of chromosomes in aged BV-2 microglia when compared to their younger counterpart (Supplementary Fig. 2g). 

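Under regulation of protein localization to the telomeric region of chromosomes, Supplementary Table 1 lists 7 genes, 6 of them higher DEGs in aged untreated cultures (edgeR, n = 5 per group), 7 with a replicate block (r = 0.0769 in the pairing check) and 7 with adjustment over the list alone. The chaperonin subunits *Cct2*, *Cct4*, *Cct6a*, *Cct7* and *Tcp1* had log2 fold changes of 0.14, 0.20, 0.18, 0.13 and 0.09, and *Tcp1* was not a DEG (edgeR adjusted p = 0.106). The other genes, *Gnl3* and *Dkc1*, had log2 fold changes of 0.19 and 0.14.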

The observed age-dependent increase of telomere length aligns well with the previously noted upregulation of the GO BP term ‘regulation of protein localization to chromosomes’ as depicted in Fig. 1b.

Lysosomal pH-dependent SA-β-Gal together with intracellular acidity measured by Acridine Orange (AO) staining, are biomarkers of cellular senescence [42]. Remarkably, SA-β-Gal activity was not observed in control or aged BV-2 microglia as compared to long-term cultivated WI-38 human lung fibroblast cells that were positive for this marker (Supplementary Fig. 3a). Likewise, in aged BV-2 microglia, AO staining revealed no increase in the red fluorescent signal intensity of AO that may originate from increased acidity of the cellular components, mostly lysosomes (Supplementary Fig. 3b). Mitochondrial mass measured by immunofluorescence upon MitoTracker^®^ staining (Supplementary Fig. 3c) did not show any significant changes for this parameter in the aged BV-2 microglia when compared to control BV-2 microglia. Disruption of the mitochondrial membrane potential during cellular aging, likely due to deficient mitochondrial turnover (i.e., impaired mitophagy) [43], leads to increased production of superoxide anion radicals. The spectrofluorimetric analysis of mitochondrial membrane potential upon staining with Tetramethylrhodamine ethyl ester (TMRE) did not show differences between young and aged BV-2 microglia (Supplementary Fig. 3d). Moreover, aged and control BV-2 microglia exhibit similar mitochondrial superoxide production at both, basal level and upon stimulation with H_2_O_2_ treatment measured by MitoSOX^®^ fluorescent probe (Supplementary Fig. 3e). Hence, these data collectively demonstrate that in agreement with their gene expression profile, aged BV-2 microglia do not exhibit characteristics of aged replicative senescent cells.

We re-analysed previously acquired transcriptomic data obtained from primary microglia isolated from 22-month-old male C57BI/6 J mice using gene expression microarrays (dataset of 6701 age-related significant genes) [44], and from 23-month-old female C57BI/6 J mice using RNA-sequencing (dataset of 887 age-related significant genes) [37]. Additionally, a publicly available meta-analysis of four transcriptomic datasets (813 significant age-related genes) obtained with primary microglia isolated from 24-month-old C57/SJL or DBA/2J mice was included in the comparison of in vitro aged BV-2 microglia with primary microglia isolated from aged mice (i.e., in vivo aging) [45]. A mutual comparison of the three mentioned datasets from primary mouse microglia studies [37, 44, 45] revealed an overlap of 140 genes (Supplementary Fig. 4a). To gain insight into the transcriptomic signature acquired by aged microglia, the above-described microglial transcriptomic data set (for aged BV-2, and primary microglia isolated from aged mouse or aged human) were compared to the gene expression profiles compiled by the Aging Atlas database [46]. To date, the mouse Aging Atlas database comprises 466 aging-related genes and the human one, 500 genes. 

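Supplementary Fig. 4b names aging-related genes that are DEGs in BV-2 cells, and 67 of the names could be read. Of 66 tested genes, 56 were DEGs between aged and young untreated cultures in edgeR (n = 5 per group), 41 lower and 15 higher. The count was 65 with a replicate block (r = 0.0769 in the pairing check) and 66 with adjustment over the list alone.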

The comparison to the appropriate (i.e., mouse or human) Aging Atlas database with the transcriptomes of in vitro aged BV-2 (Supplementary Fig. 4b), primary microglia from aged mice datasets [37, 44, 45] (Supplementary Fig. 4c), and primary microglia from aged human brains [11] (Supplementary Fig. 4d) only revealed a rather modest overlap of 68, 17, and 111 aging-related genes, respectively. In addition, we found that the overlapping genes listed in Supplementary Fig. 4b–d do not represent typical gene expression markers for a cellular senescent phenotype or age-associated gene regulation. Instead, the overlapping genes are reported to be implicated in the senescent-associated secretory phenotype (SASP), which is considered part of an inflammatory activation state – immunosenescence; reviewed in [47, 48]. 

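mRNA of the senescence markers *Cdkn2a*, *Cdkn1a* and *Trp53* did not differ between aged and young untreated BV-2 cultures at the threshold (edgeR, n = 5 per group). Their edgeR values were *Cdkn2a* (log2 fold change -0.0043, adjusted p = 0.983), *Cdkn1a* (log2 fold change -0.42, adjusted p = 0.0813) and *Trp53* (log2 fold change 0.035, adjusted p = 0.76). The adjusted p of *Cdkn1a* was 0.0563 in edgeR with the replicate block (r = 0.0769 in the pairing check) and 0.0464 in DESeq2's Wald test. *Cdkn2a* and *Trp53* had edgeR adjusted p values of 0.96 and 0.743 with the block. Mean expression of *Cdkn2a* was 46.6 ± 3.03 CPM in young and 46.5 ± 4.54 CPM in aged cells (mean ± SD). *Cdkn1a* had 26.2 ± 1.92 CPM in young and 19.7 ± 1.04 CPM in aged cells.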

Collectively, these transcriptomic analyses indicate that microglia from aged mouse and human brains, as well as in vitro aged BV-2 microglia, exhibit a gene expression profile related to immunosenescence rather than cellular senescence. Therefore, we decided to further investigate the dysregulated immune reactivity of aged microglia and its role in microglial aging.

### Aged BV-2 microglia exhibit reduced immune responsiveness and neurotoxicity in response to LPS stimulation compared to their younger counterparts

Exposing microglia to LPS, a Toll-like receptor 4 (TLR4) ligand derived from gram-negative bacteria, is frequently used to induce a microglial pro-inflammatory reactive state. Upon LPS binding to TLR4, a signalling cascade ensues, leading to the activation of a pro-inflammatory response in microglia, which can result in neurotoxicity and contribute to neurodegeneration [49, 50]. The transcriptomic data described above infer that aged microglia could display a reduced capability to respond to a pro-inflammatory stimulus. To explore this possibility, the gene expression profiles of aged *versus* young BV-2 microglia exposed to the inflammogen LPS for 6 hours were investigated by RNA-seq following an identical procedure and sample size, 5 replicates, as described before (Supplementary Table 2). 

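For the LPS experiment, 5 young and 5 aged BV-2 cultures were exposed to 100 ng/ml LPS for 6 hours and sequenced like the untreated cultures. Counts per library totalled 11371508 to 15884447 (median 14409826) in the young and 12528859 to 15251546 (median 14458210) in the aged LPS-treated group. The LPS response of each age is the contrast of its LPS-treated with its untreated group in the edgeR model over all libraries. The interaction of age and LPS tests the difference of the responses. TMM factors were 0.891 to 0.931 in young and 0.952 to 0.973 in aged LPS-treated libraries. Scaling by library size alone shifts the median log2 fold change of all genes by -0.22 in the young and -0.16 in the aged response, so LPS-induced and LPS-repressed genes are counted relative to TMM.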

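In a PCA of log2 CPM of the 500 genes with the largest variance, the first component held 92.3% and the second 3.13% of the variance. Every LPS-treated culture lay apart from every untreated one on the first component. The nearest neighbour of 20 of 20 cultures on the first pair of components belonged to its own group. Over all 12799 tested genes the components held 75.5% and 7%, and 19 cultures had a nearest neighbour of their own group. Aged LPS-treated culture 3 lay apart from the other 4 of its group, with scores of 38.3 and -5.54.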

Principal component analysis (PCA) exposes four distinct clusters representing a unique transcriptome for each experimental condition, i.e., control BV-2 microglia treated or not with LPS, and aged BV-2 microglia exposed or not to LPS (Fig. 2a). 

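The interaction in edgeR (n = 5 per group) was ranked among its DEGs with a mean of at least 1 log2 CPM. By fitted value the largest positive differences of the LPS responses were in *Csf3*, *Traf1* and *Acod1*, an order that the lower bounds given here do not fix. The response was at least 3.14-fold larger in aged cells for *Csf3* (edgeR adjusted p = 0.00718) and at least 6.12-fold for *Traf1* (edgeR adjusted p = 0.0208), both at the floor in untreated aged cells. The log2 difference was 2.63 for *Acod1* (edgeR adjusted p = 0.0067), and 1.74 to 2.97 with one replicate number left out at a time. Untreated young culture 1 held 121 CPM of *Acod1*, against 21.0 to 23.2 CPM in the other untreated young cultures. Among DEGs with a mean of at least 1 log2 CPM the most negative log2 differences were -1.72 for *Ccl9* (edgeR adjusted p = 0.0285), -1.68 for *Rilpl1* (edgeR adjusted p = 0.0391) and -1.44 for *Phf11c* (edgeR adjusted p = 0.0328). With a replicate block the edgeR adjusted p values of these 6 genes were 0.00602, 0.00842, 0.00631, 0.00686, 0.0274 and 0.013 (r = 0.146 in the pairing check). *Ccl9* remained a DEG in 2 of the 5 fits that each left out one replicate number, *Rilpl1* in 1 and *Phf11c* in 1.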

The top 30 up- and downregulated DEGs sorted by a fold change are presented in Supplementary Fig. 5. LPS stimulation induces a transcriptomic response in both aged and control BV-2 microglia. In the young control BV-2 microglia, 8506 DEGs (4338 up- and 4168 downregulated) are observed between the LPS-treated and untreated groups. 

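In young cultures 8270 of 12799 genes were DEGs after LPS, 3988 higher and 4282 lower (edgeR, n = 5 per group). There were 8671 with the replicate number as a block (r = 0.268 in the pairing check) and 8505 in DESeq2's Wald test. Higher genes made up 48.2% of the DEGs, and 27.3% with library sizes alone. A log2 fold change of at least 0.5 moved the count most, to 4497. Among DEGs with a mean of at least 1 log2 CPM and no overlap between the groups, the largest increases in edgeR were in *Il1b* (log2 fold change 8.50, adjusted p = 1.21e-09), *Gbp5* (log2 fold change 8.35, adjusted p = 3.77e-10) and *Cxcl2* (log2 fold change 8.08, adjusted p = 1.94e-12). The largest decreases in edgeR under these limits were in *Abcd2* (log2 fold change -4.37, adjusted p = 2.57e-14), *Lpin1* (log2 fold change -4.37, adjusted p = 1.89e-11) and *Rtn4rl1* (log2 fold change -4.07, adjusted p = 5.01e-13). With the block the edgeR adjusted p values of these 6 genes were 3.75e-10, 3.23e-09, 3.11e-11, 3.38e-14, 2.15e-11 and 3.08e-11.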

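LPS changed 6968 genes in aged cultures, 3523 higher and 3445 lower (DEGs in edgeR, n = 5 per group). The replicate block gave 7486 (r = 0.268 in the pairing check) and DESeq2's Wald test 7050. The share of higher genes was 50.6% with TMM and 28.4% with library sizes alone. *Csf3* rose at least 292-fold (edgeR adjusted p = 5.19e-14), *Cxcl2* at least 288-fold (edgeR adjusted p = 9.41e-11) and *Nos2* at least 547-fold (edgeR adjusted p = 3.83e-11) from the floor. Among DEGs with a mean of at least 1 log2 CPM and no overlap between the groups, the largest decreases in edgeR were in *Abcd2* (log2 fold change -4.07, adjusted p = 7.03e-13), *Lbh* (log2 fold change -3.39, adjusted p = 1.23e-08) and *Pik3ip1* (log2 fold change -3.33, adjusted p = 2.98e-12). Under the block the edgeR adjusted p values of these 6 genes were 2.09e-12, 1.01e-09, 1.61e-11, 6.13e-13, 2.67e-08 and 2.13e-11.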

Treatment of aged BV-2 microglia with LPS reveals a lower number of DEGs, 7025 (3565 up- and 3460 downregulated) between the stimulated and unstimulated cells (Supplementary Table 2). Mutual comparison of the LPS-treated aged BV-2 microglia with the LPS-treated control BV-2 microglia shows an overlap for 3280 upregulated DEGs and 3152 downregulated DEGs (Fig. 2b). Hence, the gene expression profiles of LPS-stimulated aged and young BV-2 microglia exhibit significant overlap in terms of DEGs and their regulation, i.e. up- versus downregulation. However, the intensity of the response to the LPS challenge is significantly attenuated in the aged microglia as compared to the control ones (Fig. 2c). 

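At both ages 3218 DEGs were higher after LPS, 770 only in young and 305 only in aged cultures (edgeR, n = 5 per group). Lower at both ages were 3224, with 1058 lower only in young and 221 only in aged cultures. The counts shared by both ages were 3467 higher and 3449 lower with the replicate block (r = 0.268 in the pairing check). Library sizes alone gave 1982 higher and 5213 lower.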

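Of the genes that were DEGs at both ages in edgeR, 7 changed in opposite directions. They are *Dhrs3*, *Snx30*, *Spire2*, *Gramd1a*, *Hsd17b11*, *Slc27a4* and *Slc12a9*, and all but *Dhrs3* are named after their values were seen. Of 1821 genes that were DEGs in young cultures only, 79 had a difference of the responses at the threshold, and of 519 in aged cultures only, 7.

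**Figure D2:**
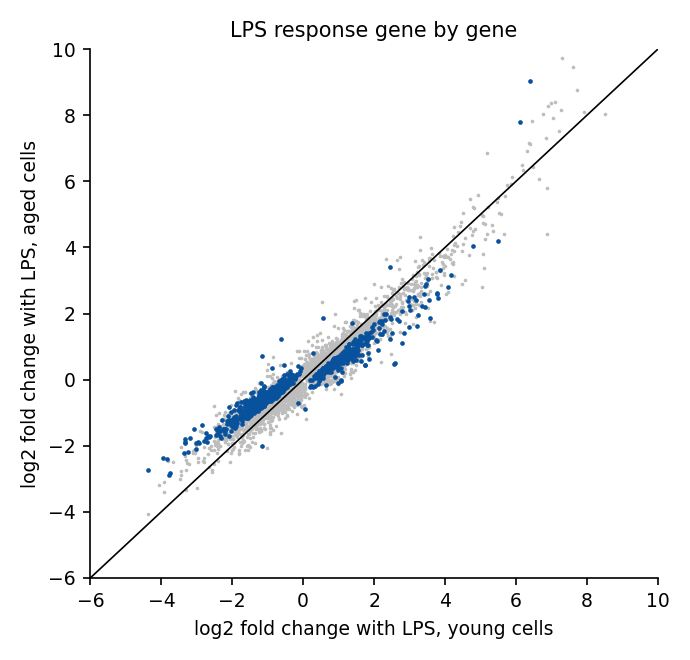
Log2 fold change after LPS in aged against young cultures (n = 5 per group) for genes that are DEGs (edgeR) at either age, without genes at the floor in any group. DEGs for the difference of the responses are blue, other genes grey, and the line marks equal responses.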

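The size of the LPS response was measured per culture over 8952 genes chosen on the mean response of both ages (4384 induced and 4568 repressed DEGs, edgeR). It is the mean log2 CPM of the induced minus that of the repressed genes, relative to the untreated cultures of the same age. It was 1.57 ± 0.0545 (SD, n = 5) in young and 1.22 ± 0.049 (SD, n = 5) in aged cultures, where it reached 77.7% of the young value. The difference of -0.35 had p = 0.00794 in a two-sided exact permutation test, the smallest p that 5 against 5 cultures allow. With each LPS-treated culture set against the untreated culture of its number (replicate block), the difference was -0.351 and the exact two-sided sign-flip p 0.0625, the smallest that 32 sign patterns allow (r = 0.268 in the pairing check). Induced genes contributed -0.15 and repressed genes -0.20 to the difference. The response was smaller in aged cells for 80.2% of the genes, and the slope of aged on young log2 fold changes was 0.92, with 0.98 over induced and 0.74 over repressed genes. These slopes include fitted fold changes of genes at the floor in untreated aged cells, which are not bounded. Over genes with at least 10 counts in every sample the slope was 0.81. By the mean per culture, the aged response reached 83.2% of the young one over induced and 70.9% over repressed genes. Gene by gene, the difference of the responses passed the threshold for 818 genes in edgeR (1156 with the replicate block, r = 0.146 in the pairing check), with the smaller response in aged cells for 801 of them, and 2481 genes had an unadjusted p below 0.05. Positive differences made up 64.4% of the 818, and 81.3% of those found with library sizes alone. The paper states that the response to LPS is weaker in aged microglia than in control ones.

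**Figure D3:**
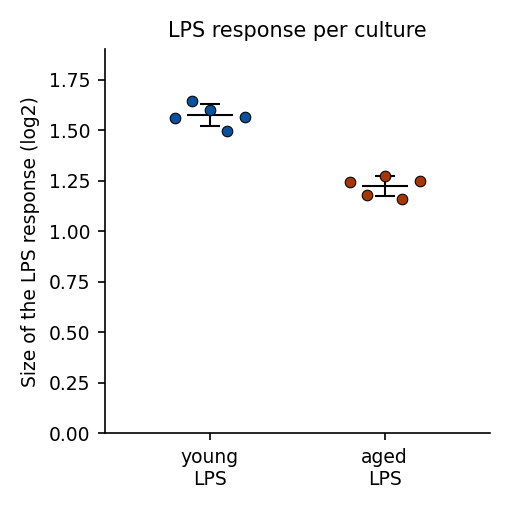
Size of the LPS response of each culture, as the mean log2 CPM of 4384 induced genes minus that of 4568 repressed genes relative to the untreated cultures of the same age. Points are cultures and bars the mean ± SD (n = 5), and every aged culture lies below every young one.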

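Among the genes of cluster C1 in the heat map of Fig. 2c, *Iqsec2* rose by 1.40 in young and 0.58 in aged cultures on the log2 scale (difference -0.82, edgeR adjusted p = 5.65e-04) after LPS. *Wdr59* rose by 1.01 in young and 0.49 in aged cultures on the log2 scale (difference -0.52, edgeR adjusted p = 5.65e-04), and *Sppl2a* rose by 1.27 in young and 0.72 in aged cultures on the log2 scale (difference -0.55, edgeR adjusted p = 1.36e-04). *Peli1* rose by 1.47 in young and 0.72 in aged cultures on the log2 scale (difference -0.75, edgeR adjusted p = 2.24e-04). *Csf3*, also in this cluster, went the other way, with a response at least 3.14-fold larger in aged cultures (edgeR adjusted p = 0.00718). The edgeR adjusted p values of these 5 differences with a replicate block were 9.42e-04, 5.95e-04, 5.23e-05, 2.04e-04 and 0.00602 (r = 0.146 in the pairing check). In cluster C3 of the same heat map, 34 gene names could be read and 32 were tested. All 32 fell after LPS less in aged than in young cultures by the interaction in edgeR, with log2 differences of 0.41 to 1.15, and 32 did with adjustment over the list alone.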

Highlighted clusters represent groups of genes with the most significant differences in expression: LPS-upregulated genes (C1) and LPS-downregulated genes (C3). Notably, cluster C2 comprises four genes that exhibit opposite regulation in control and aged BV-2 microglia upon LPS stimulation (Fig. 2c).

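Of the genes of C2, *Dhrs3* was a DEG in opposite directions at both ages in edgeR, falling in young (log2 fold change -0.54, edgeR adjusted p = 2.71e-04) and rising in aged cultures (0.44, edgeR adjusted p = 0.00238). *Zfp36l2* rose in aged cultures (log2 fold change 0.36, edgeR adjusted p = 4.64e-06) and was not a DEG in young ones (-0.07, edgeR adjusted p = 0.248). *Ssbp3* fell in young cultures (log2 fold change -0.53, edgeR adjusted p = 1.06e-07) and was not a DEG in aged ones (0.042, edgeR adjusted p = 0.581). *Tubg1* fell in young cultures (log2 fold change -0.27, edgeR adjusted p = 2.78e-06) and was not a DEG in aged ones (0.061, edgeR adjusted p = 0.207). With library sizes alone the log2 fold changes in aged cultures were -0.12 for *Ssbp3* and -0.100 for *Tubg1*. Under the same scaling *Zfp36l2* was a lower DEG after LPS in young cultures. The difference of the responses was 0.98, 0.43, 0.57 and 0.34 for *Dhrs3*, *Zfp36l2*, *Ssbp3* and *Tubg1* (edgeR adjusted p = 8.37e-04, 0.00118, 4.13e-04 and 9.30e-04). The replicate-blocked edgeR adjusted p values were 5.95e-04, 0.00119, 3.00e-04 and 8.90e-04 (r = 0.146 in the pairing check).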

**Fig. 2:**
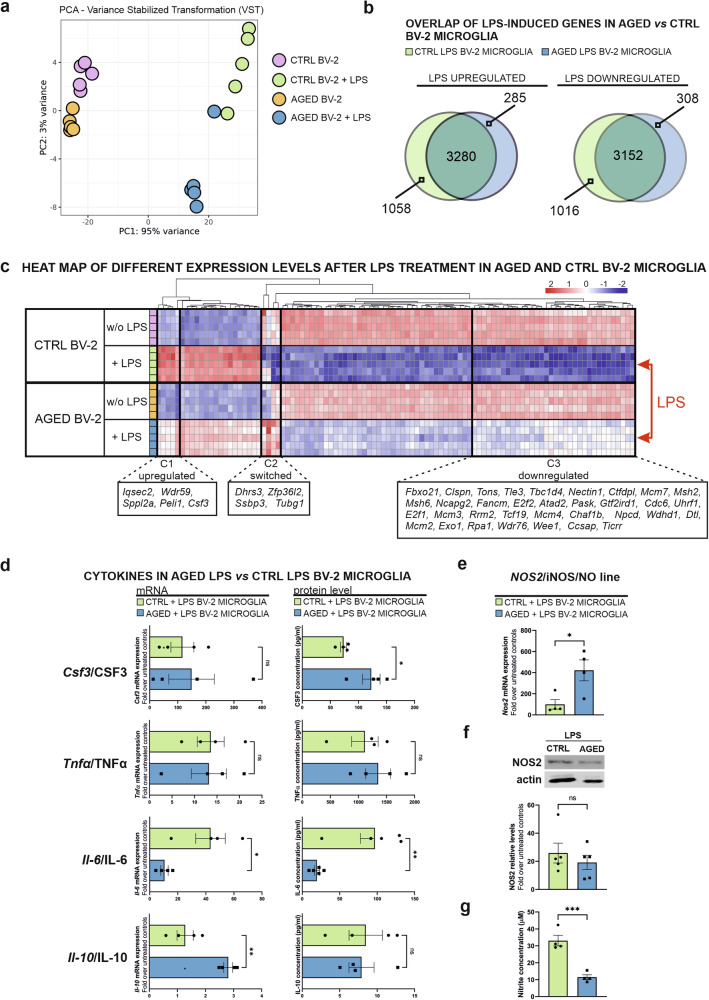
Age-related transcriptomic changes are related to attenuated immune response in LPS-challenged aged BV-2 microglia. **a** PCA plot representing 4 different clusters of samples based on their similarity. **b** Overlap of genes shared by aged and control BV-2 microglia after LPS stimulation. **c** Heat map displaying the top 100 significant DEGs in 5 biological replicates for each experimental condition, untreated or LPS-treated (100 ng/ml for 6 h) aged and control BV-2 microglia showing age-related attenuated expression profile of shared genes. Highlighted clusters display genes that show the highest difference for upregulated (C1) or downregulated (C3) genes in LPS treatment. Cluster C2 displays 4 genes with an opposite regulation upon LPS treatment. **d** mRNA and protein expression levels measured by RT-qPCR and flow cytometry multi-ELISA LEGENDplex, respectively, for *Csf3/*CSF3, *Tnfα*/TNFα, *Il6*/IL-6, and *Il10/*IL-10 in aged versus control BV-2 microglia treated with LPS (100 ng/ml for 6 h). **e** Expression levels of *Nos2* mRNA, (**f**) NOS2 protein, and nitrite (**g**) in aged BV-2 microglia compared to controls upon LPS stimulation are shown. Data are mean ± SEM from 4 (**d**) *Csf3/*CSF3*, Tnfα*/TNFα, *Il6, Il10/*IL-10*;* (e) *Nos2*, and (**g**) NO) or 5 (g) IL-6 and (**f**). Statistical annotations *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant for the indicated comparison.

**Fig. 3:**
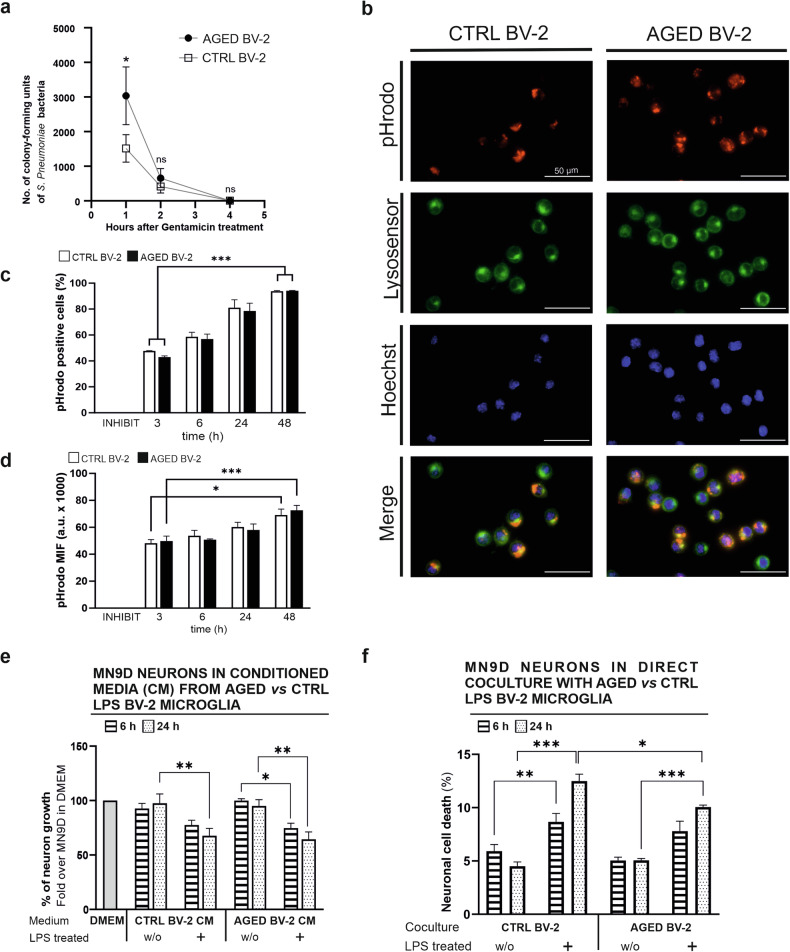
Functional characterisation of aged BV-2 microglia indicates impair bacterial phagocytic capability and reduced neurotoxicity. **a** Internalization and clearance of *S. pneumoniae* bacteria by aged and control BV-2 microglia. **b**–**d** Phagocytic capacity of aged and control BV-2 microglia to internalize phRodo Red-labelled amyloid-β at indicated time points. Scale bar 50 μm. **e** Growth capacity of dopaminergic MN9D neurons cultured for 24 h in conditioned medium from young and aged BV-2 microglia treated with LPS (100 ng/ml, 6 or 24 h) or control condition with PBS/medium only. **f** Neurotoxic effect upon direct co-culture of young or aged BV-2 microglia with dopaminergic MN9D neurons in the absence or presence of LPS (100 ng/ml, 6 or 24 h). Fluorescent-labelled MN9D neurons with abnormal and damaged nuclei were counted and presented as total percentage of cell death. Data are mean ± SEM from 5 (**a**, **e**–24 h time point, **f**), 4 (**e**–6 h time point) or 3 (**b**–**d**) independent biological replicates. Statistical annotations *p < 0.05; **p < 0.01; ***p < 0.001; for the indicated comparison.

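The difference of the LPS responses was positive for 44 of 47 DNA replication factors (median log2 difference 0.36, edgeR camera adjusted p = 4.73e-26, n = 5 per group), and 25 of them were DEGs for it. A replicate block made the edgeR camera adjusted p 6.22e-27 (r = 0.146 in the pairing check). The family fell after LPS at both ages, with a median log2 fold change of -0.77 in young and -0.38 in aged cultures, so the positive difference is a smaller fall. Without LPS its median log2 fold change between aged and young cultures was -0.00022 (edgeR camera adjusted p = 0.512), 0.00025 with the block, 0.02 with library sizes alone and 0.0054 with DESeq2's size factors.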

Cytoscape network analysis of biological processes related to DEGs in LPS treatment response between aged BV-2 microglia and control BV-2 microglia reveal an upregulation of DNA-related processes like replication, DNA-protein interactions, DNA repair, telomere organisation changes together with cell cycle activation. 

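The LPS responses of interleukins and their receptors (median log2 difference -0.15, edgeR camera adjusted p = 0.2) and of chemokines (median log2 difference -0.076, edgeR camera adjusted p = 0.376) did not differ between the ages at the threshold (n = 5 per group). Pattern recognition receptors (median log2 difference -0.17, edgeR camera adjusted p = 0.0368) and MHC genes (median log2 difference -0.11, edgeR camera adjusted p = 0.0368) had a lower response in aged cells, a smaller rise by the family medians. These median log2 fold changes after LPS were 0.32 and 1.60 in young and 0.25 and 1.19 in aged cultures. These 4 edgeR camera adjusted p values became 0.167, 0.308, 0.0233 and 0.0233 with the replicate block (r = 0.146 in the pairing check). Between LPS-treated aged and young cultures, lower DEGs in aged cells were found among interleukins and their receptors (16 of 29 genes, median log2 fold change -0.57, edgeR camera adjusted p = 2.65e-07), chemokines (8 of 14 genes, median log2 fold change -0.63, edgeR camera adjusted p = 0.00119) and interferon-induced genes (44 of 47 genes, median log2 fold change -1.39, edgeR camera adjusted p = 2.04e-28). For this comparison the block gave edgeR camera adjusted p values of 8.16e-08, 6.75e-04 and 1.03e-27 (r = 0.0769 in the pairing check). Interferon-induced genes were already lower without LPS, and their LPS response did not differ at the threshold (median log2 difference 0.13, edgeR camera adjusted p = 0.104). Their median log2 fold change after LPS was 5.06 in young and 4.97 in aged cultures. Without replicate 3 this difference was negative and passed the threshold.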

Downregulated GO terms, similar to the ones uncovered for untreated aged BV-2 microglia in Fig. 1b, are related to microglial immune response, mainly cytokine production (Supplementary Fig. 6, Supplementary Table 2).

The expression levels of several cytokines, including *Csf3/*CSF3 (colony stimulating factor 3, also known as GM-CSF), *Il6/*IL-6 (interleukin 6), *Il10/*IL-10, and *Tnf*/TNF (tumour necrosis factor, also known as TNFα), was investigated by RT-qPCR and the LEGENDplex™ flow cytometric-based assay for secreted protein levels (Fig. 2d). Although *Csf3*, the gene found to be most upregulated in RNA-Seq dataset comparing LPS-related response in aged BV-2 microglia and control BV-2 microglia, does not show different expression by RT-qPCR (Fig. 2d, Supplementary Fig. 5), secreted CSF3 protein levels are significantly elevated in the stimulated aged microglial cells. 

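*Csf3* counts per library were 5 to 25 in young untreated and 0 in aged untreated cultures. After LPS they were 761 to 1391 in young and 561 to 1028 in aged cultures (n = 5 per group). Between LPS-treated cultures *Csf3* was lower in aged cells (log2 fold change -0.61, edgeR adjusted p = 0.00552, and 0.00169 with the replicate block, r = 0.0769 in the pairing check). The fold increase over untreated cells is nevertheless the larger one in aged cells, where no library held a *Csf3* read before LPS. Other cytokines were lower in LPS-treated aged cells too, with *Il6* (log2 fold change -2.66, adjusted p = 4.43e-05), *Tnf* (log2 fold change -0.88, adjusted p = 9.15e-05) and *Il1b* (log2 fold change -2.25, adjusted p = 9.77e-04) in edgeR. The block gave them edgeR adjusted p values of 1.42e-05, 1.84e-05 and 1.54e-04.

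**Figure D4:**
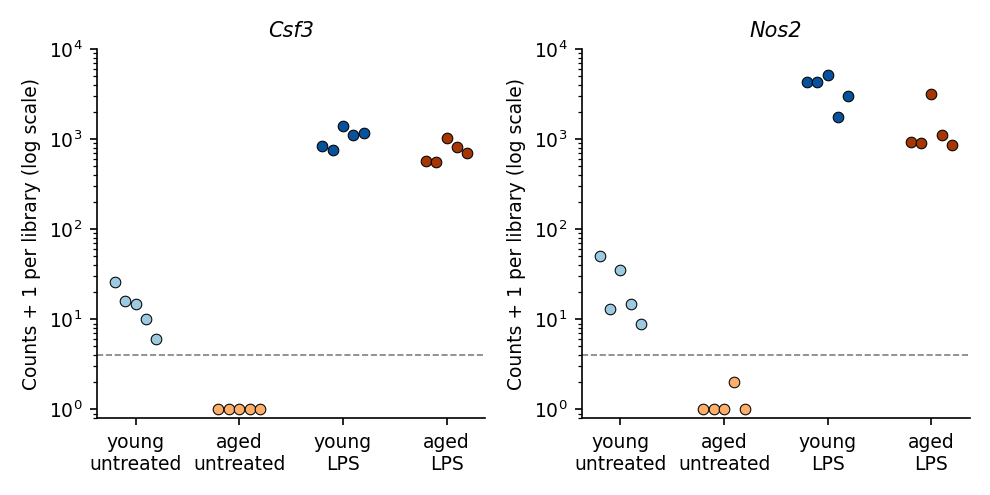
Counts + 1 of *Csf3* and *Nos2* in each library of the 4 groups (points, n = 5 per group) on a log scale. The dashed line marks the floor of 3 counts, which every untreated aged library is at or below for both genes.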

The induction of *Tnf*/TNFα expression upon LPS treatment in the microglial cells does not significantly differ between the aged and young microglial cells. LPS-treated aged BV-2 microglia exhibit a significant downregulation of *Il6/*IL-6 production and a significant upregulation of *Il10* mRNA expression when compared to the LPS-treated control BV-2 microglia. While IL-10 is considered to be an anti-inflammatory cytokine [51], IL-6 is reported to exert pro-inflammatory effects [52]. Induction of *Nos2*/NOS2 (also known as inducible NOS, iNOS) expression is considered as a feature of microglial cells exposed to an inflammatory stimulus, such as LPS treatment [49]. 

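RNA-seq expression of *Nos2* after LPS was 299.6 ± 120.5 CPM in young and 102 ± 66.7 CPM in aged cultures (mean ± SD, n = 5 each). It was lower in the aged ones (log2 fold change -1.55, edgeR adjusted p = 6.36e-04, and 3.46e-05 with a replicate block, r = 0.0769 in the pairing check). Untreated libraries held 8 to 49 *Nos2* counts in young and 0 to 1 in aged cells. Relative to these, the LPS response of *Nos2* was at least 2.8-fold larger in aged cells. The difference of the responses had an adjusted p of 0.289 in edgeR, 0.164 with the block (r = 0.146 in the pairing check) and 0.00105 in DESeq2's Wald test.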

Whereas *Nos2* mRNA expression levels are significantly increased in LPS-treated aged BV-2 microglia as compared to LPS-treated control BV-2 microglia, in both the RNA-Seq dataset and with the RT-qPCR analysis (Fig. 2e, Supplementary Fig. 5), NOS2 protein expression levels remain comparable between the two experimental conditions (Fig. 2f). Interestingly, a robust reduction in nitrite concentration is observed in the conditioned medium obtained from LPS-treated aged microglial cells in comparison to challenged young microglial cells (Fig. 2g).

Microglia, as professional phagocytes, play a crucial role in clearing pathogens, including bacteria such as *Streptococcus pneumoniae* associated with meningitis [53, 54]. Previously presented data derived from RNA-Seq analysis, followed by GO term analysis, indicate significant alterations in the processes of phagocytosis. 

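Of the genes that Supplementary Table 1 lists for phagocytosis, 33 of 35 were lower DEGs in aged untreated cultures (edgeR, n = 5 per group), with log2 fold changes of -2.65 to -0.13 over the list. For regulation of phagocytosis 23 of 24 and for endocytosis 50 of 53 were lower DEGs. These counts were 35, 23 and 53 with the replicate block (r = 0.0769 in the pairing check) and 35, 24 and 53 with adjustment over each list alone. Among Fc receptors and complement components, a family defined by symbol but chosen after the paper's terms, 7 of 14 genes were lower DEGs.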

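Lower DEGs in aged untreated cultures (edgeR, n = 5 per group) included 37 of 49 genes listed for response to virus and 55 of 66 listed for regulation of response to biotic stimulus. They included 34 of 40 for cellular response to lipopolysaccharide and 10 of 17 for response to interferon-beta, whose median log2 fold change was -1.58. With the block on replicate numbers the 4 counts were 43, 62, 38 and 13 (r = 0.0769 in the pairing check), and 48, 66, 40 and 16 with adjustment over each list alone.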

Additionally, there is an evident association with biological terms indicative of a reduced response to biotic stimuli originating from viral or bacterial source (Fig. 1b, Supplementary Table 1). Thus, the phagocytic response and clearance of the gram-positive *S. pneumoniae* (strand TIGR4) by aged *versus* control BV-2 microglia were assayed. Aged BV-2 microglia exhibit a higher intracellular bacteria content at 1 hour, which was not sustained at later time points (2 and 4 hour), as compared to control BV-2 microglia (Fig. 3a) suggesting an altered age-associated phagocytosis of bacteria and bacterial clearance capabilities at early time point. Moreover, microglia can be involved in the clearance of misfolded proteins such as amyloid-β peptide (Aβ) aggregates in the context of Alzheimer’s disease (AD) and thus regulate the progression of the disease [50, 55]. Aged and control BV-2 microglia showed similar uptake of fluorescently labelled Aβ (pH-sensitive phRodo Red dye) over time (Fig. 3b, c). Moreover, we did not observe changes in the mean fluorescent intensity of pHrodo Red measured by flow cytometry, which indicates similar acidity of the intracellular compartment [56] (Fig. 3d).

The impact of the secretome from untreated and LPS-treated aged versus control BV-2 microglia on neuronal cells, was evaluated by cultivating dopaminergic MN9D neurons in conditioned medium collected from microglial cell cultures. The conditioned media from LPS-treated aged and control BV-2 microglia significantly inhibit MN9D neuron growth after 24 hours, an effect observed even at 6 hours with conditioned medium from LPS-treated aged BV2 microglia (Fig. 3e). Direct assessment of neurotoxicity, i.e., neuronal cell death, through mutual co-culture of MN9D neurons with aged or control BV-2 microglia followed by LPS treatment reveals significantly lower neurotoxicity with LPS-treated aged BV-2 microglia as compared to their control counterparts at 24 hours under the same conditions (Fig. 3f). The observed reduced production of proinflammatory *Il*6/IL6 (Fig. 2d) together with decreased nitrite levels (Fig. 2g), in LPS-treated aged BV-2 microglia, compared to the LPS-treated control BV-2 microglia aligns with the finding of reduced neurotoxicity by aged microglia (Fig. 3f).

In summary, these data underline age-related transcriptional disruptions in microglial immune responses. Aged BV-2 microglia demonstrate diminished reactivity to a proinflammatory stimulus, show altered mRNA and protein cytokine expression levels, and consequent attenuation of neurotoxicity as compared to their control counterparts after cell-cell interaction-based co-culture.

### Aged BV-2 microglia share transcriptomic signatures with primary microglia from aged mouse and human brains leading to the identification of microglial aging drivers

Aware of the limitations of the in vitro aged BV-2 microglia, and to gain physiological relevance of the findings made with this model, we re-analysed previously acquired transcriptomic data obtained from primary mouse microglia isolated from aged brains [37, 44, 45] (Supplementary Fig. 4a). 

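Supplementary Fig. 7 names 32 DEGs of BV-2 cells that are shared with primary microglia of aged mice. In edgeR 29 of 32 were DEGs between aged and young untreated BV-2 cultures (n = 5 per group), 24 lower and 5 higher. A replicate block made the count 32 (r = 0.0769 in the pairing check), and adjustment over the list alone 32. Values of the primary microglia were not analysed here.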

From the 140 DEGs found in all three aged mouse primary microglia datasets (Supplementary Fig. 4a), 32 genes are found to be differentially expressed in aged BV-2 microglia as compared to their younger counterpart (Fig. 4a). Out of these 32 DEGs, 4 genes (*Cst7*, *Rai4*, *Slc16a3*, and *Spp1*) are found to share common upregulation and 1 gene (*P2ry13*) common downregulation within all compared transcriptomic datasets (Supplementary Fig. 7). 

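In untreated BV-2 cultures edgeR gave *Cst7* (log2 fold change 0.32, adjusted p = 0.00274), *Spp1* (log2 fold change 0.55, adjusted p = 0.00187) and *Rai14* (log2 fold change 0.33, adjusted p = 0.00522), the gene taken to be printed as *Rai4* (n = 5 per group). In the same edgeR fit were *Slc16a3* (log2 fold change 0.25, adjusted p = 0.014) and *P2ry13* (log2 fold change -0.99, adjusted p = 0.0228). Replicate-blocked edgeR adjusted p values were 0.00235 for *Cst7*, 1.48e-04 for *Spp1* and 0.0071 for *Rai14* (r = 0.0769 in the pairing check). Leaving out one replicate number at a time, *Cst7* was a DEG in 5, *Spp1* in 5 and *Rai14* in 4 of 5 fits.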

Considering that primary microglia isolated from aged mice may not necessarily represent an entirely unchallenged microglia population, but instead a primed one, as reviewed in [6, 7], the transcriptome data sets for aged primary microglia were compared to the transcriptomic data obtained with LPS-treated aged BV-2 microglia. Remarkably, the primary aged microglia share 89 DEGs with the LPS-treated aged BV-2 microglia (Fig. 4b). 

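Of these genes 85 were tested, and 84 were DEGs after LPS in aged BV-2 cultures (edgeR, n = 5 per group), 67 higher and 17 lower. All 85 were with the replicate block (r = 0.268 in the pairing check), and 85 with adjustment over the list alone.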

From this list of DEGs, 39 genes share common upregulation and 3 genes have common downregulation in expression levels across all studied datasets (Supplementary Fig. 8).

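Of the upregulated genes 37 were tested, and 37 were higher DEGs after LPS in aged BV-2 cultures (edgeR, median log2 fold change 1.11, n = 5 per group). All 3 downregulated genes were lower DEGs (median log2 fold change -2.05). The replicate block left these counts at 37 and 3 (r = 0.268 in the pairing check), and adjustment over each list alone at 37 and 3.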

**Fig. 4:**
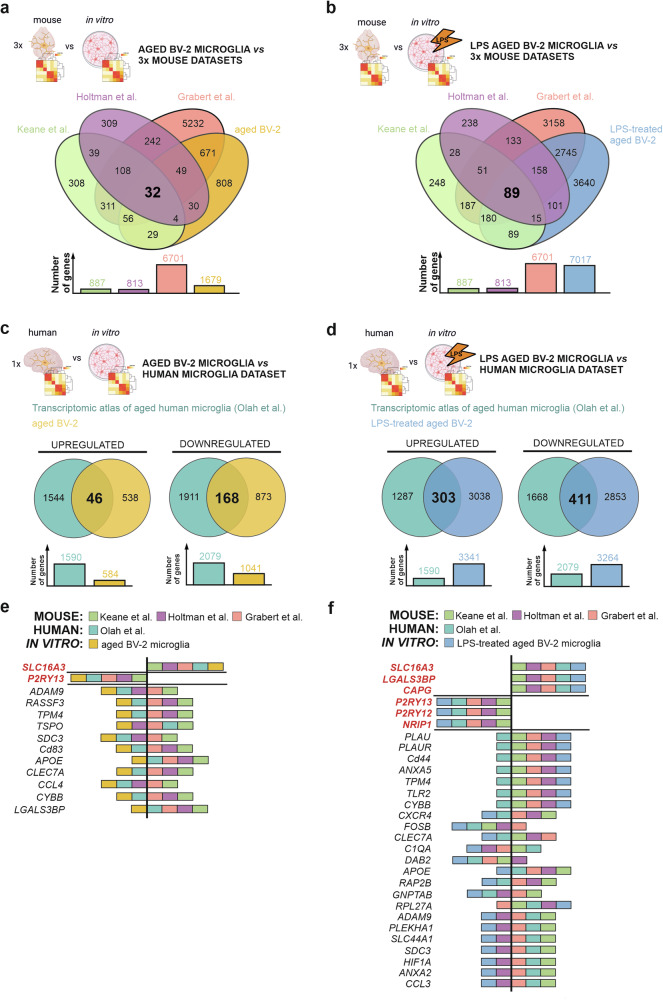
Aged BV-2 microglia show an overlapping gene expression profile with primary microglia from aged mouse and human brains. **a** Venn diagram illustration of the transcriptomic signatures overlaps between unstimulated aged BV-2 microglia and primary microglia isolated from aged mice from three independent microglial aging studies, displaying the number of DEGs found to be differently and commonly regulated between all 4 datasets. The graph under the Venn diagram shows the size of each dataset. **b** Venn diagram representing overlapping and unique DEGs between LPS-treated aged BV-2 microglia and three independent primary mouse microglia aging studies representing common genes between all 4 datasets. Graph under the Venn diagram shows the size of each dataset. **c** Comparison of aged BV-2 microglia and (**d**) LPS-treated aged BV-2 microglia with human primary microglia isolated from elders showing overlapping genes. Graphs under Venn diagram shows the size of each dataset. Graphical representation of shared common genes and its regulation of (**e**) unstimulated aged BV-2 microglia and (**f**) LPS-treated aged BV-2 microglia with primary microglia from mouse and human aging studies.

The transcriptomic atlas of aged microglia isolated from human brains [11] was used as a template to compare the gene expression profiles of in vitro aged BV-2 microglia and human-aged primary microglia. This analysis shows an overlap of 214 DEGs (46 up- and 168 downregulated gene expression) between the aged mouse BV-2 microglia and the aged human primary microglia (Fig. 4c, Supplementary Table 3). 

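In edgeR 33 of 46 of the upregulated and 154 of 167 of the downregulated genes were DEGs between aged and young untreated BV-2 cultures (n = 5 per group), with median log2 fold changes of 0.22 and -0.32 over the lists. The counts were 45 and 164 with the replicate block (r = 0.0769 in the pairing check) and 46 and 167 with adjustment over each list alone.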

A transcriptomic comparison of LPS-treated aged BV-2 with microglia from aged human brains showed an increased overlap within their gene expression signatures with 714 DEGs (303 up- and 411 downregulated) found in both datasets (Fig. 4d, Supplementary Table 3).

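After LPS, 300 of 300 tested upregulated and 406 of 409 tested downregulated genes were DEGs in aged BV-2 cultures (edgeR, n = 5 per group), 300 and 408 with the replicate block (r = 0.268 in the pairing check) and 300 and 408 with adjustment over each list alone. The contrast is between LPS-treated and untreated aged cultures.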

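LPS-treated and untreated aged BV-2 cultures differed in 54.4% of all tested genes, and untreated aged and young cultures in 11.5% (DEGs in edgeR, n = 5 per group). With a replicate block 7486 and 2204 genes were DEGs (r = 0.268 and 0.0769 in the pairing check).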

Collectively, these data indicate that primary microglia collected from aged mice and human brain tissues share significantly higher transcriptomic similarity with the LPS-treated, i.e. challenged, aged BV-2 microglia, than with the unstimulated aged BV-2 microglia. In fact, despite well-controlled husbandry conditions, animals kept for 22-24 months should not be considered unchallenged. This concept is certainly also true for primary microglia isolated from an aged human brain that has encountered numerous brain challenges throughout the lifespan of individuals. Thus, primary microglia isolated from both aged mice and humans must be seen as primed cells.

A further meta-analysis of gene expression profiles in the unchallenged in vitro aged BV-2 and the primary microglia from aged mouse and human brains identified 13 shared DEGs across all models. 

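All 13 of these 13 genes were DEGs between aged and young untreated BV-2 cultures in edgeR (n = 5 per group), 12 lower and 1 higher, as were 13 with the replicate block (r = 0.0769 in the pairing check) and 13 with adjustment over the list alone. Leaving out one replicate number at a time gave 5 to 11.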

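Blocked on the replicate number, the edgeR adjusted p in untreated aged against young BV-2 cultures was 0.00485 for *Slc16a3* and 0.0183 for *P2ry13* (n = 5 per group, r = 0.0769 in the pairing check). DESeq2's Wald test gave adjusted p values of 0.00368 and 0.0183. The standard error of the log2 fold change without the block was 0.065 for *Slc16a3* and 0.28 for *P2ry13*. Each gene remained a DEG in 2 of the 5 edgeR fits that left out one replicate number.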

Among those DEGs, two genes exhibited consistent regulation across all datasets – namely, upregulation of *SLC16A3* and downregulation of *P2RY13* gene expressions (Fig. 4e). Additional comparative analyses of the aforementioned primary microglia datasets collected from mouse and human aged brain (which are expected to have encountered additional challenges than just aging), with the transcriptome of in vitro aged microglial cells challenged with LPS were performed. 

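Fig. 4f shows 29 genes, of which 28 were tested and 28 were DEGs after LPS in aged BV-2 cultures (edgeR, n = 5 per group), 28 with a replicate block (r = 0.268 in the pairing check) and 28 with adjustment over the list alone. Higher after LPS in edgeR were *Slc16a3* (log2 fold change 0.47, adjusted p = 1.68e-06), *Capg* (log2 fold change 0.28, adjusted p = 8.12e-04) and *Lgals3bp* (log2 fold change 2.37, adjusted p = 2.76e-10). Lower in edgeR were *P2ry13* (log2 fold change -2.05, adjusted p = 1.46e-04) and *Nrip1* (log2 fold change -0.83, adjusted p = 1.60e-05). *P2ry12*, at the floor in every aged LPS-treated library, was at least 3.75-fold lower (edgeR adjusted p = 1.67e-04). The block gave edgeR adjusted p values of 1.01e-06, 1.06e-04, 4.72e-10, 2.20e-04, 1.85e-06 and 7.33e-05 for *Slc16a3*, *Capg*, *Lgals3bp*, *P2ry13*, *Nrip1* and *P2ry12*. Between untreated aged and young cultures, *Lgals3bp* was lower in edgeR (log2 fold change -1.77, edgeR adjusted p = 1.80e-06, and 1.66e-06 with the block, r = 0.0769 in the pairing check).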

In those conditions, the observed overlap in the DEGs expanded to 29 genes, with six of them exhibiting matching regulation in all datasets (upregulated genes: *SLC16A3, CAPG, LGALS3BP*, and downregulated genes: *P2RY12, P2RY13, NRIP1*) (Fig. 4f).

### Increased *Slc16a3*/MCT4 expression levels in aged microglia is associated with decreased acidification upon LPS treatment

The *SLC16A3* gene encodes a high-affinity lactate transporter, MCT4 (monocarboylate transporter 4) that hold major role in the export of monocarboxylic acids such as lactate [57]. RT-qPCR and immunoblot analyses were performed to validate the age-related alterations in *Slc16a3*/MCT4 expression levels in BV-2 microglia observed in the RNA-seq datasets. 

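*Slc16a3* lies on chromosome 11 from 120948480 to 120960868 in GRCm38. Its RNA-seq expression was 193 ± 15.9 CPM in young and 229 ± 7.54 CPM in aged untreated cultures (mean ± SD, n = 5 per group). The aged value was the higher one in 5 of 5 same-numbered pairs.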

The *Slc16a3* mRNA expression levels exhibit a significant upregulation (Fig. 5a), and MCT4 protein expression levels are found to be significantly increased in aged BV-2 microglia as compared to control BV-2 microglia (Fig. 5b).

**Fig. 5:**
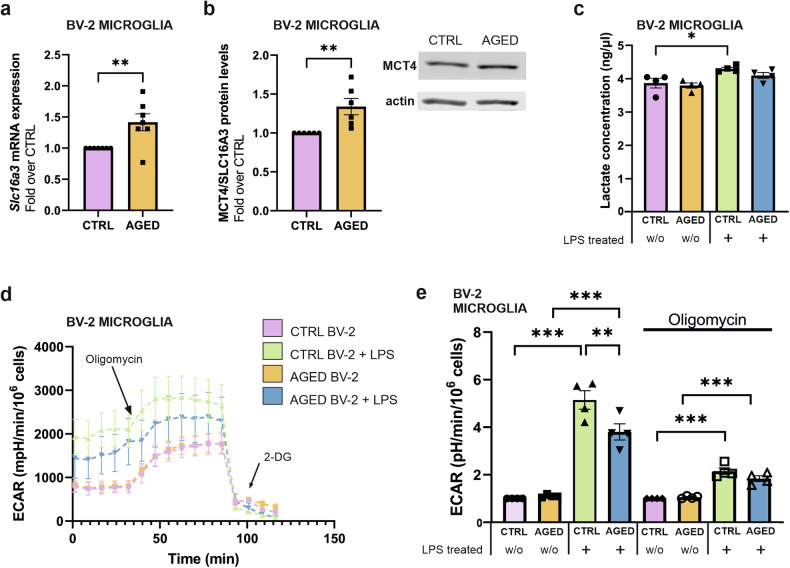
Age-related increase expression of the MCT4 lactate transporter in BV-2 microglia relates to altered extracellular acidification after LPS stimulation. **a** RT-qPCR analysis confirms upregulated *Slc16a3* mRNA expression in aged BV-2 microglia, as compared to control BV2 microglia. **b** Immunoblot analysis demonstrates elevated MCT4 protein levels in aged BV-2 microglia compared to controls. **c** Analysis of lactate concentration in conditioned media originating from aged and control BV-2 microglia with or without LPS treatment (100 ng/ml, 24 h). **d**, **e** Seahorse analysis measurement of extracellular acidification rate (ECAR) in aged BV-2 microglia compared to controls with or without LPS-exposure (100 ng/ml, 24 h). Data are mean ± SEM from 7 (**a**), 6 (**b**) and 4 (**c**, **d**, **e**) independent biological replicates. Statistical annotations *p < 0.05; **p < 0.01; ***p < 0.001; for the indicated comparison.

Functional verification of an MCT4 alteration, through the direct measurement of lactate concentration in a conditioned medium, did not reveal differences between untreated aged and control BV-2 microglia. However, significantly increased lactate concentration was evident in the conditioned medium originating from LPS-treated control BV-2 cells, an increase not observed in the conditioned medium of LPS-treated aged BV-2 microglia (Fig. 5c). Utilizing the Agilent SeaHorse XF Assay to measure the extracellular acidification rate of live cells, an absence of significant alterations in acidification between aged and control BV-2 microglia was confirmed. Consistent with prior data, aged BV-2 microglia exhibit significantly reduced acidification upon LPS treatment as compared to their young counterparts (Fig. 5d, e).

The observed increase in protein expression (MCT4 encoded by *Scl6a3*) but decrease in the biological function associated to the protein of interest (extracellular acidification) under a proinflammatory challenge, i.e., LPS treatment, is comparable to the effects observed for *Nos2*/NOS_2_ that regulate the production of nitrite by microglia (Fig. 2e, f, g). These data highlight a pattern of increased protein expression, but age-dependent loss of function associated with an immune response.

### Microglial age-related decrease in P2RY12 and P2RY13 in BV-2 microglia indicates impaired migration capabilities and sensitivity

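Between aged and young untreated BV-2 cultures, *P2ry12* was not a DEG (log2 fold change -0.51, edgeR adjusted p = 0.414, n = 5 per group, and 0.333 with a replicate block, r = 0.0769 in the pairing check). Its counts per library were 6 to 31 in young and 9 to 18 in aged cultures. Those of *P2ry13*, a DEG in edgeR, were 29 to 78 and 22 to 44.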

In the context of age-related changes within the microglial transcriptome, the identification of downregulation in the gene expression of *P2RY13*, as well as *P2RY12*, which encode for G protein-coupled membrane purinergic receptors suggest possible age-related changes in microglial nucleotide sensing and migration capabilities. Indeed, the P2RY12 and P2RY13 purinergic receptors can sense extracellular nucleotides ADP and ATP, and thereby direct microglia cell motility [58].

The age-related downregulation of *P2ry12* and *P2ry13* mRNA levels was validated by RT-qPCR (Fig. 6a, b) confirming data originating from RNA-Seq. Furthermore, analysis of total protein levels by flow cytometry shows significant downregulation of both, P2RY12 (Fig. 6c, d) and P2RY13 in aged BV-2 microglia compared to control cells (Fig. 6, f). 

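RNA-seq expression of *P2ry12* was 1.18 ± 0.569 CPM in young and 0.836 ± 0.29 CPM in aged untreated cultures (mean ± SD, n = 5 per group). That of *P2ry13* was 3.72 ± 1.2 CPM in young and 1.9 ± 0.709 CPM in aged cultures. Aged cultures had the lower value in 4 of 5 same-numbered pairs for *P2ry12* and in 4 of 5 for *P2ry13*.

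**Figure D5:**
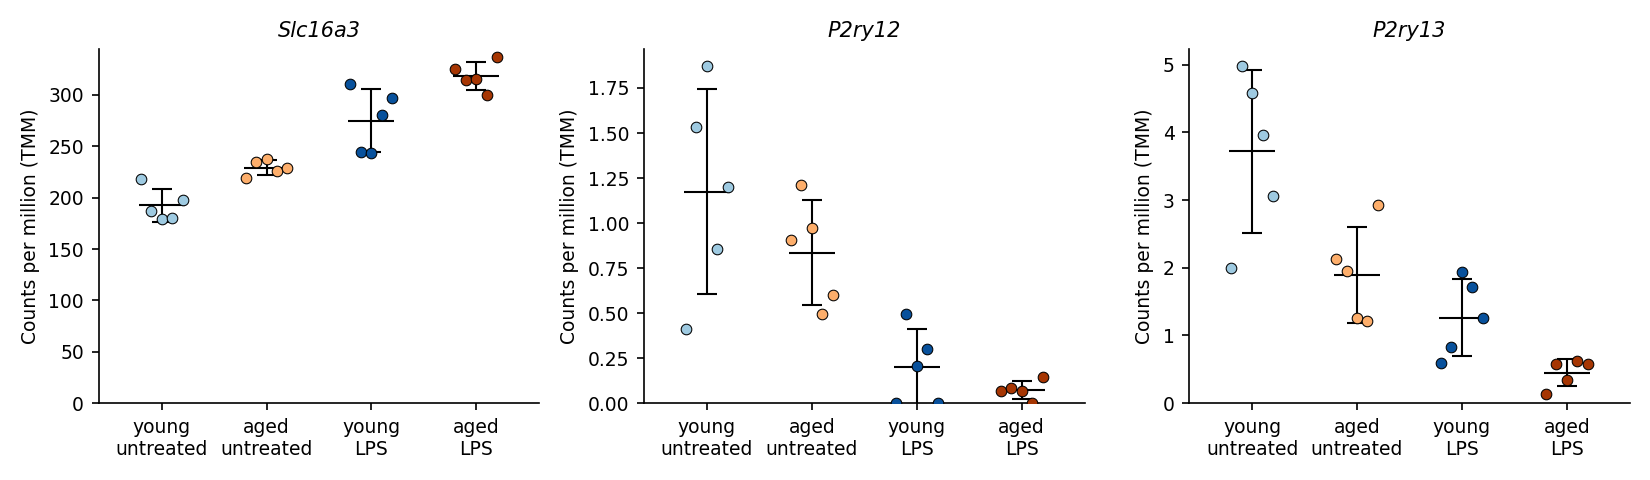
CPM after TMM normalization of *Slc16a3*, *P2ry12* and *P2ry13* in the 4 groups. Points are cultures and bars the mean ± SD (n = 5).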

The functional implications for these age-related altered expression levels of these purinergic receptors were tested by two complementary approaches that assess intrinsic and ATP-mediated microglial migration capabilities. First, a transwell migration assay, that used a foetal bovine serum (FBS) gradient as an attractant, demonstrates reduced migration capability of aged BV-2 microglia as compared to control BV-2 microglia after a 24-hour incubation (Fig. 6g). Then, a scratch wounding healing assay coupled to live cell imaging, yielded comparable results, with a detectable difference in the motility rate and subsequent gap closure between aged BV-2 microglia and control BV-2 microglia (Fig. 6h). Migration capabilities in response to varying ATP concentrations, used to stimulate purinergic signalling, were assessed using trans-well system, and reveals a significantly distinct migratory patterns between aged and control BV-2 microglia. Notably, aged BV-2 microglia exhibited a significantly higher rate of migration in response to 1 and 50 μM ATP concentrations (Fig. 6i).

**Fig. 6:**
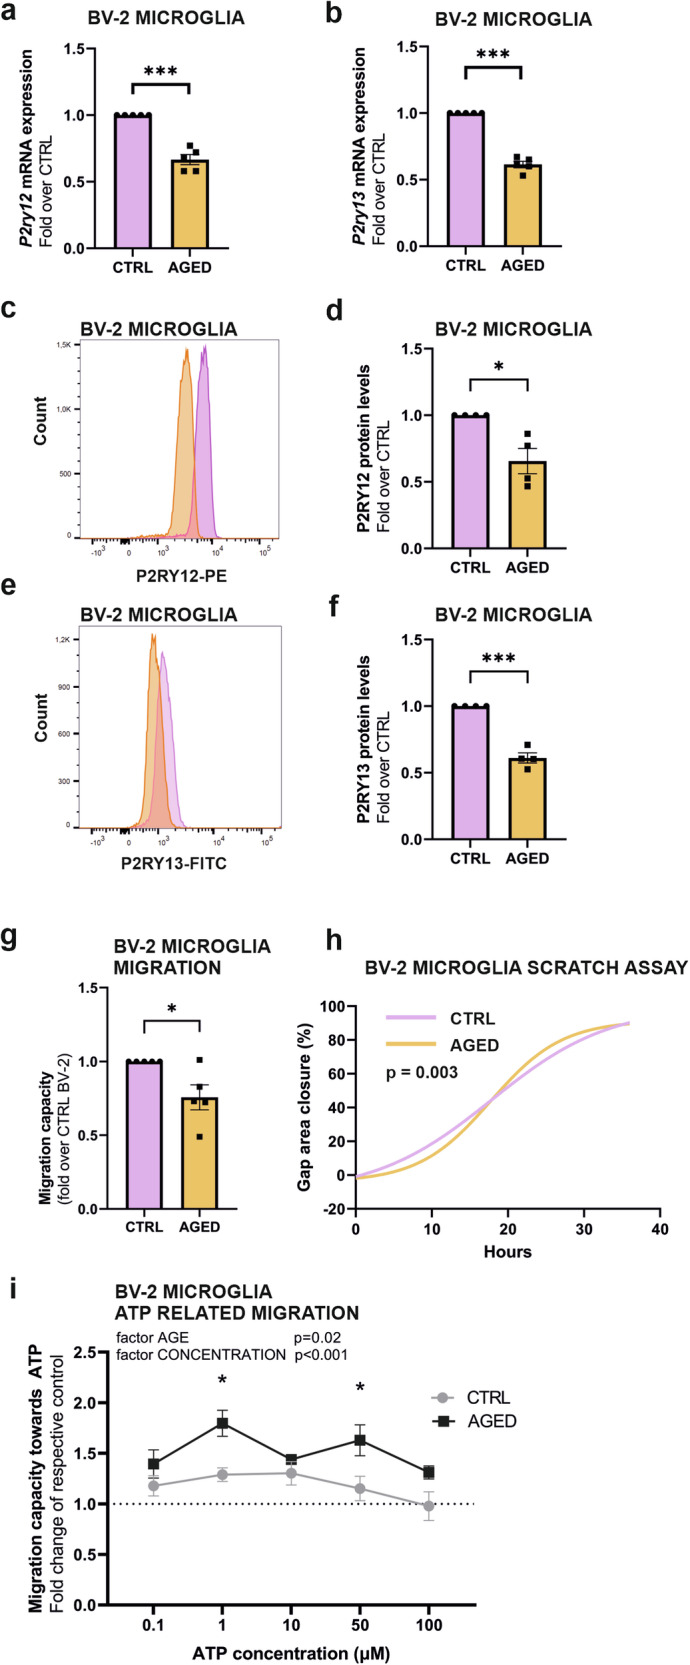
Age-related decrease of P2RY12 and P2RY13 purinergic receptors expression in BV-2 microglia leads to changes in cell motility dynamics. RT-qPCR analysis confirms a significant decrease in *P2ry12* (**a**) and *P2ry13* (**b**) mRNA expression in aged BV-2 microglia compared to controls. Flow cytometry analysis validates the reduction of P2RY12 (**c**, **d**) and P2RY13 (**e**, **f**) protein expression levels in aged BV-2 microglia compared to controls. **g** Transwell migration assay demonstrates age-related changes in microglial migration capacities of aged BV-2 microglia compared to controls. **h** Live cell imaging-based scratch assay reveals alterations in motility dynamics of aged BV-2 microglia compared to controls. **i** Aged and controlled BV-2 microglia exhibit differential motility capacities in response to an ATP gradient, suggesting age-related changes in chemotactic responses mediated by P2RY12 and P2RY13 signalling pathways. Data are mean ± SEM from 5 (**a**, **b**, **g**, **i**), 4 (**d**, **f**), and 3 (**h**) independent biological replicates. Statistical annotations *p < 0.05; **p < 0.01; ***p < 0.001; for the indicated comparison.

Collectively these data show in microglia, age-related changes in the expression of the *P2ry12* and *P2ry13* genes, which encode for nucleotides-sensing G protein-coupled membrane purinergic receptors involved in the migration capability of these immune cells, a biological function found to be altered in aged microglial cells.

### Aged human brain microglia display an expression profile marked by MCT4 upregulation and P2RY12 downregulation

The comprehensive meta-analysis of transcriptomic datasets obtained from in vitro aged microglia, unstimulated or treatment with an inflammogen, or obtained from primary microglia isolated from the brain of aged mice or human subjects, allows the identification of candidate genes associated with microglial aging (e.g., SLC16A3, P2RY12, P2RY13). The addition of functional assays associated with the function(s) associated with those microglial candidate genes allows the confirmation of aged-associated microglial alterations (e.g., extracellular acidification, ATP sensing, migration). Collectively, these in vitro, in vivo, and in silico data support an age-dependent upregulation of MCT4 and concomitant downregulation of P2RY12/P2RY13 expression in aged microglia. To gain further human relevance of those findings, the expression level of MCT4, and P2RY12/P2RY13 were investigated in microglia from human postmortem brain cortical tissue samples obtained from the BRAIN UK Biobank. The brain tissue samples from human subjects were divided into two groups: adult brains (median age: 46 years) and brains from elderly individuals (median age: 85 years). MCT4 protein expression in the IBA1-positive microglia is found to be significantly higher in the elderly cases as compared to adult control subjects (Fig. 7a). Complementary to these findings, microglial morphology reveals noticeable morphological changes with increased age. The microglial area demonstrates a significant expansion, accompanied by a reduction in ramification (Fig. 7b and f). To further quantify these observations, analysis of protein expression levels in single microglia cells identified based on IBA1 and MCT4 overlap, encompassing microglial size, confirms the heightened protein levels of MCT4 in tissue from elders compared to control cases (Fig. 7c). Additionally, case-wise comparison underscores the consistent elevation of MCT4 levels in elderly human brains, as depicted in Fig. 7d.

**Fig. 7:**
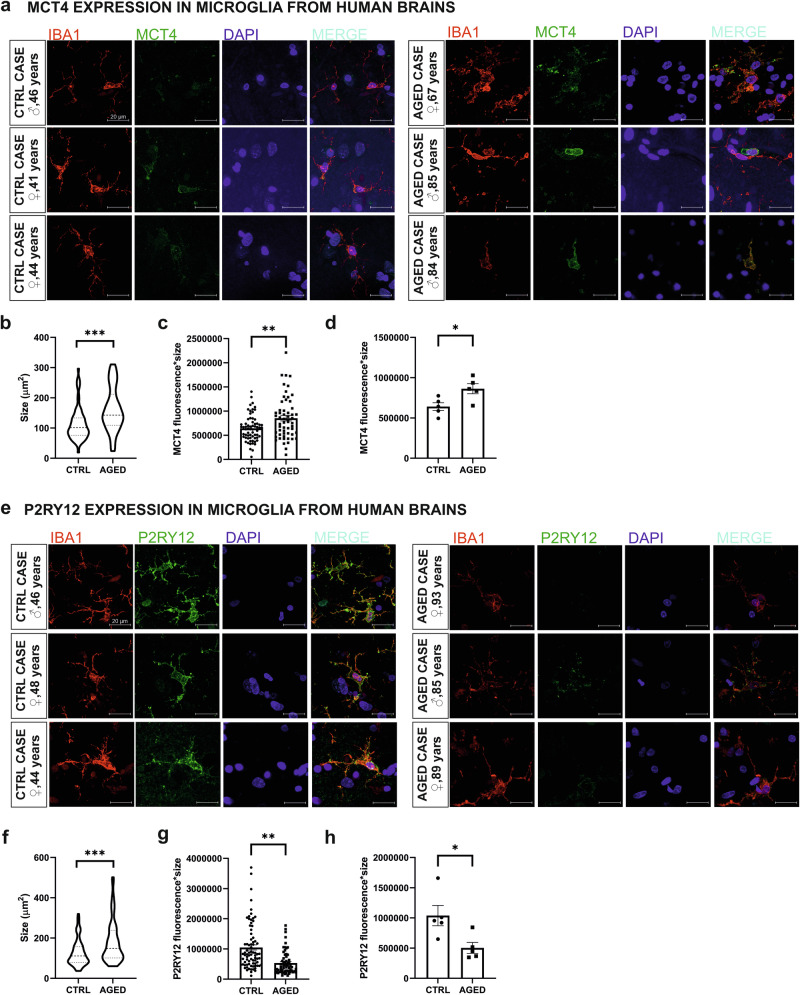
Microglia from elderly human brain tissues display an expression profile marked by MCT4 upregulation and P2RY12 downregulation. **a** Immunofluorescent representative images depict cortical brain tissue from controls and elders labelled with IBA1 (a microglial marker) and MCT4 colocalization. **b** Quantitative analysis reveals alterations in the size of microglia from aged human tissue compared to controls. **c**, **d** Evaluation of single microglia and case-dependent expression patterns demonstrates age-related variations in MCT4 expression, both at the level of individual cells and across different cases. Totally 57 aged microglia and 65 control microglia for MCT4 expression were counted, with a minimum 10 individual microglia per case (**e**) Immunofluorescent staining of control and brain tissue from elders stained for IBA1 and P2RY12. (**f**) Corresponding size analysis on single cell level. **g**, **h** Analysis of P2RY12 expression in individual microglia and across different cases reveals age-dependent variations. Totally 62 aged and 78 control microglia for P2RY12 were counted with a minimum 10 individual microglia per case. Scale bar 20 μm. Data are mean ± SEM from 5 different cases for each age group. Statistical annotations *p < 0.05; **p < 0.01; ***p < 0.001; for the indicated comparison.

Despite our diligent efforts, the development of a working assay for the detection of P2RY13 protein expression in human brain tissues was proven unsuccessful. Commercially available antibodies, as demonstrated in Supplementary Fig. 9a, failed to yield satisfactory quality and to generate a positive fluorescent signal in our immunofluorescent approach. Our attempts to enhance the signal using a booster were also proved unsuccessful, as depicted in Supplementary Fig. 9b. Considering these challenges, we took the decision to redirect our focus towards an alternative age-related microglial candidate within the same family of proteins, i.e., P2RY12. The immunofluorescence analysis for IBA1 and P2RY12 reveals that P2RY12 protein expression in the IBA1-postive microglia is found to be significantly lower in the elderly cases as compared to adult control subjects (Fig. 7e). Further analysis confirms an age-dependent significant downregulation of P2RY12 expression at the single microglia level (Fig. 7g) and when considered in a subject-wise comparison (Fig. 7h). Representative images originating from all 5 cases for each age group can be found in Supplementary Figs. 10 and 11.

Hence, these investigations confirmed increased MCT4, but decreased P2RY12 protein expression in the cortex of elderly human subjects as compared to adult individuals.

## Discussion

The cellular phenotype and associated functions/dysfunctions acquired by microglia in the aged brain, as well as the cellular biological processes affected and transcriptomic drivers leading to the acquisition of the aged-microglial activation state, are all still a matter of debate in the field. Transcriptomic or proteomic studies of microglia isolated from aged mouse or human brains have shown the existence of distinct gene expression profiles for adult versus young microglia [11, 13, 34, 37, 44, 45, 59].

An experimental approach for cellular aging that is based on upholding cell lines in culture for an extended period of time commonly leads to exhaustion of proliferative capacity by shortening of telomeres, arrest of the cell cycle, changes in morphology, mitochondrial dysfunction and oxidative stress, together with altered lysosomal parameters based on more neutral pH, that are collectively called replicative senescence [24, 60, 61]. A survey of the literature indicates that senescent-related hallmarks are reported for microglia; however, depending on the experimental models used the conclusions drawn vary greatly. Primary microglia aged in vitro and acutely isolated pathology-associated microglia have been reported to present markers of senescence, however, these are not necessarily signs of aging per se. Alzheimer’s disease (AD) is characterised by the deposition of β-amyloid arising during middle-age [62, 63]. Thus, the accumulation of β-amyloid plaque could proceed with the acquisition of the microglial senescent phenotype [27, 64]. In agreement with this hypothesis, microglia exhibiting senescent markers such as SA-β-Gal activity and telomere shortening are primarily found located around the amyloid plaques in the APP/PS1 mouse model of AD [27]. Furthermore, in a cohort of human post-mortem samples from AD patients, a large proportion of amyloid plaque-associated microglia are p16^INK4A^ expressing cells [27, 65]. Likewise, microglia isolated from an amyotrophic lateral sclerosis rat model carrying the SOD^G96A^ mutation show positivity for SA-β-Gal activity, upregulation of p16^INK4A^, and p53 expression [66]. Moreover, foetal human microglia can develop senescent markers such as SA-β-Gal activity, p21 expression, and production of IL-6 and IL-8 as a result of HIV-1 infection [67]. Another discrepancy in the field is based on the choice of experimental microglial model and the use of in vivo/acutely isolated microglia or primary cell cultures that were kept in culture for a few days. While microglia in aged mouse brains in vivo do not present markers of senescence, long-term cultured primary cells show positivity for SA-β-Gal activity, an increase of cell cycle regulators *Cdkn1a/*p21 and *Cdkn2a/*p16, shortening of telomeres, and different regulation of IL-1β, IL-6, and IL- 10 cytokines expression [26]. Thus, the long-term cultivation of BV-2 microglia used in this study represents a unique model of aged microglia that are exempted from any additional stimuli that could prime them and do not acquire classical senescent phenotype, similar to what is reported for primary microglia isolated from the brain of aged mice.

Our genome-wide gene expression analysis revealed a different age-related transcriptomic profile for long-term cultured BV-2 microglia as compared to control, short-term cultivated, BV-2 microglia. Bioinformatic analyses comparing aged, and control BV-2 microglia validated the development of an immune-deficient phenotype in the aged cells. This was evidenced by GO terms reflecting diminished immune responses, particularly those elicited by non-self-components, along with associated signalling pathways. Additional evidence supporting these findings includes differential expression and protein levels of soluble factors (CSF3, IL-6, IL-10) and nitric oxide production. Moreover, chemotactic sensing appears disrupted in aged microglia under basal conditions but exhibits hypersensitivity following ATP stimulation. Thus, aged BV-2 microglia developed a so-called immunosenescent phenotype characterized by an impaired immune reactive state [68]. Microglia express a unique cluster of transcripts encoding proteins for sensing changes in the brain environment, referred to as the microglial sensome [37, 38, 69]. The comparative analysis of the in vivo microglial transcriptomic mouse datasets [37, 44, 45] with the transcriptome for our newly developed in vitro model for aged, unchallenged microglia revealed similar alterations in the expression of microglial sensome genes (including *Clec7a, Csf1, SLC16A3*, and *P2ry13)* [69]. In agreement with those findings, functional assays focused on reactivity to biotic stimulus or microglial neurotoxicity demonstrated an impaired immune response of aged BV-2 microglia. Interestingly, other microglial defensive functions like phagocytosis and lysosomal component, ROS production, and migration are not or minimally affected during aging. Comparable findings were observed in mice acutely isolated from adult and aged cohorts, as well as in vitro studies using primary microglia from neonatal brains. Naturally aged microglia from both, male and females demonstrated heightened phagocytosis of neural debris, but not of beads or *Escherichia coli* bioparticles. Moreover, in vitro aged senescent-like microglia from both sexes exhibited increased internalization of neuronal debris. Following stimulation with interferon-γ (IFN-γ) caused differences in phagocytosis. Natural aging enhanced neuronal debris phagocytosis in both sexes after IFN-γ stimulation, while in vitro aging and IFN-γ treatment resulted in reduced phagocytic capacity of neuronal debris in females [70].

It is important to acknowledge that the aged microglial phenotype observed in humans, including its transcriptomic signature, results from a combination of the aging process, which may vary among individuals, and the reactive states microglia have undergone throughout life in response to diverse brain challenges [33, 71]. Likewise, despite controlled germ-free husbandry conditions, microglia in aged mice have encountered intrinsic and extrinsic stimuli throughout their lifespan that affected their gene expression profile and thereby actual cellular phenotype. Consequently, primary microglia isolated from the aged mammalian central nervous system are therefore to be defined as primed aged cells [6, 37]. Remarkably, transcriptome meta-analysis, revealed that aged BV-2 microglia challenged with a pro-inflammatory stimulus (i.e., LPS exposure), as compared to unchallenged ones, exhibited significantly enhanced gene expression similarities with primary microglia collected from aged mouse or human brain; hence supporting the concept of in vivo aged microglia being primed cells. In contrast, long-term cultivation of BV-2 cells, represents in vitro experimental approach to investigate the cellular aging of microglia per se, without the perturbance of additional challenges that could affect their phenotype. They performed rigorous transcriptome meta-analysis, encompassing microglial datasets derived from aged mouse (6 datasets) and aged human (1 dataset) brains together with transcriptomic datasets obtained from the engineered in vitro aged BV-2 microglial cells exempted from an additional extrinsic activation, or challenged with an inflammogen, allows the identification of genes associated to aged microglia as well as genes to be considered as candidate microglial aging drivers, namely downregulation of *P2RY12* and *P2RY13* and upregulation of *SLC16A3*.

MCT4 encoded by gene *SLC16A3* is involved in lactate secretion. Lactate is continuously produced in the brain and a rise in lactate content is a hallmark of the aged brain [72–74]. Interestingly, *Slc16a3* gene is found to undergo intron retention in astrocytes from aging mouse compared to control animals. The effect of this alternative splicing is not fully understood and requires further evaluation in terms of functionality and MCT4 localization [75]. Maintaining proper lactate levels through the regulation of MCT4 expression is crucial for homoeostasis. For instance, MCT4 expression in astrocytes is essential for preserving long-term memory and spatial learning in the mouse hippocampus [76]. Furthermore, the loss of MCT4 in microglia leads to altered synaptic pruning, increased excitation in hippocampal neurons, and an anxiety-like phenotype in adult mice [57]. Thus, the metabolic crosstalk between astrocytes/microglia and neurons, mediated by lactate, is necessary for proper brain functionality. However, the role of lactate and MCT4 in neurological disorders requires further elucidation [77]. Over recent years, lactate has emerged as metabolite associated with the control of microglial functions including proinflammatory responses, reviewed in [57]. Microglial activation is closely tied to metabolic shifts. When exposed to LPS, microglia display heightened glycolytic activity, akin to the Warburg effect observed in cancer cells [78, 79], while anti-inflammatory IL-4 treatment triggers a reduction in glucose uptake and lactate production [78]. Moreover, inhibition of glucose uptake and glycolysis in pro-inflammatory microglia leads to decreased neuroinflammation [80, 81]. Regulation of inflammation through MCT4 lactate levels was observed in peripheral myeloid cells involved in atherosclerosis, when MCT4 caused metabolic rewiring followed by lactylation of histone H3 on lysine 18 (H3K18la) [82]. Another study describes the role of MCT4-mediated lactylation of histone 4, lysine 12 (H4K12)l in macrophages involved in diabetic cardiomyopathy [83]. Thus, overexpression of MCT4 and increased acidity of the environment based on exported lactate play also a role in the epigenetic regulation of inflammation. The data presented indicates increased mRNA and protein expression of the lactate exporter MCT4 in aged BV-2 microglia, accompanied by similar lactate levels and extracellular acidification rates (ECAR) compared to control microglia. However, disrupted regulation of lactate and extracellular acidification following LPS treatment in aged BV-2 microglia is apparent. The observed decrease in ECAR, indicative of anaerobic glycolysis, may directly correlate with reduced inflammation (as shown by decreased nitrite levels) and LPS-mediated neurotoxicity in aged BV-2 microglia compared to controls. Elevated levels of MCT4 have also been detected in the cerebrospinal fluid of patients with AD at early stages of mild cognitive impairment. Moreover, the overexpression of MCT4 in primary astrocytes has been shown to increase the expression of Aβ42, while concurrently causing a rapid decrease in neuronal growth ability [84].

The P2RY12 and P2RY13 are widely considered homoeostatic microglial markers of non-activated microglial cells [85]. Thus, the observed downregulation of purinergic receptors *P2RY12* and *P2RY13* mRNA and protein expression levels in aging microglia is of particular interest.

Previous reports have shown that microglia located near multiple sclerosis (MS) lesions or amyloid plaques in human brains lose expression of P2RY12, a phenomenon not observed in schizophrenia patients [86]. Additionally, the expression of P2RY12 is restored as the distance from the amyloid plaque increases. Microglia in direct contact with mature amyloid plaques are P2RY12-negative and express proinflammatory mediators. This is followed by microglia with low or negative P2RY12 expression in close proximity to the plaques, while more distanced microglia that fully express P2RY12 help limit the inflamed area [87].

Microglia exhibit multiple motility patterns often triggered by purinergic stimuli. Distinct adenosine diphosphate (ADP)- and adenosine triphosphate (ATP)-activated P2Y purinoceptors control the extension and retraction of microglial cellular processes. Whereas P2RY12, whose encoding gene *P2ry12* was found to be downregulated in aged microglia, responding to low doses of ADP promotes microglial process extension, on the contrary P2RY13, responding to higher purine doses triggers the retraction of these processes [88]. P2RY12 and P2RY13 receptor activation is associated with the expression and release of several proinflammatory cytokines by microglia, e.g. IL-1β, IL-6 and TNF-α in microglia [89, 90].

Hence, the decrease of *P2ry12* and *P2ry13* gene expression and related protein levels observed upon BV-2 microglial aging has impaired related microglial motility capacity. The two identified microglial aging genes, *P2ry13* and *Slc16a3*, are also found to be down- and up-regulated, respectively, in the so-called disease-associated microglia (DAM) that are found in Alzheimer’s disease as well as other neurodegenerative disorders [69, 91, 92]. Worth a note, an upregulation of *Capg, Lgals3pb*, and downregulation of *P2ry12*, defined in this study as aged-microglia genes, are also reported to be part of the DAM signature [91, 92].

We, as authors, are aware of the limitations of long-term cultivated BV-2 microglia cell line as a model system. It was previously reported that BV-2 microglia share the majority of LPS-sensitive genes with primary cells or microglia in vivo, however, the intensity of their response is milder [93, 94]. To overcome this issue, we decided to undertake a metanalysis and compare in vitro aged BV-2 microglia, primary mouse microglia, and human microglia from aged brains to limit the individual effect of BV-2 immortalization, mice housing conditions, the impact of cell culture on the phenotype of primary cells, or external factors involved between human individuals. Furthermore, we limited our investigation to the comparison of the up versus downregulation of expressed genes in the different models used without taking into account differences in the gene expression intensities between those models.

In summary, the development of a novel in vitro model for microglial aging, combined with comparative transcriptomic meta-analysis with primary microglia from aged mouse and human brains, provides insight into the immune deficient phenotype acquired by these cells. These tools allowed us to investigate microglial aging per se, and to identify of potential genetic drivers for this biological process.

## Material and methods

### Cell culture, drug administration and long-term cultivation

Mouse microglial BV-2 cells established from 1-week-old mixed brain cultures obtained from C57BL/6 mice (RRID: CVCL_0182) [32, 93] (gift from Guy Brown, University of Cambridge) were cultured in Dulbeco’s modified Eagle’s medium (DMEM) supplemented with PENSTREP (100 µg/ml penicillin and 100 µg/ml streptomycin) and 10% foetal bovine serum (FBS) (all from Gibco™ ThermoFisher Scientific) at 37 °C in humified 5% CO_2_ atmosphere. Neuronal MN9D cells (RRID: CVCL_M067) [95] (gift from Alfred Heller, University of Chicago) were cultured in DMEM/F12 (Gibco) under the same conditions as above. Cell lines were regularly tested for the absence of Mycoplasma using the LookOut Mycoplasma PCR Detection Kit (Sigma-Aldrich). Cells were treated with 100 ng/ml LPS (from *Escherichia coli*, serotype 026:B6; Sigma-Aldrich) for the indicated time. To develop an in vitro aged microglial model, BV-2 microglia from an initial passage P15 were used. These cells were subsequently cultivated for more than 100 days in culture and were sub-cultivated each time they reached ~ 90% confluency. Thereafter, aged BV-2 microglia were frozen, and aliquots were used for further experiments. BV-2 microglia at low passage, starting from P5, were used as control cells. Both, aged and control BV-2 microglial aliquots were thawed at the same time and subsequently cultivated for max 20 consecutive days.

### RNA isolation and quantitative RT-PCR

Total RNA was isolated using the RNeasy Plus Mini kit (Qiagen) following the manufacturer’s instructions. The yield and quality of the isolated mRNA were analysed using NanoDrop spectrophotometer (ThermoFisher Scientific). The cDNA was synthesized from 1 µg of RNA using Oligo dT, dNTPs, and Superscript IV (Invitrogen) using Bio-Rad T100 PCR Thermal Cycler. RT-qPCR was performed using SYBR Green Master Mix (Applied Biosystems) or SSoAdvanced Universal SYBR Green Supermix (Bio-Rad) and run on StepOnePlus™ Real-Time PCR analyser (Applied Biosystems) or CFX Duet Ral Time PCR System (Bio-Rad), respectively. Results were calculated using Livak’s method and *Actb (β-actin)* expression was used as a housekeeping gene for normalization. The sequences of primers used in this study can be found in Supplementary Table 4. Data are represented as fold-over control BV-2 microglia or untreated control BV-2 microglia in the case of LPS treatment.

### RNA-Seq and computational analysis

RNA was isolated as indicated in the above section with an additional step of DNase treatment. Total RNA samples were subjected to quality control with Agilent Tapestation according to the manufacturer’s instructions. To construct libraries suitable for Illumina sequencing, the Illumina stranded mRNA prep ligation sample preparation protocol was used with a starting concentration of 200 ng total RNA. The protocol includes mRNA isolation, cDNA synthesis, ligation of adapters and amplification of indexed libraries. The yield and quality of the amplified libraries were analysed using Qubit by ThermoFisher Scientific and quality was further checked by using Agilent Tapestation. The indexed cDNA libraries were normalized and combined, and the pools were sequenced on the Illumina Nextseq 2000 for a P2 100 cycle sequencing run, generating paired-end reads. Basecalling and demultiplexing were performed using Illumina bcl2fastq v2.20 software. Reads were aligned to Ensembl GRCm38/mm10 reference genome using STAR v2.6.1 d. Gene counts were estimated using feature Counts software (v1.5.1). Normalization and sample group comparisons of gene counts were performed using R package DESeq2 (v1.28.1). No filtering was performed prior to sample group comparisons, where the default DESeq2 independent filtering was applied.

All differentially expressed genes (DEGs) with a significant adjusted *p*-value (FDR < 0.05), independent of their fold change, were used for further analysis. A volcano plot of up- and down-regulated genes comparing aged versus control BV-2 microglia was created using GraphPad Prism v8. Gene ontology (GO) enrichment maps were created using Cytoscape (v3.7.1, www.cytoscape.org) [96] with the Enrichment Map plugin (https://www.baderlab.org/Software/EnrichmentMap) [97]. GO term gene lists with annotations for biological processes (BP), split by up- and down-regulated in each compared group as described, were downloaded from the bioinformatics database METASCAPE (v3.5, https://metascape.org) [98] and used as input file for the GO network visualization. The individual nodes represent enriched GO terms (FDR < 0.0001). Connecting lines, or edges, represent the degree of overlap between nodes using the default cut-off similarity. The clusters presented were grouped based on their parental BP GO terms to visualize the differences in biological functions between the groups. The PCA graphical representation was created with Rstudio by using ggplot2 package attributes. Venn diagrams to present the overlap of multiple gene sets were performed using the online tool jvenn (http://jvenn.toulouse.inra.fr/app/example.html) [99]. KEGG pathway analysis was performed using EnrichR [100, 101] for up- and downregulated genes. Transcription factor analysis was done using the TRRUST output as part of the EnrichR analysis.

### Immunoblot analysis

Cells were collected directly in 2,5× Laemmli buffer containing Protease Inhibitor Cocktail (Roche) and PhosSTOP (Roche) using a cell scraper. Samples were sonicated (Diagenode, Bioruptor Pico) and boiled, proteins were then separated by SDS–polyacrylamide gel electrophoresis (Mini-Protean tetra Cell system (Bio-Rad)) and blotted onto 0.2 μm pore-size nitrocellulose membranes (Bio-Rad) using the Mini Trans-Blot wet transfer system (Bio-Rad). Membranes were blocked in 5% milk (Semper) in PBS-T [0.1% Tween (Sigma) in PBS (Santa Cruz Biotechnology)]. Primary antibodies anti-S6 Ribosomal Protein (Cell Signalling Technology, 2317S); anti-phospho-S6 Ribosomal Protein (Cell Signalling Technology, 5364 T); anti-NOS2 (Santa Cruz Biotechnology, sc-650); anti-beta-Amyloid, 17-24 (Biolegend, 800701); anti-MCT4 (ThermoFisher Scientific, PA5-99427); anti-Actin (Sigma-Aldrich, A3853) were diluted 1:1000 in 3% BSA in PBS-T and membranes incubated with those antibodies overnight at 4 °C. Membranes were subsequently incubated with RDye® secondary antibodies according to manufacturer’s instructions and visualized by Odyssey CLx infrared imaging system (LI-COR). Obtained fluorescent signals were analysed in Image Studio Lite, version 5.2 (LI-COR) and densitometry was done in ImageJ, version 1.8.0. Levels of all analysed proteins were normalized to Actin. Full immunoblot membranes are presented in Supplementary Fig. 12.

### Cumulative population doublings

After every sub-cultivation event, cells aliquots were stained with trypan blue 0.2% and counted in an automated cell counter Countess II FL (Invitrogen). The cumulative population doublings (CPD) were calculated according to the formula (1):

1 $${CPD}=\,\frac{{days\; in\; cultivation}.\mathrm{log}(2)}{\log \left({final\; concentration}\right)-\log ({initial\; concentration})}$$

### Cell cycle analysis

Cells were collected from the cultivation surface using trypsin, washed with PBS, and fixed in ice-cold 70% ethanol at least overnight at −20 °C. On the day of measurement, ethanol was discarded, and cells were washed with PBS. Subsequently, cells were stained with propidium iodide (PI) solution (10 µg/ml PI (Biolegend), 100 µg/ml RNase A and 0.1% Triton X-100 (Sigma) in PBS) for 15 minutes in 37 °C in the dark. Flow cytometric analyses were carried out on a BD LSR2 cell analyser equipped with the FlowJo v10.8 software (BD Biosciences).

### Telomere length assay

Total DNA was isolated using QIAamp® DNA Mini Kit (Qiagen). Absolute Mouse Telomere Length Quantification qPCR Assay Kit (ScienCell) was used to calculate telomere length based on 2^-∆∆Ct^ method, according to the manufacturer’s instructions. Results are presented as fold-over young cells, and Reference Mouse genomic DNA (4.17 ± 0.1 Mb per diploid cell) supplied by the manufacturer was used for normalization.

### Senescence-associated β-Galactosidase Assay

For SA-β-Gal measurement, the Senescence Detection Kit (Abcam) was used according to the manufacturer’s protocol. In short, cells were cultivated for 10 min in 1X Fixative Solution and afterwards in freshly prepared 1X Staining Solution for overnight incubation at 37 °C without access to CO_2_.

### Acridin orange staining

Acridin Orange (Invitrogen) at a final concentration of 10 µg/ml was added to the culture media and incubated for 20 minutes at 37 °C. A fluorescent signal was detected using an inverted fluorescent microscope Axio Observer 3 (Zeiss) equipped with the Zen blue software (Zeiss). At least 10 pictures were analysed for fluorescent mean for each independent replicate using the ImageJ software (http://imagej.nih.gov/ij).

### Mitochondrial mass

Total amount of mitochondria, i.e. mitochondrial mass, was evaluated upon the addition of 250 nM MitoTracker™ (Invitrogen) fluorescent probe to the culture medium for 30 min at 37 °C. Signal was detected using the inverted fluorescent microscope, described above, and fluorescent mean and area were analysed. At least 8 pictures per independent replicate were used.

### Superoxide ($${O}_{2}^{{{\bullet }}-}$$) production

Production of mitochondrial superoxide radical was detected using MitoSox™ (Invitrogen) fluorescent probe. 5 µM dye was prepared in HBSS and cells were cultivated for 10 minutes at 37 °C. A fluorescent signal was detected at λ_ex_ 535 nm/λ_em_ 595 nm using a Spark reader (TECAN). Cells treated with 100 µM hydrogen peroxide for 10 min were used as positive control.

### Mitochondrial transmembrane potential

Tetramethylrhodamine, ethyl ester (TMRE, Invitrogen) fluorescent probe at 100 nM final concentration in culture medium for 30 min was used to detect changes in mitochondrial transmembrane potential. The fluorescent signal was measured on a Spark reader (TECAN) at λ_ex_ 535 nm/λ_em_ 595 nm.

### Multiplex cytokine measurement

Conditioned medium was collected from untreated or LPS-treated control and aged BV-2 microglia. Cytokine levels were determined using the LEGENDplex™ mouse inflammatory 13-plex panel (Biolegend, 740446) on a 96-well plate using flow cytometry (BD LSR2 cell analyser) according to the manufacturer’s instructions. The following cytokines were measured: CCL2 (MCP-1), GM-CSF, IFN-β, IFN-γ, IL-1α, IL-1β, IL-6, IL-10, IL-12 (p70), IL17A, IL-23, and TNFα.

### Microglial bacteria phagocytic capacity

*Streptococcus (S.) pneumoniae* TIGR4 strain serotype 4 was provided by Dr Federico Iovino, Karolinska Institutet. Control and aged BV-2 microglia were infected with *S. pneumoniae* (with a multiplicity of infection – MOI 10) for 90 min followed by the addition 200 µg/ml of gentamicin for 1, 2 and 4 h to kill extracellular bacteria. Subsequently, BV-2 microglia were lysed with 1% filtered saponin after indicated time points for 10 min at 37 °C. Then the lysates were diluted 1:10 and 100 µl were plated o/n (37 °C, 5% CO_2_). The next day, colony-forming units were counted.

### Amyloid beta preparation, treatment, and phagocytosis assay

Beta-Amyloid (Aβ 1-42) Aggregation Kit (rPeptide) was used, and aggregation was performed following the manufacturer’s instructions with small adjustments. Final products were evaluated using a thioflavin assay when 5 or 10 µM Aβ monomers were incubated with 10 µM thioflavin overnight. Fluorescent signals at λ_ex_ 430 nm/λ_em_ 485 nm were detected using Spark reader (Supplementary Fig. 13a). Immunoblot analysis was performed to confirm the formation of aggregated products (Supplementary Fig. 13b). Aggregated Aβ was stained with pHrodo™ Red, Succinimidyl Ester (Invitrogen) according to iCell® Microglia Application protocol (FujiFilm Cellular Dynamics) with small adjustments. Young and aged BV-2 cells were treated with stained or unstained 0.5 µM Aβ for indicated time points. Afterwards, cells were collected, washed with PBS, and maintained in HBSS until phagocytic capacity, as well as fluorescent mean, have been analysed using flow cytometry. Representative fluorescent images were performed using Cell Imaging Dishes (Eppendorf) with the same conditions as the phagocytic assay. To visualize lysosomes and nuclei, 1 µM Lysosensor (Sigma) for 30 min and 0.1 mg/ml Hoechst 33342 for 10 min were used.

### Effect of BV-2 microglia conditioned medium on MN9D neuron cell growth

Conditioned medium from control and aged BV-2 microglia, as well as from LPS-treated cells for indicated time points was transferred onto MN9D dopaminergic neurons for 24 h. Afterwards, MN9D cells were collected by trypsinization and stained with 0.2% trypan blue in PBS. Cell numbers were counted using a cell counting chamber and the percentage of the cell population growth was calculated according to the formula:

$$\% \,{of\; growth}=\frac{(x-{C}_{0})}{({C}_{d}-{C}_{0})}.100 \%$$

Where x is the number of cells after treatment, *Cd* is the number of MN9D cells cultivated in fresh DMEM, and *C0* is the number of the MN9D cells at the time of treatment with conditioned medium.

### Effect of BV-2 microglia co-culture on MN9D neuron cell death

MN9D neurons were stained with 2.5 µM CellTracker Green CMFDA (Invitrogen) for 30 min at 37 °C. Then, control and aged BV-2 microglia were seeded over the MN9D cells to generate direct co-culture. When BV-2 microglia were found to be attached to the plastic cell culture ware surface, the co-culture was exposed to LPS treatment for 6 or 24 h. Prior to analysis, cells were stained with 0.1 mg/ml Hoechst 33342 (Invitrogen) for 10 min at 37 °C. At least 6 pictures were taken and a minimum of 100 MN9D cells were counted per independent replicate by inverted fluorescent microscope Axio Observer 3 (ZEISS). The number of dying cells was measured quantitatively by assessing the percentage of cells with fragmented, damaged, or condensed nuclei Supplementary Fig. 14a and b. Representative images of nuclei of dying cells are depicted in Supplementary Fig. 14c.

### Nitrite determination

Levels of nitrite were measured in a conditioned medium from control and aged BV-2 microglia. To reach a detectable concentration of nitrites in the medium, the following experimental conditions were used: 600 000 BV-2 microglia were seeded, and cells were incubated for 17 h with 1 mg/ml LPS. Afterwards, the conditioned medium was collected and frozen at – 80 °C. Analysis was performed following the manufacturer’s protocol for the Griess Reagent Kit for Nitrite Determination (Invitrogen, G-7921). Briefly, the conditioned medium was diluted 1:1 with prepared Griess reagent solution and final absorbance was measured at 548 nm with reference at 690 nm. The final nitrite concentration was measured from the calibration curve of the nitrite standard solution (sodium nitrite) supplied in the kit.

### Lactate concentration measurement

Lactate levels were determined using a conditioned medium from control and aged BV-2 microglia seeded in a concentration reaching confluency. Cells were afterwards exposed to LPS stimulus (100 ng/ml) for 6 h and conditioned media was collected and kept at –80 °C. Analysis was performed according to the manufacturer’s protocol for the Lactate Assay Kit (Sigma-Aldrich, MAK-064). Briefly, conditioned media was mixed with kit reagents and the final colorimetric absorbance of the product was measured at 570 nm with reference at 690 nm and fluorimetric (λex = 535 nm/λem = 595 nm). The final lactate concentration was calculated based on provided standard curve supplied with kit.

### Seahorse

Aged and controlled BV-2 microglia were seeded in a 24-well plate format in media containing 10% FBS. This format was used to avoid bubble formation that could influence measurement. Cells were incubated for 4 h to let them attach to the surface and some wells were subsequently treated with LPS (100 ng/ml) for 24 h. The day after, the medium was changed in DMEM with the same components (with or without LPS) without buffer bicarbonate and 5% FBS and left 1 h in a non-CO_2_ incubator. Sequential injections of oligomycin (5 µM, 8 time points), 2-deoxy-D-glucose (50 mM, 2 time points), and rotenone + antimycin (5 µM, 2 time points) were performed to address mainly the glycolytic metabolism. Several measurements after oligomycin were performed to reach the maximum glycolytic rate. Mixing for 3 min is enough to restore oxygen tension at 155 mmHg and pH at 7.4. Measuring 3 min is appropriate to acquire a proper ECAR measurement.

### Flow cytometry measurement of P2RY12 and P2RY13 expression levels

The concentration of control and aged BV-2 microglia was calculated, and 400,000 cells were used for analysis per experimental condition. Cells were resuspended in flow cytometry buffer (PBS, 0.5% BSA, 5 mM EDTA) and TruStain FcX anti-mouse CD16/32 block (Biolegend, 101320) was used followed by cell permeabilization using 0.1% Triton in PBS for 10 min. Afterwards, cells were incubated with anti-mouse P2RY12-PE (Biolegend, 848003) and P2RY13-FITC (ThermoFisher Scientific, APR-103-F) conjugated antibodies for 20 min. Corresponding rat IgG2b, κ isotpe-PE (Biolegend, 400607) and rabbit IgG-FITC (Invitrogen, 11-4614-80) isotype controls were used. BD FACSCanto II flow cytometry system was used, and data were analysed using FlowJo v10.8.1.

### Transwell migration assay

Cell migration capacity was measured using 8 µm-pore width transparent PET membrane inserts (Falcon) to identify age-related changes in cellular motility towards FBS gradient (5% to 10%) or different ATP concentrations, respectively. The BV-2 microglia of different ages were seeded on top of the insert and let to migrate for 24 hours in an incubator. Subsequently, inserts containing migrated cells were washed in PBS and cells were fixed in 4% PFA. Later, membranes were carefully cut out with a scalpel and mounted with ProLong Gold antifade reagent with DAPI (Life Technologies). Pictures of migrated cell nuclei were taken by inverted fluorescent microscope Axio Observer 3 (ZEISS) and counted using ImageJ.

### Scratch migration assay

Cellular motility was additionally measured by wound healing/scratch assay. The aged and control BV-2 microglia were seeded in 6-well plates in a concentration reaching almost confluency after cultivation for 17 hours. Afterwards, 1000 µl tip was used to make a scratch in the centre of well. Cells were subsequently washed with PBS and kept in FBS-free media. Live cell imaging system (EVOS M7000, ThermoFisher Scientific) was used to take pictures of cells every 2 hours for a 36-hour period. At least 5 pictures in different positions were taken for each experimental group. Images were analysed using ImageJ. Final curves were fitted using Boltzmann transformation using GraphPad.

### Immunofluorescence

Human tissues were first deparaffined by heating slides in an oven at 55 °C for 10 min and then rehydrated using a battery of decreasing concentration of alcohols: 5 min in xylene (2 times), 1:1 xylene:100% ethanol, 100%, 90%, 80%, 70% ethanol and 5 min in distilled water. Antigen retrieval was performed by heat-induced antigen retrieval by immersing the slides in Target Retrieval Solution diluted in distilled water (1:10; Dako, S1699) which were then placed in the 2100 Retriever (Diagnostic technology). Sections were washed in PBS and incubated for 20 min 0.3% PBS-Triton for permeabilization. Sections were washed 2 times in 0.1% PBS-Tween for 5 min followed by 1 h incubation in blocking solution (10% goat serum diluted in 0.1% PBS-Tween) to block unspecific binding. Next, sections were incubated with primary antibodies: rabbit anti-human MCT4 (1:200,ThermoFisher Scientific, 22787-1-AP), rabbit anti-human P2RY13 (1:20, ThermoFisher Scientific, PA5-77675), rabbit anti-human P2RY12 (1:150, Sigma-Aldrich, HPA014518), and mouse anti-human IBA1 (1:500, Synaptic Systems, 234011) diluted in blocking solution overnight at 4 °C. Sections were washed with 0.1% PBS-Tween and followed by 90 min incubation with secondary antibodies goat anti-mouse Alexa Fluor 594 (1:500, ThermoFisher Scientific, A-11005), goat anti-rabbit Alexa Fluor 488 (1:500, ThermoFisher Scientific, A-11008) diluted in blocking solution. Nuclei were counterstained for 10 min with Hoechst 34580 (1:500; Molecular Probes/Fisher, 11584876). Samples were mounted with Fluoromount-G® (Southern Biotechnology/AH Diagnostic, 0100-01) and analysed with Zeiss LSM880 (Karolinska Institutet, Biomedicum Imaging Core).

### Immunofluorescence using booster kit

Tissue rehydration and antigen retrieval were performed as described above. Afterwards, sections were washed in PBS and incubated for 30 min with 99% methanol and 1% H_2_O_2_ to inactivate endogenous peroxidase. After repeated rinses with 0.3% PBS-Triton, human sections were incubated for 1 h in blocking solution (10% goat serum diluted in 0.3% PBST) to block unspecific binding. Next, sections were incubated overnight at 4 °C with corresponding primary antibodies diluted in blocking solution: rabbit anti-human P2RY13 (1:20, ThermoFisher Scientific, 20335-1-AP), rabbit anti-human P2RY13 (1:20, ThermoFisher Scientific, PA5-77675), mouse anti-human IBA1 (1:500, Synaptic Systems, 234011). Sections were washed with PBS and the Alexa Fluor 647 Tyramide SuperBoostTM Kit (ThermoFisher Scientific, B40926) was used to amplify this epitope. Overnight incubation at 4 °C with the biotinylated goat anti-rabbit IgG-HRP secondary antibody solution. Sections were washed with PBS and incubated for 4 min in Tyramide working solution (1x Tyramide stock solution (Alexa Fluor 647), 1x H2O2 solution, 1x Reaction buffer) according to manufacturer’s instructions followed by 7 min incubation with Reaction Stop Reagent Stock solution diluted 1:11 in PBS. Sections were washed in PBS and incubated for 90 min with secondary antibody goat anti-mouse Alexa Fluor 488 (1:200; ThermoFisher Scientific, A-11029) and goat anti-rabbit Alexa Fluor 546 (1:200, ThermoFisher Scientific, A-11010) diluted in blocking solution. Nuclei were counterstained for 10 min with Hoechst 34580 (1:500; Molecular Probes/ThermoFisher Scientific, 11584876). Samples were mounted with Fluoromount-G® (Southern Biotechnology/AH Diagnostic, 0100-01) and analysed with Zeiss LSM880 (Karolinska Institutet, Biomedicum Imaging Core).

### Statistical analyses

Statistical analyses were performed using Prism GraphPad (v8) software and *p* values were calculated between young and aged BV-2 microglia using two-tailed unpaired student’s t-test. Statistical power in experiments composed of different time points was calculated using two-way ANOVA. Statistical power for human brain tissue analysis was calculated using G*Power software (v 3.1.9.7). All experiments were performed between 3 and 6 independent biological replicates. Data are presented as mean ± SEM and considered significant for *p < 0.05, **p < 0.01, ***p < 0.001 between control and aged groups or between LPS-treated groups and untreated controls. All statistical analyses can be found in Supplementary Table 5.

## Supplementary information

Supplementary figures

Original data

Supplementary Table_1

Supplementary Table_2

Supplementary Table_3

Supplementary Table_4

Supplementary Table_5

## Data Availability

The data that supports the findings of this study are available in the supplementary material of this article. The bulk RNA-seq data that support the findings of this study are available at Gene Expression Omnibus under accession number GSE287220. Some of the data that support the findings of this study are openly available in Refs. [11, 37, 44, 45]. Data are available upon reasonable request.

# Supplementary material for: Age-associated microglial transcriptome leads to diminished immunogenicity and dysregulation of MCT4 and P2RY12/P2RY13 related functions
**Source:** Cell Death Discov. 2025 Jan 19;11:16. doi: 10.1038/s41420-025-02295-1
**Supplement:** Supplementary file 1 — Supplementary figures

# Supplementary Figure 1

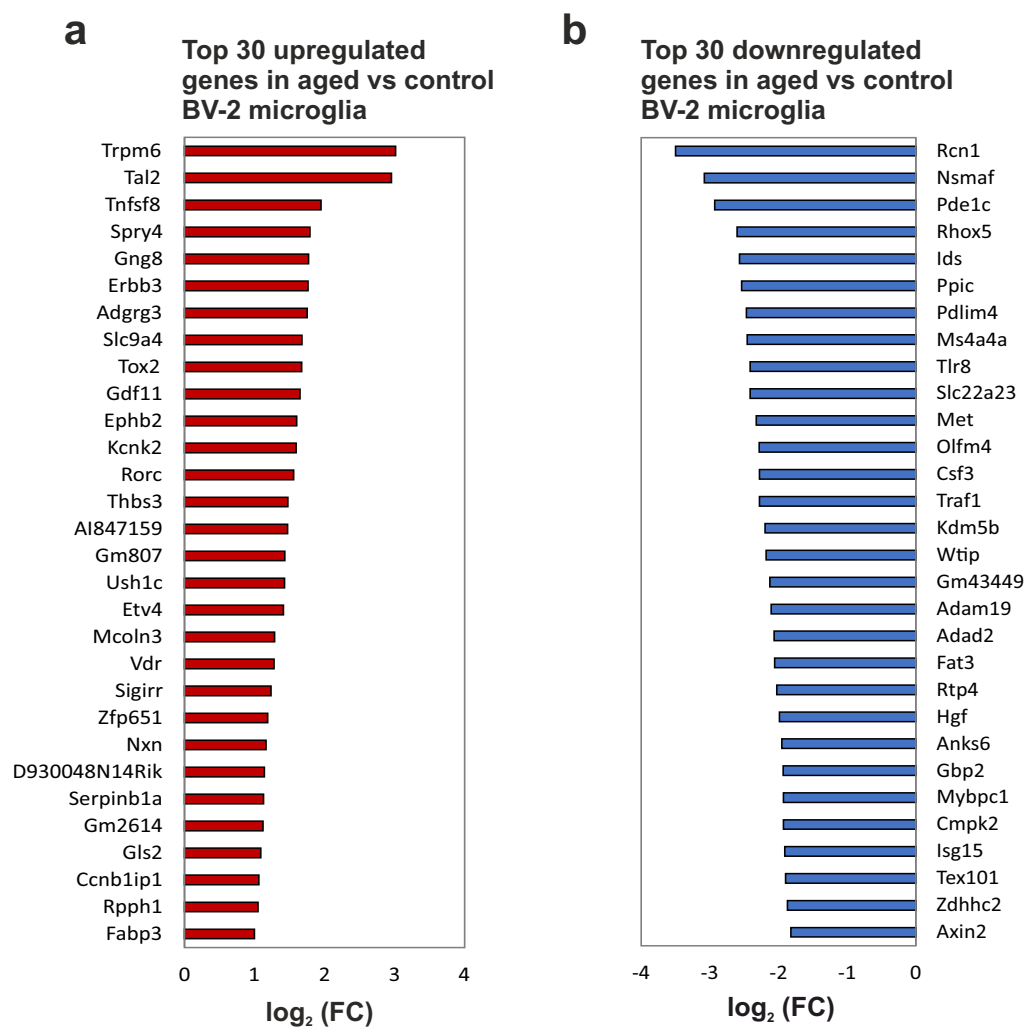

**Supplementary Figure 1** | Graphs display the top 30 upregulated (a) and top 30 downregulated (b) genes in aged BV-2 microglia compared to control BV-2 microglia.

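Supplementary Fig. 1 ranks genes by the fold change between aged and young untreated cultures. Of 30 genes shown as increased, 23 had enough counts for edgeR's test and 23 were higher DEGs (n = 5 per group). Of 30 shown as decreased, 22 were tested and 22 were lower DEGs. These counts were 23 and 22 with a replicate block (r = 0.0769 in the pairing check) and 23 and 22 with adjustment over each list alone.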

## Supplementary Figure 2

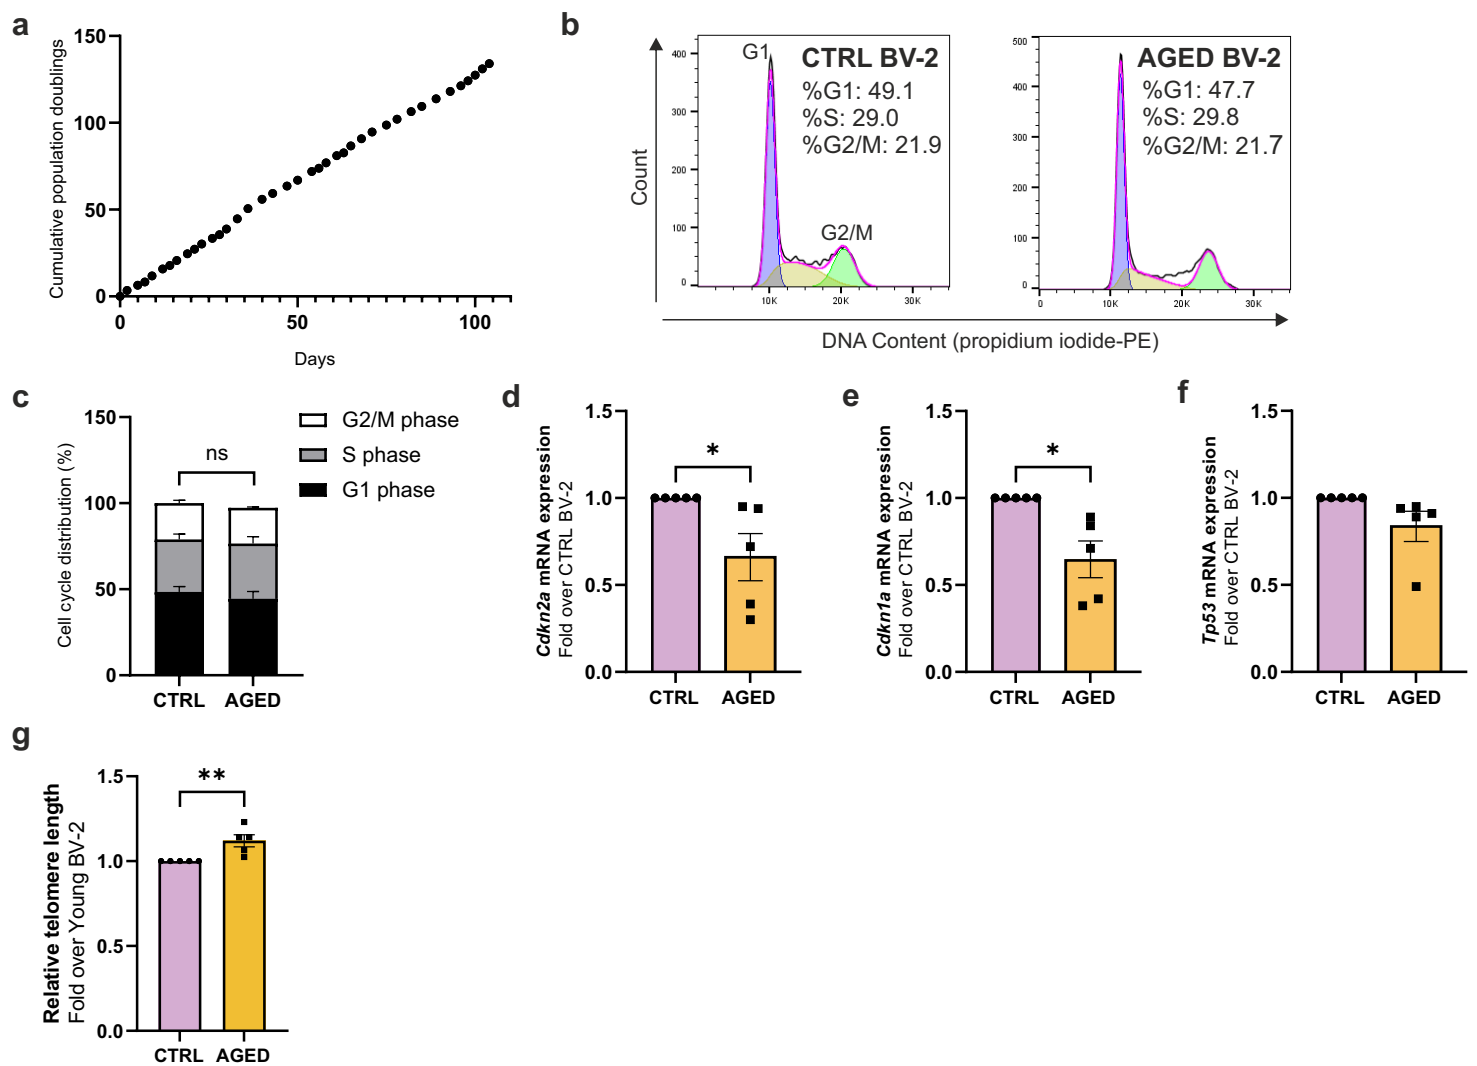

**Supplementary Figure 2 | Long-term cultivated BV-2 microglia hold intact proliferation rate and cell cycle regulation.** (a) Effect of a long-term cultivation on cumulative population doublings of BV-2 microglia measured by cell counting. (b) Representative histograms and (c) quantification of cell cycle analysis by flow cytometry measuring DNA content of aged (>100 DIC) versus control (<14 DIC) BV-2 microglia. (d, e, f) Gene expression levels assessed by RT-qPCR of cell cycle regulators (d) *Cdkn2a*, (e) *Cdkn1a*, and (f) *Tp53* between aged and control BV-2 microglia. (g) Relative telomere length measured by RT-qPCR approach in aged and control BV-2 microglia. Data are mean  $\pm$  SEM from 5 replicates (b to g). Statistical annotations \* $p < 0.05$ ; \*\* $p < 0.01$  for the indicated comparison.

# Supplementary Figure 3

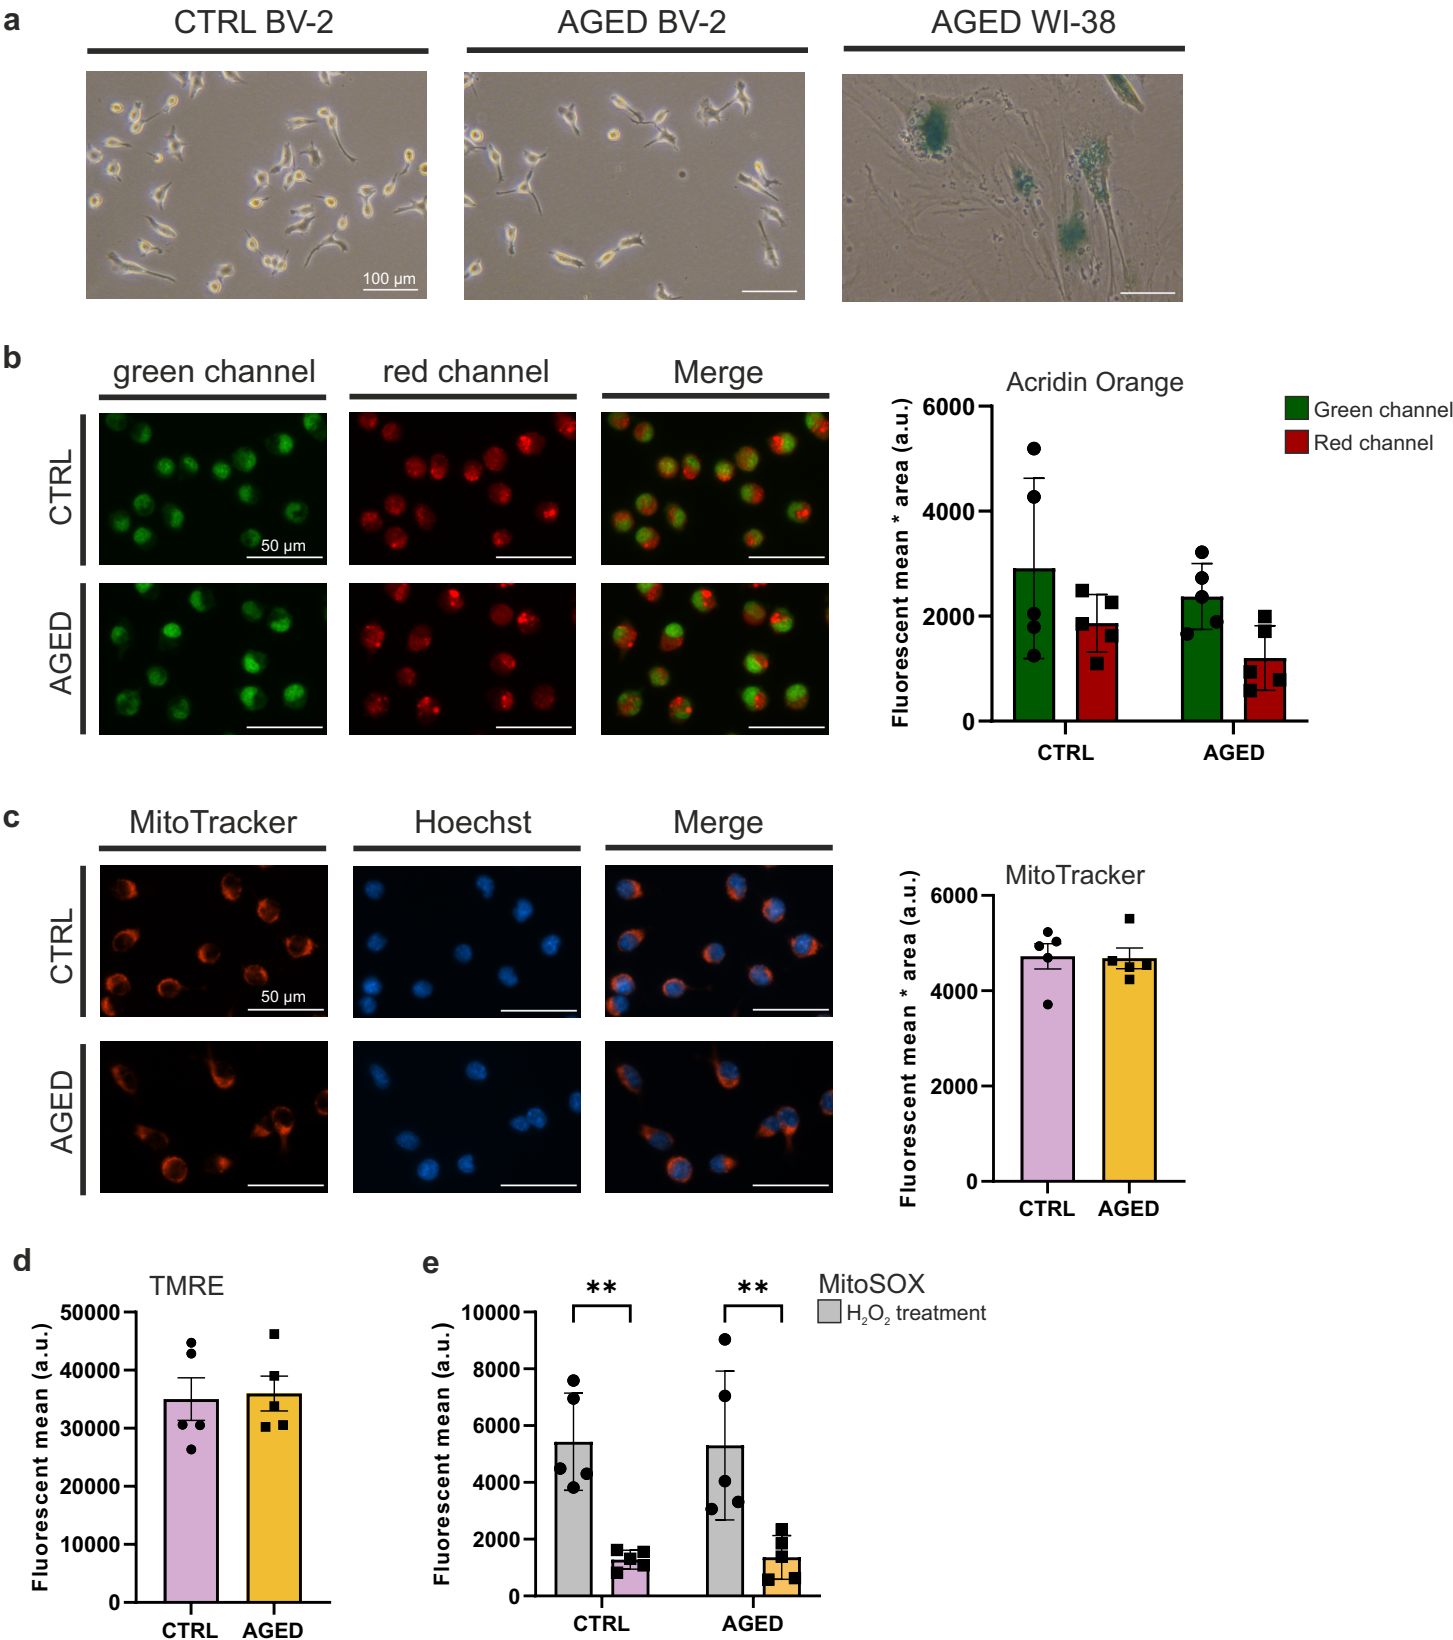

**Supplementary Figure 3 | Absence of senescent-related markers in aged BV-2 microglia.** (a) Senescent-associated  $\beta$ -galactosidase (SA- $\beta$ -gal) activity in aged and control BV-2 microglia. Aged-human lung fibroblasts WI-38 were used as positive control (scale bar 100  $\mu$ m). (b) Representative images of aged and control BV-2 microglia stained with Acridin Orange (scale bar 50  $\mu$ m) with quantification of green and red (reflecting lysosomal content) fluorescent signal per cell area. (c) Representative images of young and aged BV-2 microglia stained with MitoTracker to assess mitochondrial mass. Hoechst 33342 dye was used for nuclear counterstaining (scale bar 50  $\mu$ m). (d) Fluorometric analysis of mitochondrial transmembrane membrane potential ( $\Delta\psi$ m) using TMRE staining. (e) Superoxide production in hydrogen peroxide stimulated and unstimulated aged and control BV-2 microglia. Data are mean  $\pm$  SEM from 5 replicates (b to e) or 3 replicates (a). Statistical annotations \*\*p < 0.01 for the indicated comparison.

Supplementary Figure 4

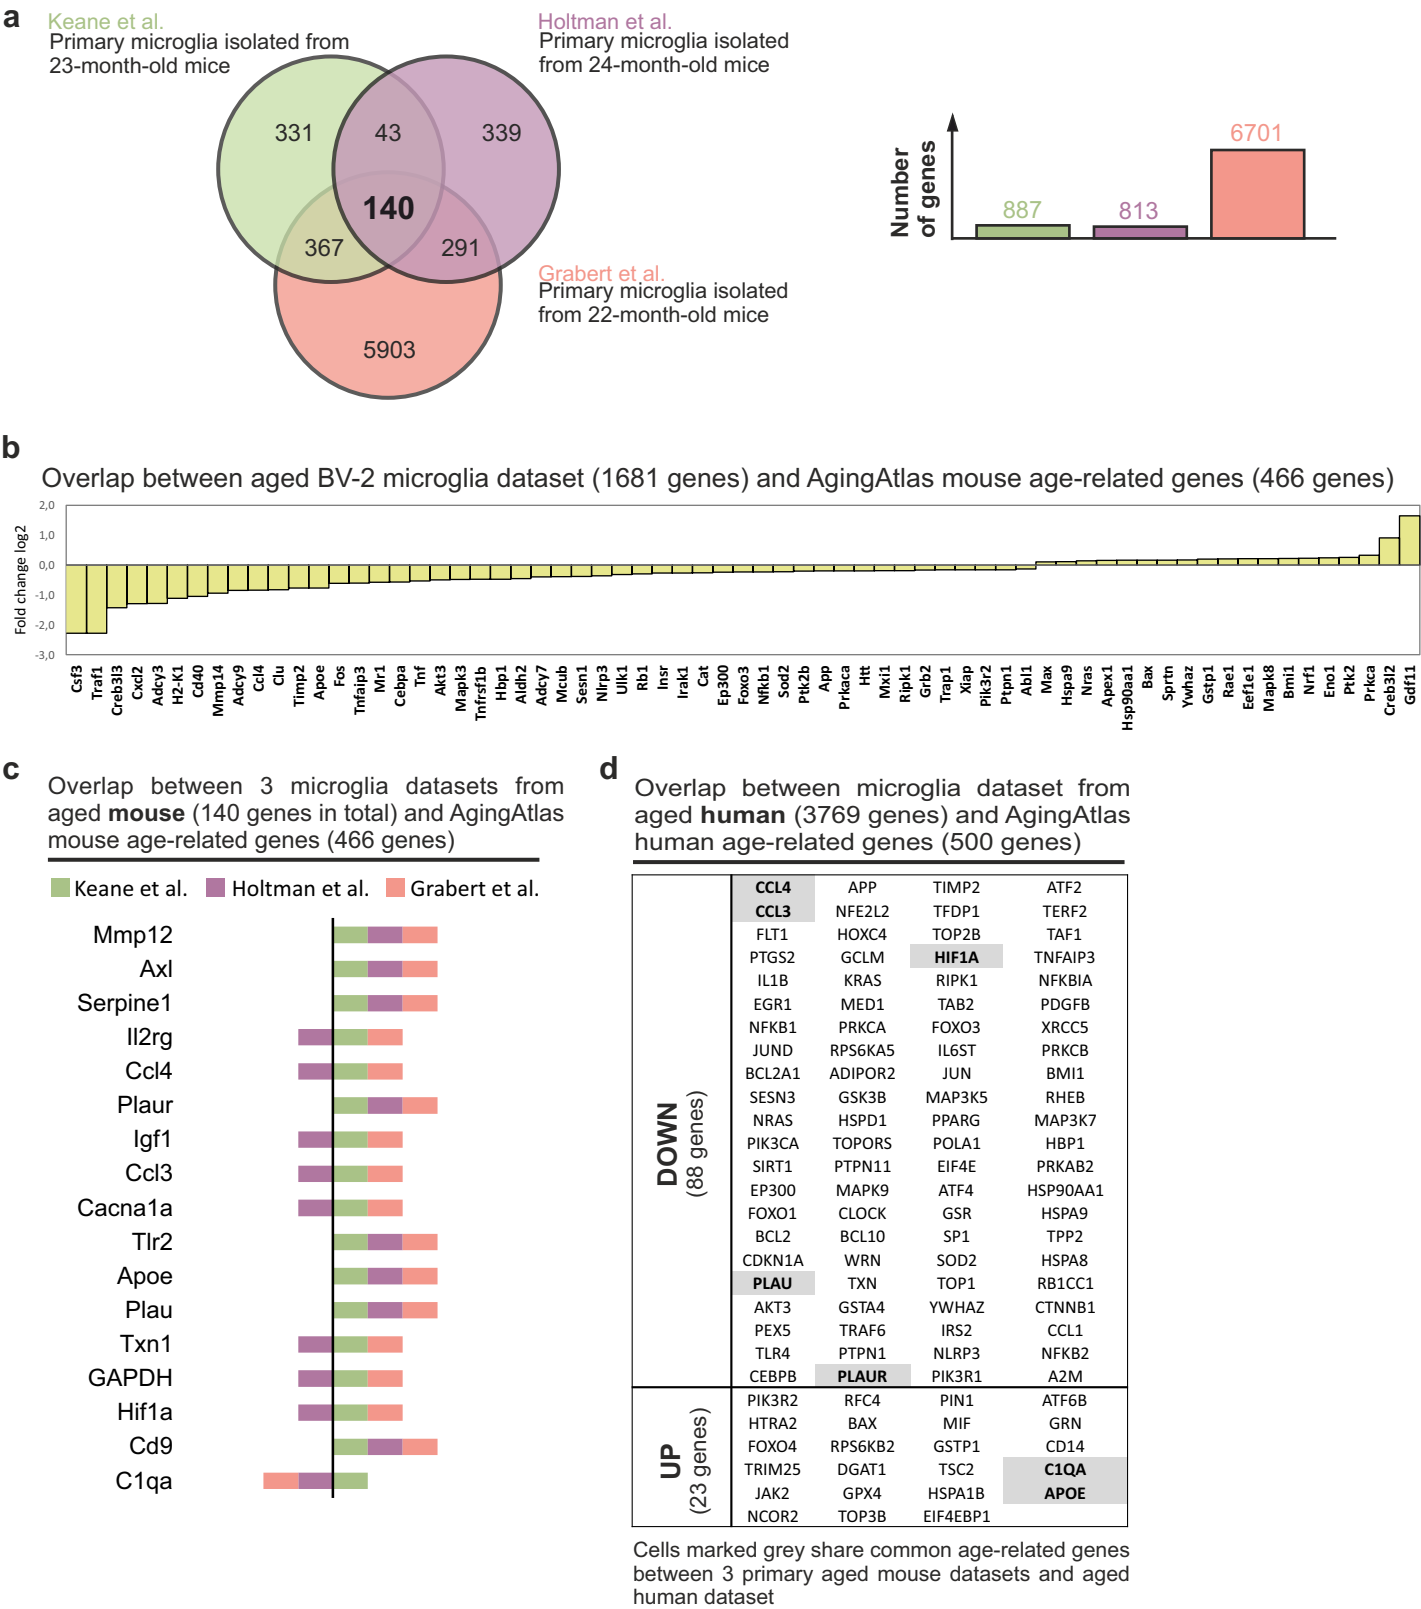

**Supplementary Figure 4 | Microglial ageing is not connected to classical age-related markers on the transcriptomic level.** (a) Venn diagram representing mutual overlap of DEGs between the transcriptome of the three analyzed primary microglia aging mouse studies (Keane et al, 2021; Grabert et al, 2016; Holtman et al, 2015). (b) Comparative analysis of *in vitro* aged BV-2; (c) aged mouse microglial datasets (d) and human dataset (Olah et al, 2018) together with age-related gene list from AgeingAtlas (Liu et al, 2021).

# Supplementary Figure 5

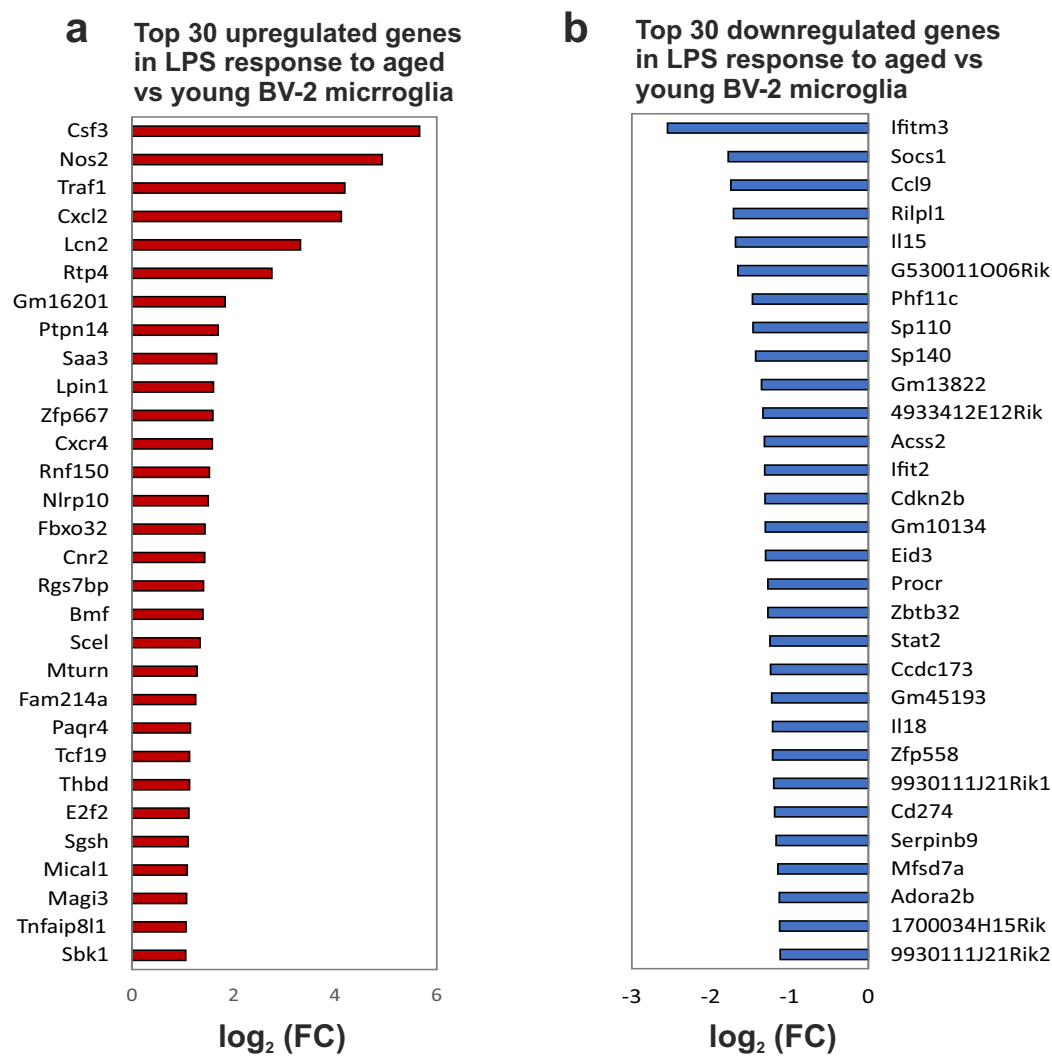

**Supplementary Figure 5** | Graphs display the top 30 upregulated (a) and top 30 downregulated (b) genes in response to LPS treatment in aged BV-2 microglia compared to control BV-2 microglia.

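Supplementary Fig. 5 ranks genes by the difference of the LPS responses of aged and young cultures. Of 30 tested genes with a positive difference, 23 were DEGs by the interaction in edgeR (n = 5 per group), and of 30 with a negative one, 22. The replicate block gave 24 and 25 (r = 0.146 in the pairing check), and adjustment over each list alone 28 and 29.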

Supplementary Figure 6

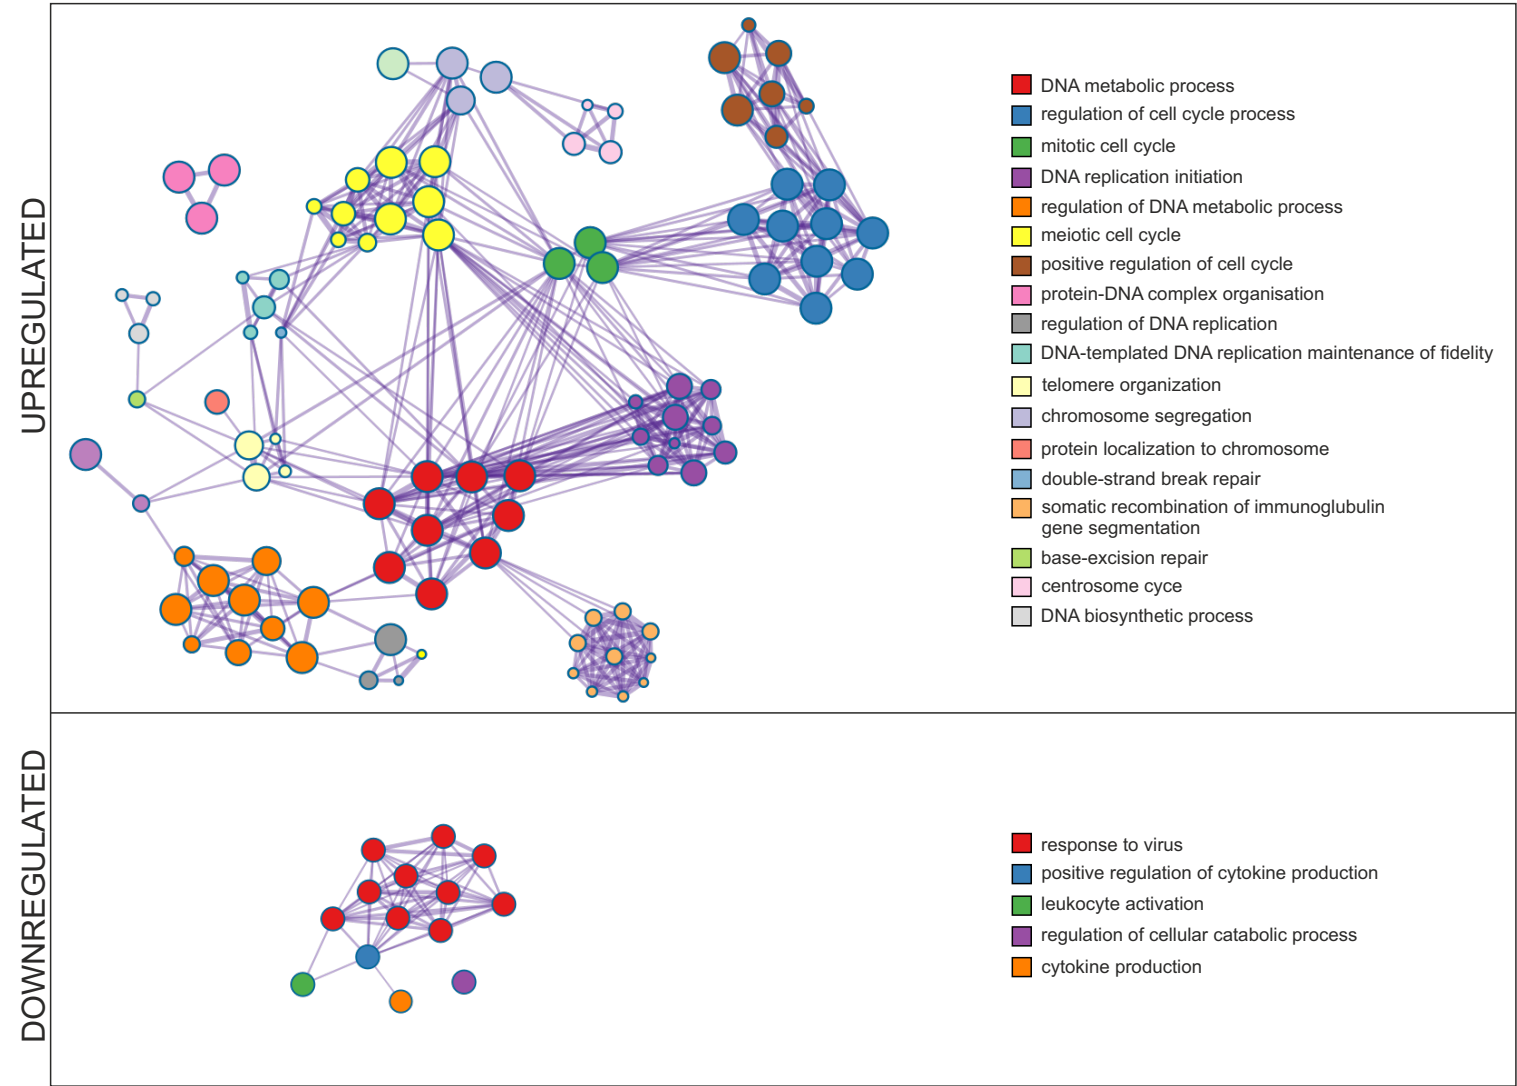

**Supplementary Figure 6** | Cytoscape network analysis of GO terms (with FDR < 0.0001) employing an enrichment map for DEGs in response to LPS treatment between aged BV-2 microglia and control BV-2 microglia. Nodes are grouped by color in clusters based on their similarity. Lines between nodes represent number of genes overlapping in different nodes.

# Supplementary Figure 7

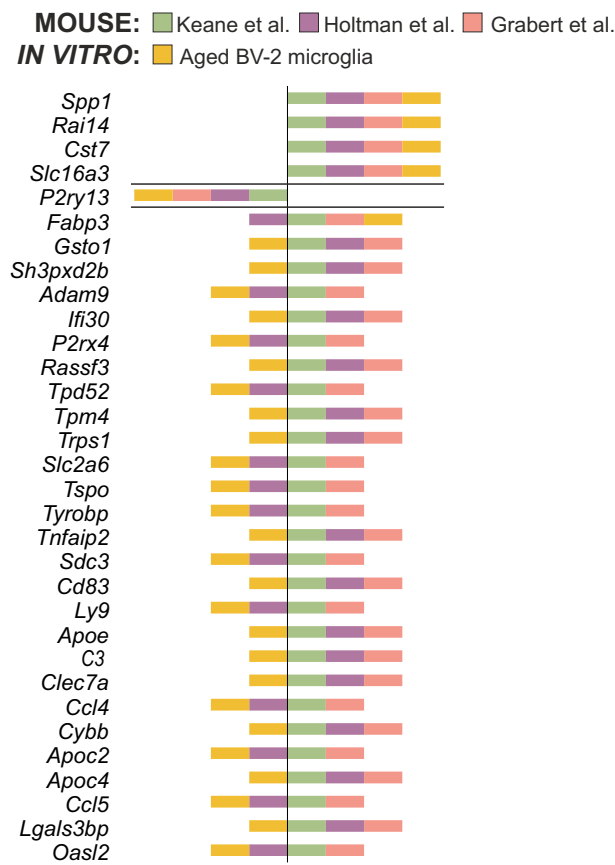

**Supplementary Figure 7** | Graphical representation of the overlap for DEGs between the gene expression profiles obtained from the three primary microglia mouse aging datasets and from the unstimulated aged BV-2 microglia dataset.

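Besides genes with one direction in all datasets, Supplementary Fig. 7 shows genes whose direction in BV-2 cells is not shared by all primary microglia. The 1 such gene shown as higher in untreated aged BV-2 cells was a DEG in edgeR, and so were 23 of the 26 shown as lower (n = 5 per group). Replicate blocking gave 1 and 26 (r = 0.0769 in the pairing check), and adjustment over each list alone 1 and 26.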

# Supplementary Figure 8

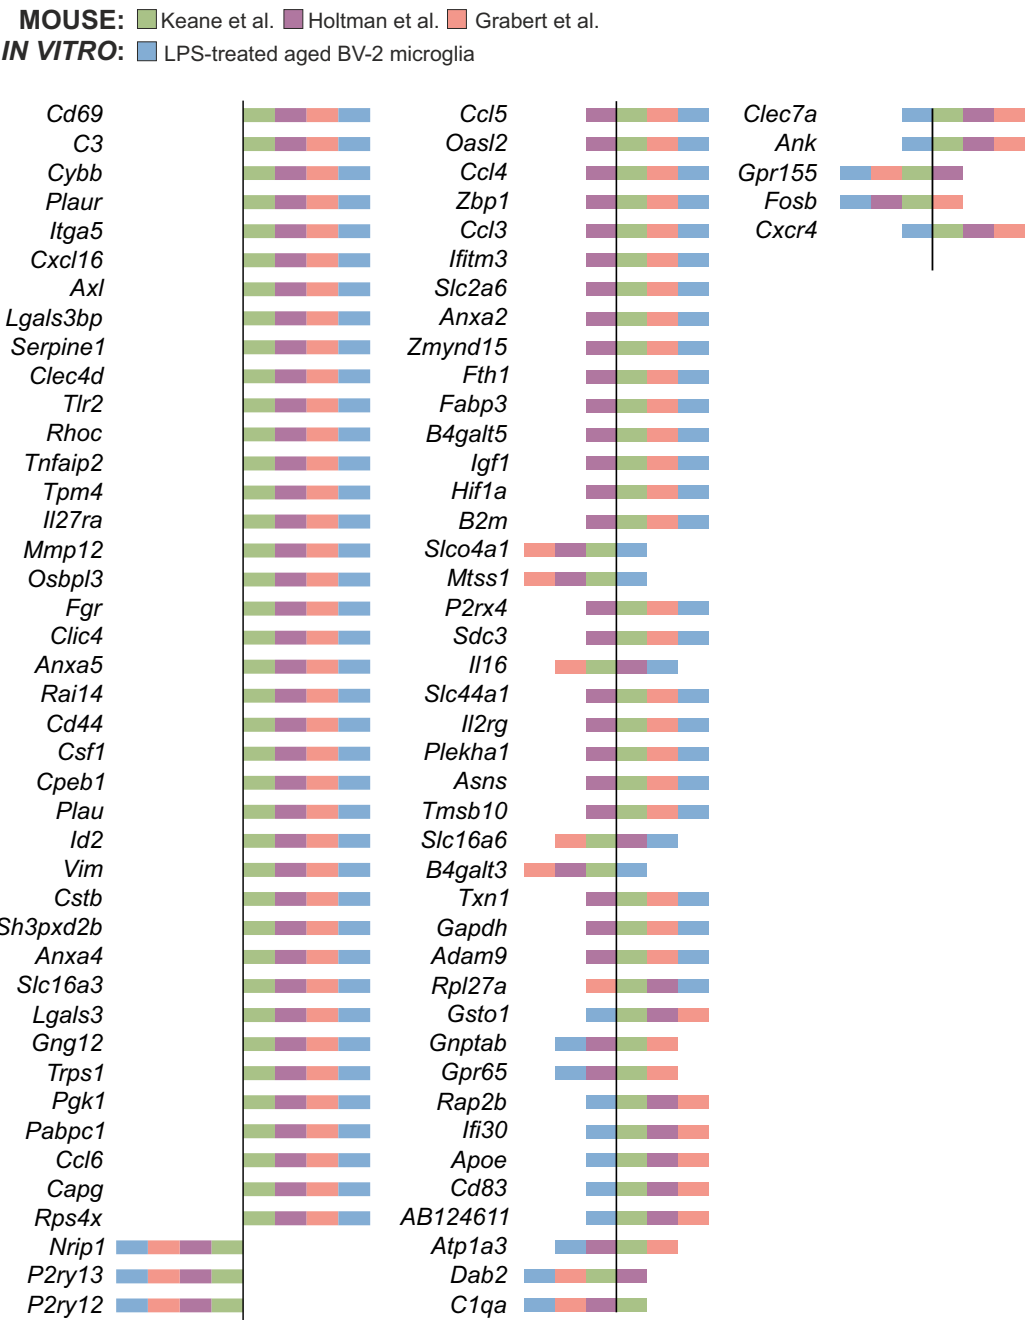

**Supplementary Figure 8** | Graphical representation of the overlap for DEGs between the gene expression profiles obtained from the three primary microglia mouse aging datasets and from the LPS-stimulated aged BV-2 microglia dataset.

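In Supplementary Fig. 8 the direction of some genes after LPS in aged BV-2 cells is not shared by all primary microglia. Of 30 such genes that rise in BV-2 cells, 30 were DEGs in edgeR (n = 5 per group), and of 15 that fall, 14. With replicate numbers blocked the counts were 30 and 15 (r = 0.268 in the pairing check), and 30 and 15 with adjustment over each list alone.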

Supplementary Figure 9

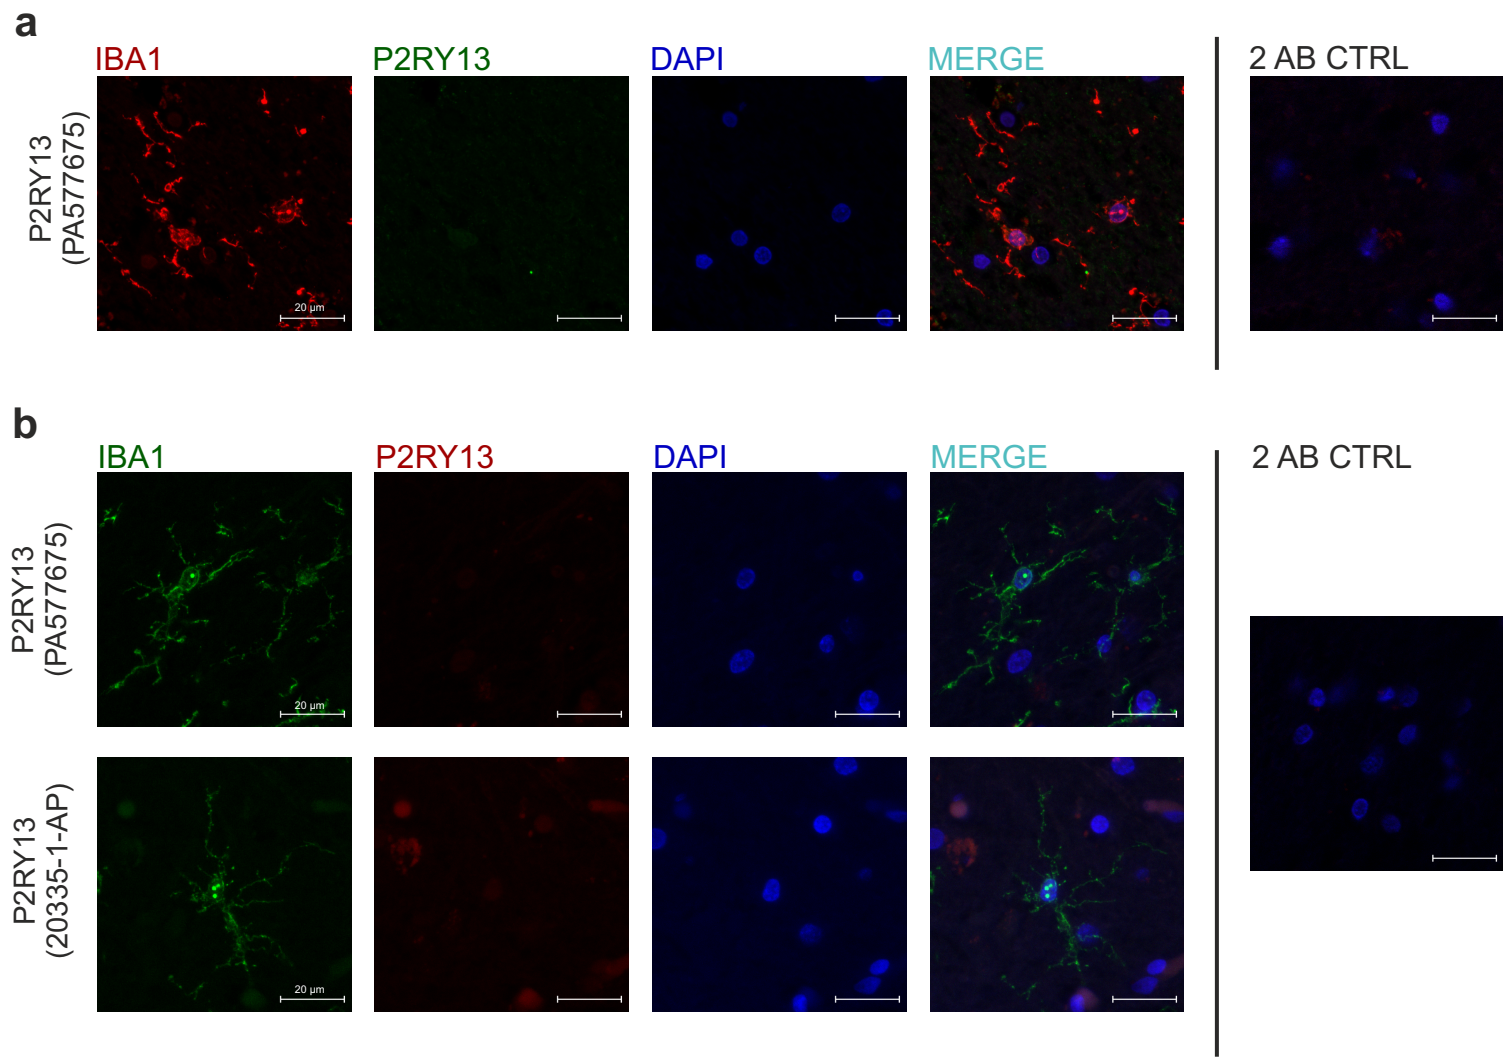

**Supplementary Figure 9** |Commercially available antibodies directed against human P2RY13 protein **(a)**, including with the use of a booster to enhance the immunofluorescence signal **(b)** failed to yield satisfactory quality and to generate a positive fluorescent signal in our immunofluorescent analyses in human brain tissues. Scale bar 20 μm.

Supplementary Figure 10

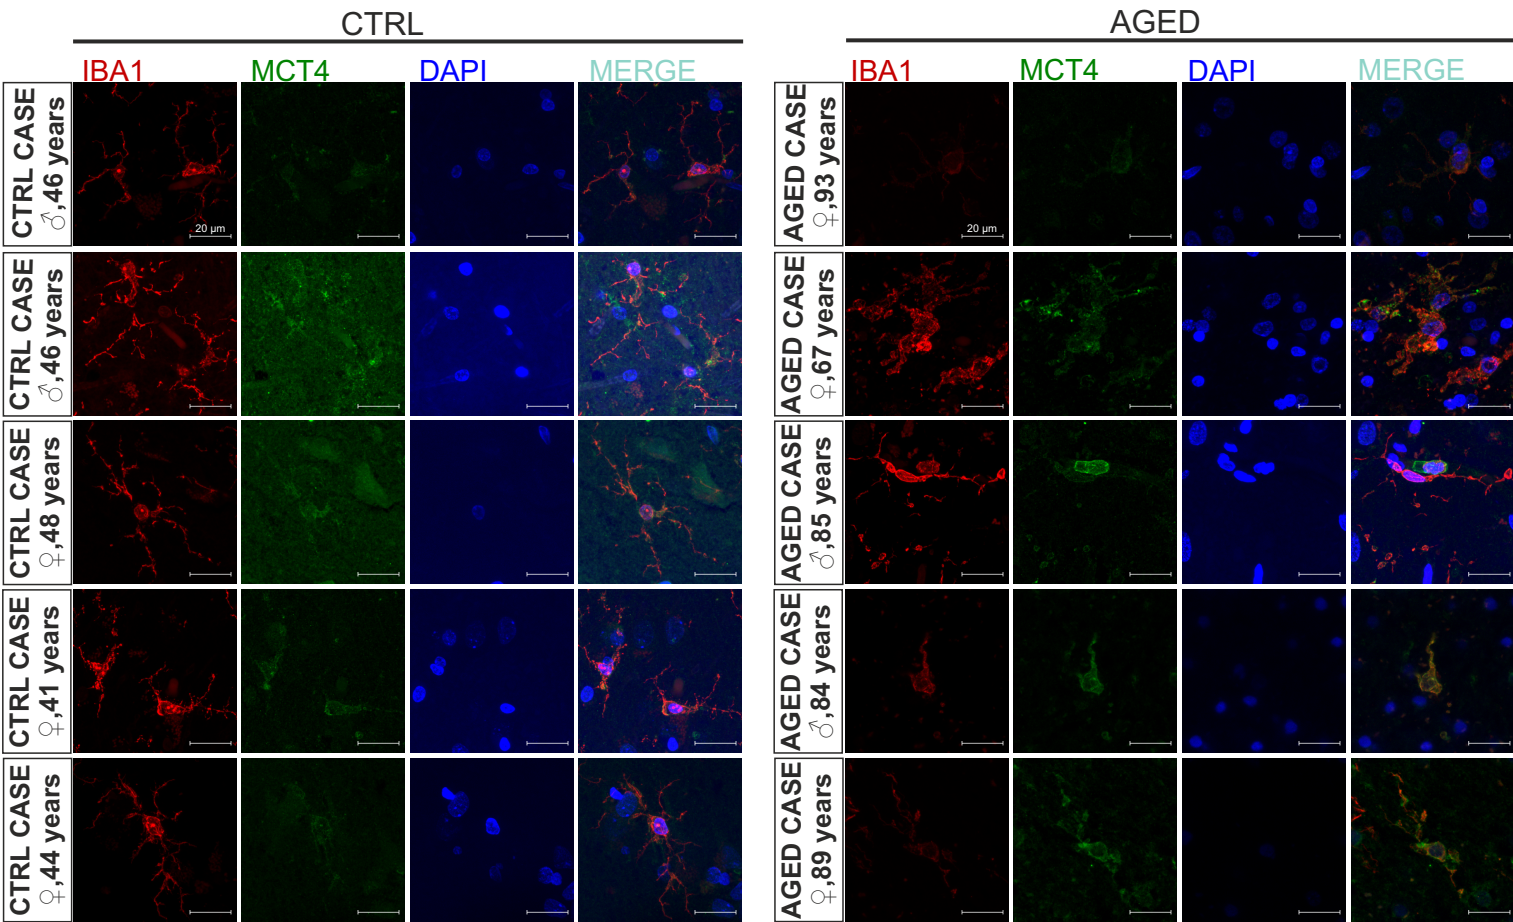

**Supplementary Figure 10** | Complement to Figure 7a to d, immunofluorescence analysis of microglial MCT4 expression in human brain tissues - 5 cases per age group are depicted. Scale bar 20 μm.

Supplementary Figure 11

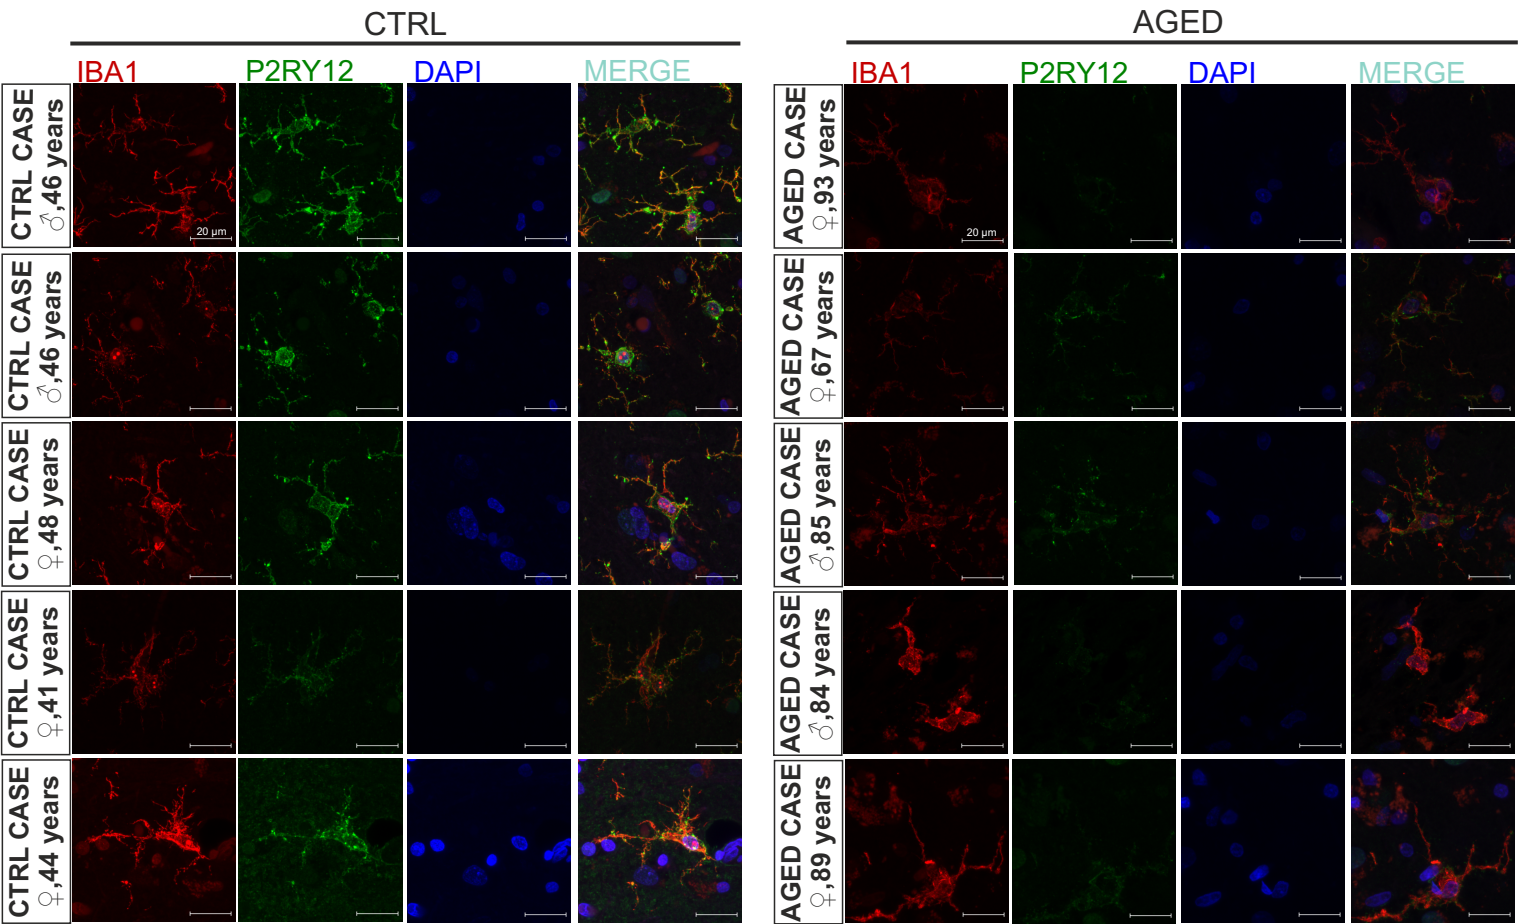

**Supplementary Figure 11** | Complement to Figure 7e to h, immunofluorescence analysis of microglial P2RY12 expression in human brain tissues - 5 cases per age group are depicted. Scale bar 20 µm.

# Supplementary Figure 13

a

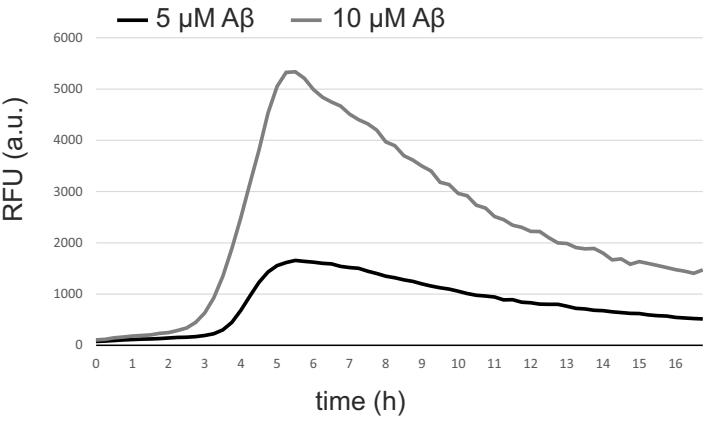

b

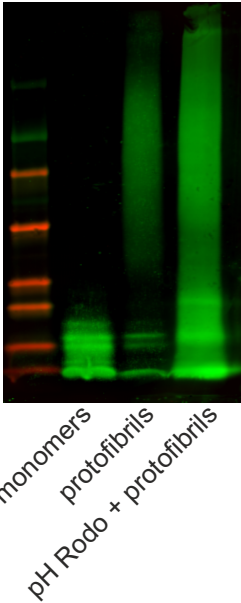

**Supplementary Figure 13** | (a) Thioflavin assay showing aggregation of Amyloid-β over time. (b) Immunoblot analysis of Amyloid-β monomers, unstained protofibrils and pH Rodo Red stained protofibrils.

Supplementary Figure 12

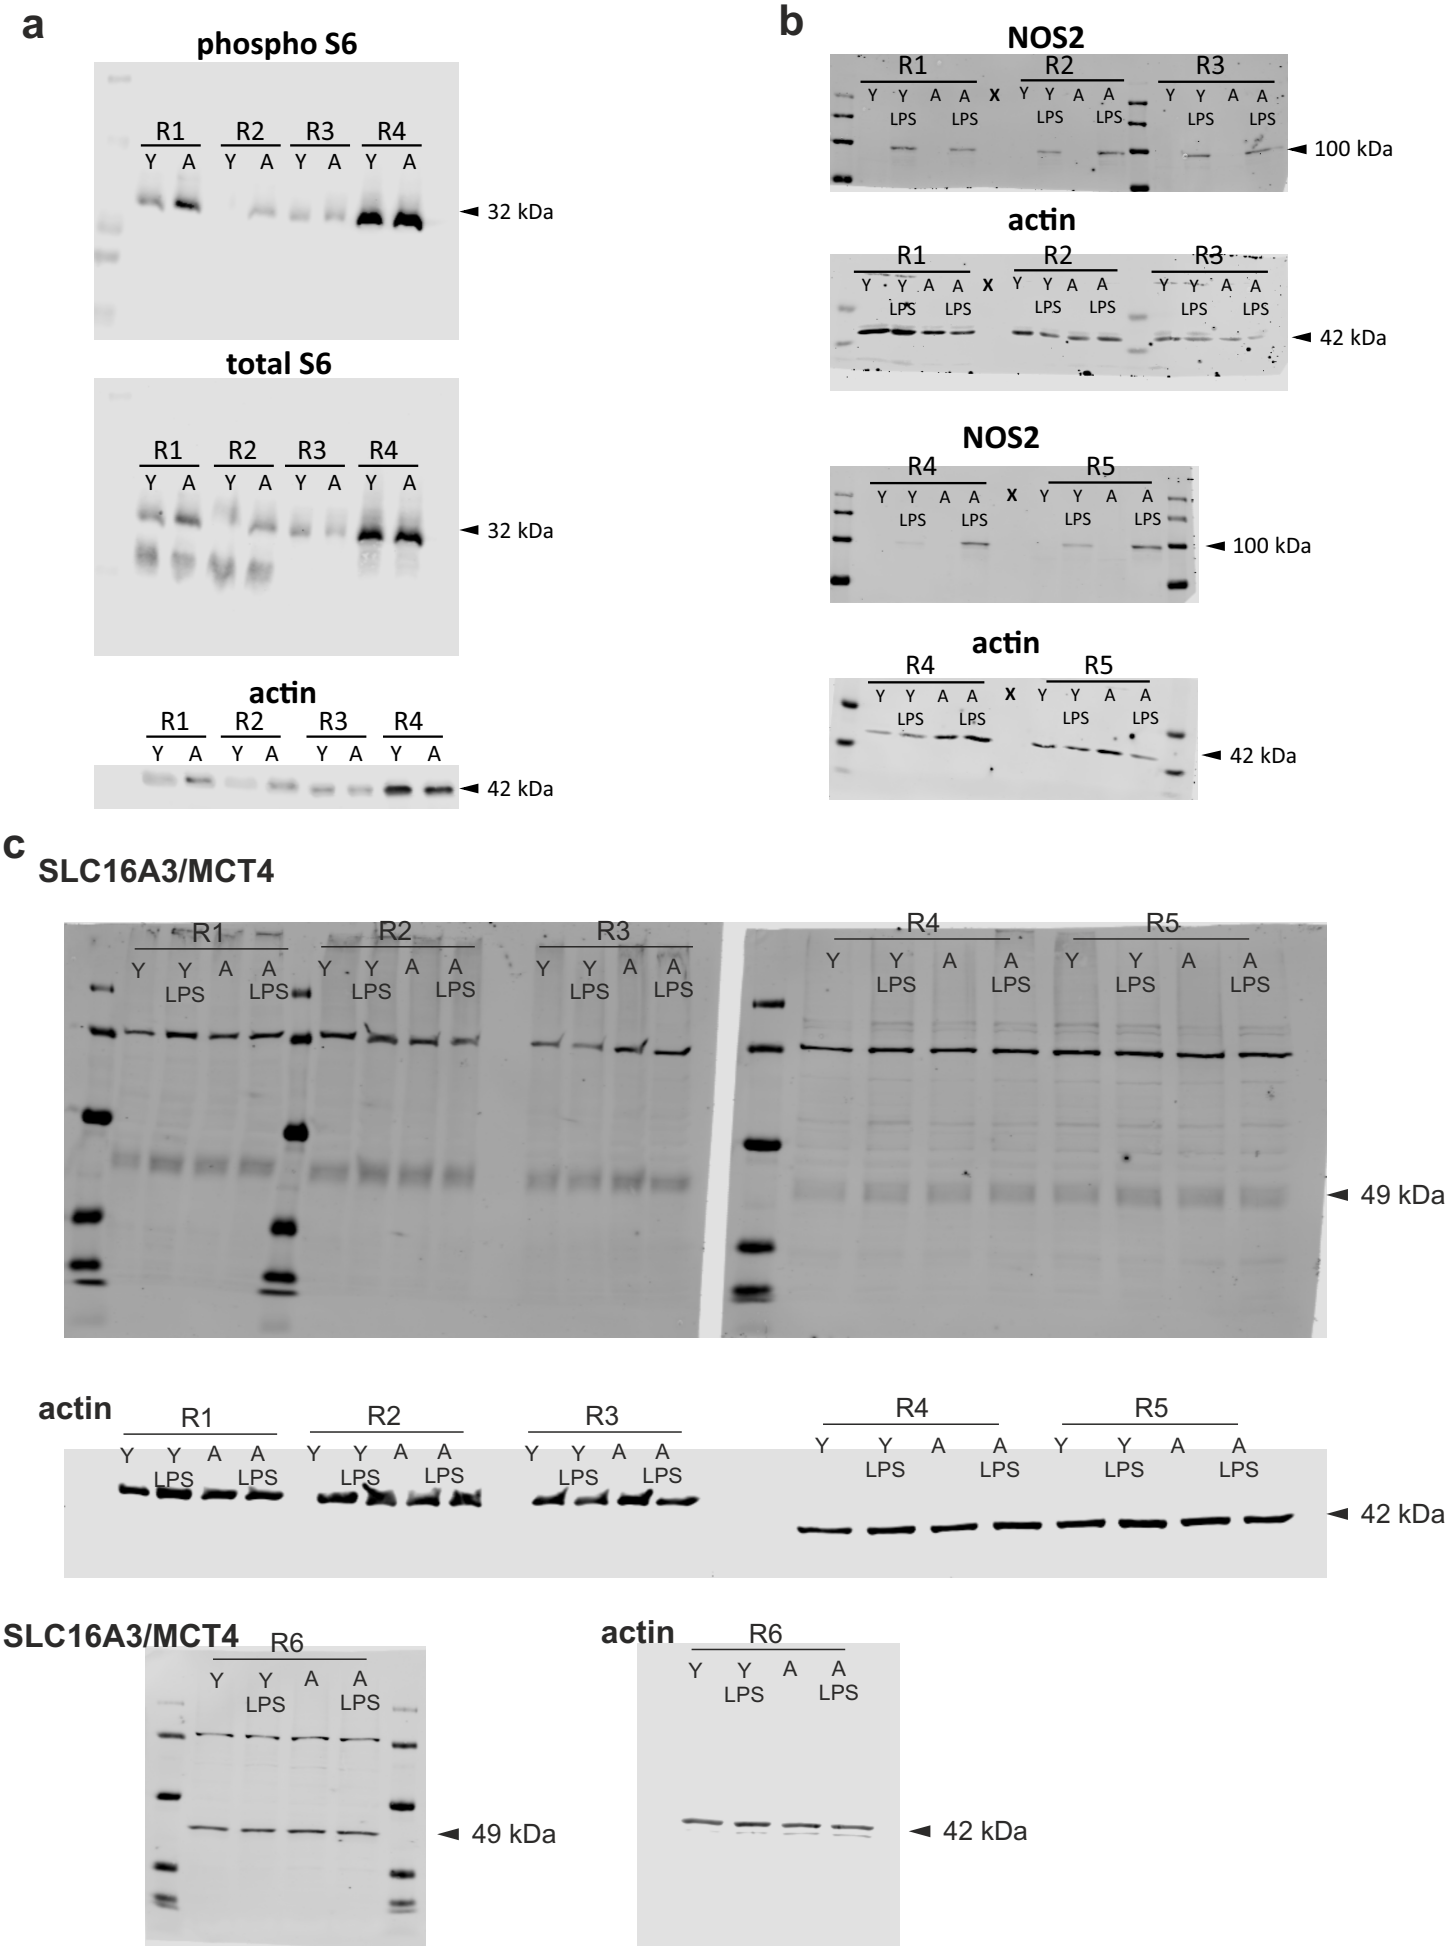

Supplementary Figure 12 | Full uncropped Immunoblot membranes for all replicates.

# Supplementary Figure 14

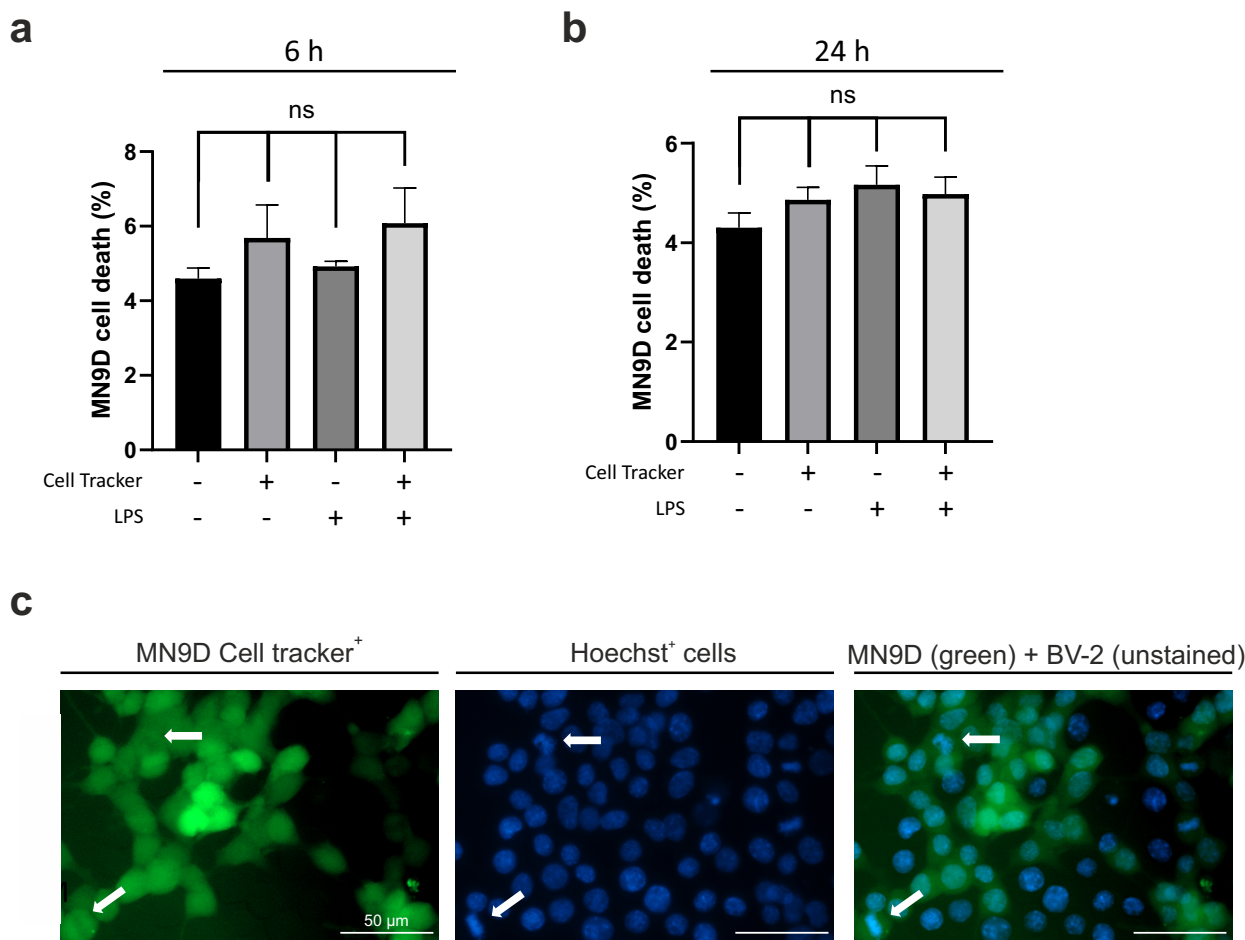

**Supplementary Figure 14** | The MN9D neural monoculture subjected to exposure of experimental conditions of CellTracker or LPS alone, or both together, examined for neurotoxicity after 6 hours (**a**) or 24 hour time point (**b**). Microscopic images depicting damaged MN9D neural nuclei, highlighted by white arrows, observed in co-culture with BV-2 microglia (**c**). Scale bar = 50  $\mu$ m.

# Supplementary material for: Age-associated microglial transcriptome leads to diminished immunogenicity and dysregulation of MCT4 and P2RY12/P2RY13 related functions
**Source:** Cell Death Discov. 2025 Jan 19;11:16. doi: 10.1038/s41420-025-02295-1
**Supplement:** Supplementary file 2 — Original data

Supplementary Figure 12

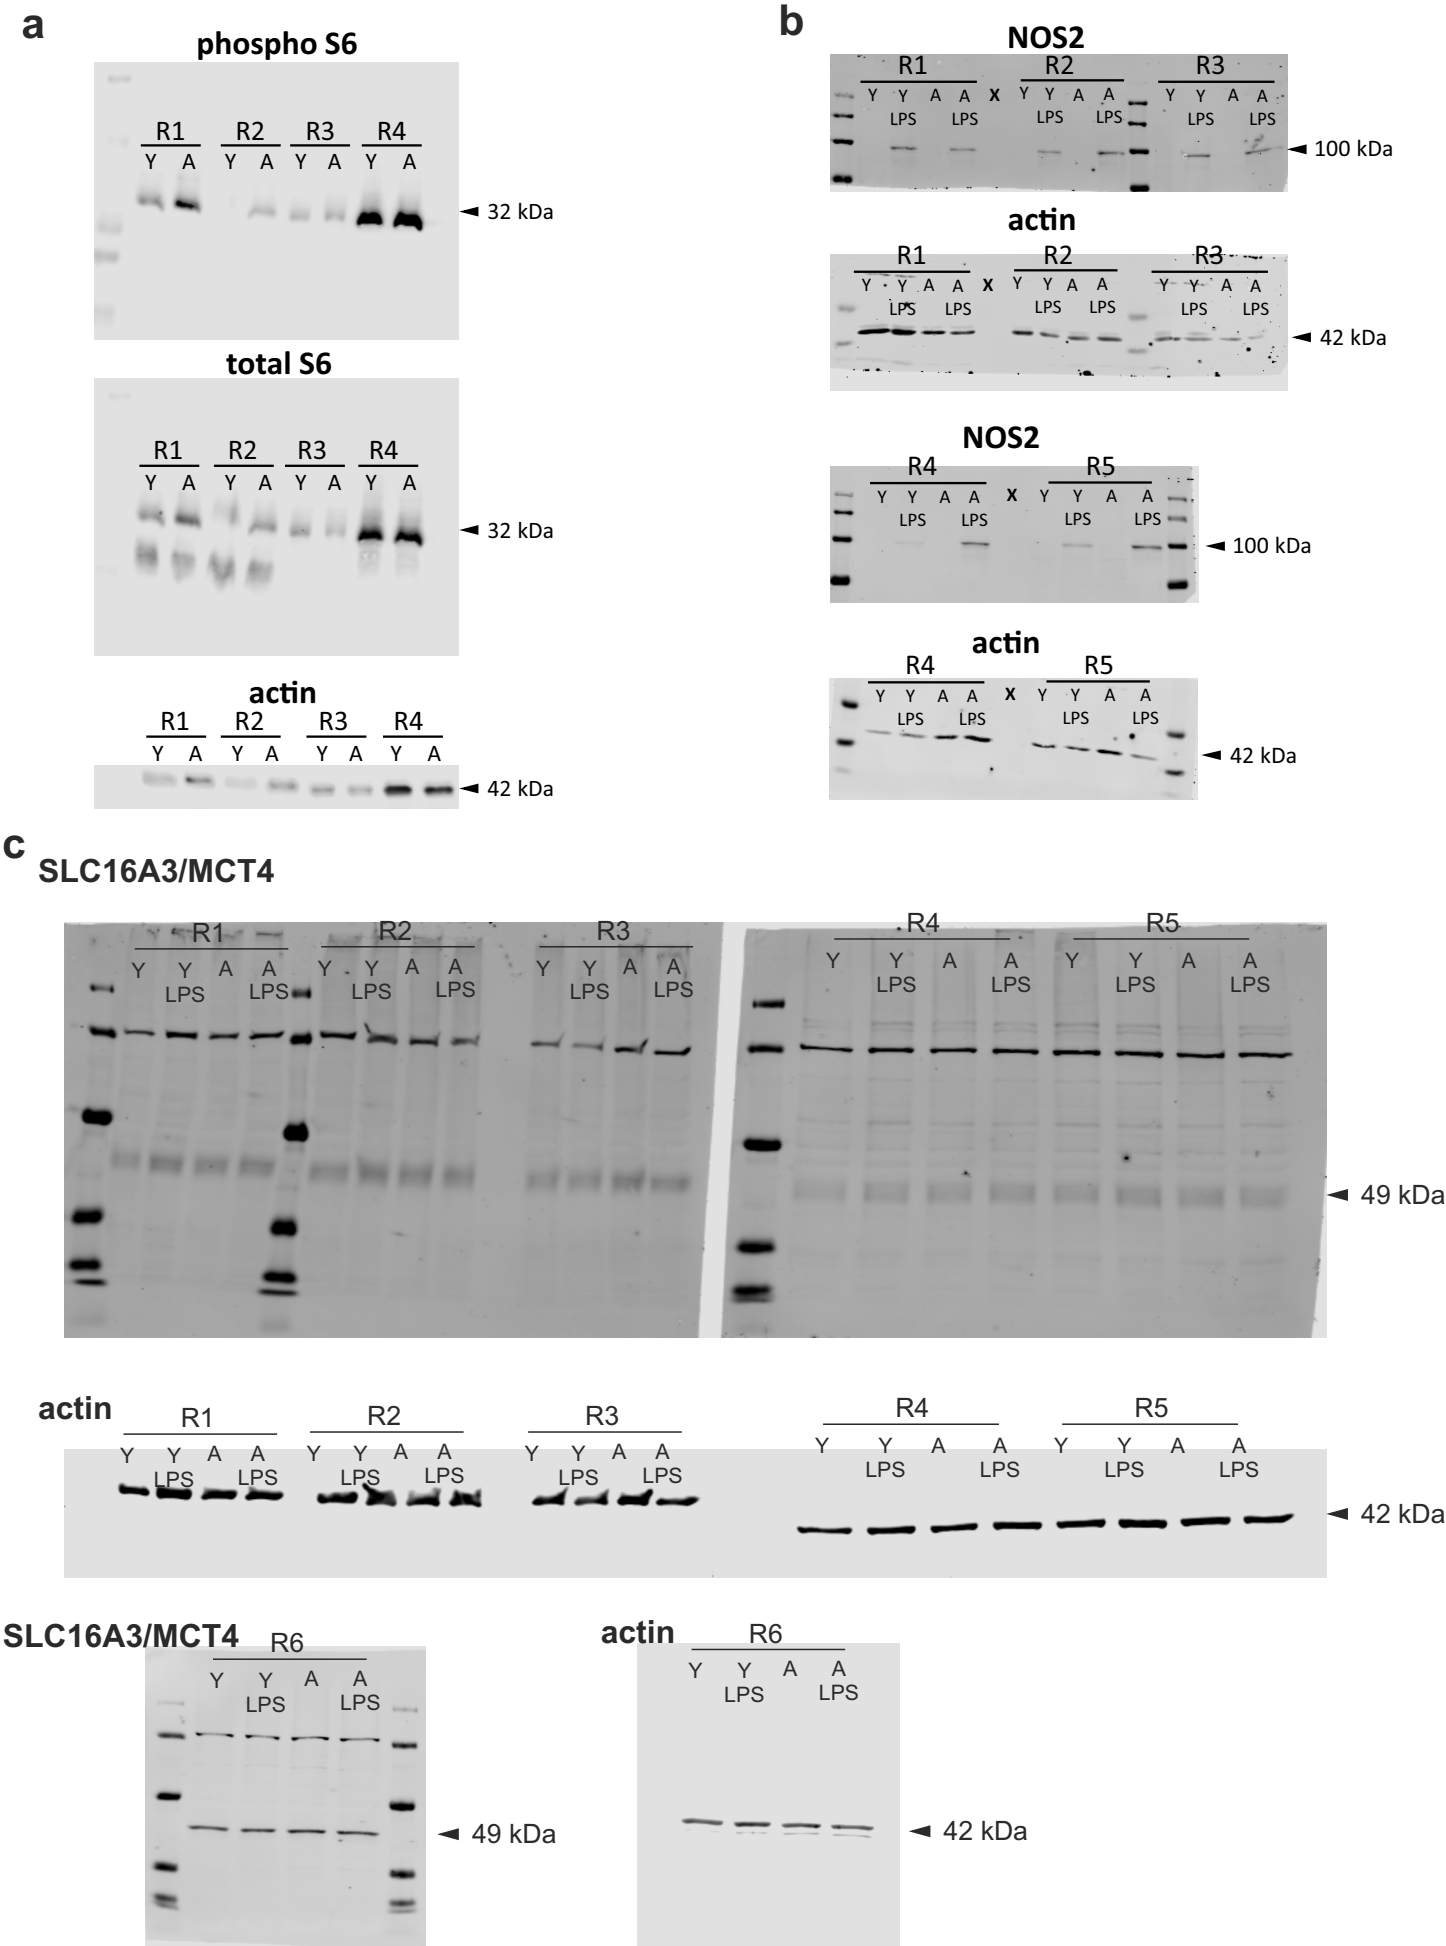

Supplementary Figure 12 | Full uncropped Immunoblot membranes for all replicates.

How the deposited data were processed for this re-analysis (not part of the article)

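RNA was sequenced from 20 cultures of the mouse microglial cell line BV-2 in 4 groups of 5: young and aged cells, each untreated or exposed to 100 ng/ml LPS for 6 hours. The authors prepared stranded libraries from poly(A) RNA with an Illumina kit, sequenced them on an Illumina NextSeq instrument, converted the output with bcl2fastq, aligned the reads to the mouse genome GRCm38 with STAR and counted them per gene with featureCounts. They deposited the counts per Ensembl gene without normalization, as whole numbers. The settings for strand, multiple alignments and overlapping genes in featureCounts are not in the paper's text, so genes that overlap others, on either strand, and genes with near-identical copies are uncertain where reads could be counted for several of them. Cultures were assigned to groups and replicate numbers by the names of the columns, which match the labels of the samples. All 20 sample columns were used. Gene symbols, positions and transcript lengths came from the GENCODE annotation of GRCm38, in which 55227 of the identifiers were found.

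Total counts per library ranged from 11371508 to 16829292, and mitochondrial genes held 0.517% to 1.3% of them. A count of 3 was taken as the floor of detection, 0.165 to 0.296 CPM. Where all libraries of a group were at or below it, the fold change was computed against the floor and is given as a lower bound. Floors cover counting error only.

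The main test was edgeR's quasi-likelihood F-test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) on all 20 libraries with the group as the only factor, TMM normalization and edgeR's filterByExpr, which kept 12799 genes. Contrasts compared aged with young untreated cultures, LPS-treated with untreated cultures of each age, aged with young LPS-treated cultures, and the LPS responses of both ages (the interaction). P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p below 0.05 are called differentially expressed genes (DEGs). Values of log2 CPM used a prior count of 2 and TMM-scaled library sizes. The PCA used the 500 genes with the largest variance of log2 CPM. Fold changes are log2 values.

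Gene families were defined by symbol, after the terms that the paper names from the same cultures. They were compared with edgeR's camera test at its preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 14 families per contrast. As an alternative, the median of a family was ranked among 10000 random lists of the same size matched on mean expression, and also on transcript length. The size of the LPS response of a culture is the mean log2 CPM of genes induced in the mean LPS response of both ages minus that of genes repressed in it, relative to the mean of the untreated cultures of its age. Aged and young cultures were compared in it by an exact two-sided permutation test. The slope of aged on young log2 fold changes is a total least squares fit through the origin.

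Replicate numbers 1 to 5 recur in all 4 groups and are given in the labels as batch numbers, so each batch holds 1 culture of every group and the fit with the replicate number as a block is also the batch adjustment. Whether the numbers pair the cultures was checked by the correlation across genes of the deviations of same-numbered cultures from their group means, which averaged 0.146 over all pairs of groups. Results with the block stand beside those without it.

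Genes were named by a rule: every mouse gene named in the Results text, in the sets with one direction in Fig. 4e and 4f and in clusters C1 and C2 of Fig. 2c; the 5 largest changes in each direction between aged and young untreated cultures among DEGs with a mean of at least 1 log2 CPM and no overlap between the groups; and the 3 largest in each direction for the LPS responses and their difference. Gene lists came from the supplementary tables and figures of the paper. Some of them are shortened there, so counts per term or pathway cover the listed genes, not full sets.

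Alternatives were DESeq2's Wald test (DESeq2 1.42.0), the replicate block in edgeR and in DESeq2, DESeq2's size factors or library sizes alone in place of TMM, no filter on low counts, at least 10 counts in every sample, only the groups compared, a threshold of 0.01, a log2 fold change of at least 0.5, and each replicate number left out in turn. DESeq2 with shrunken fold changes and a replicate block within each age were added after seeing the data. Tests were run on simulated counts with 200 of the genes changed 2-fold. edgeR recovered 195 of them among 12660 genes with 8 false calls, edgeR with the block 193 with 10 false calls, and DESeq2 195 with 20 among 12800 genes. A simulated aged response of 0.8 of the young one was recovered as a slope of 0.80. The simulation gave both ages the same untreated expression, so it does not cover genes at the floor in aged cells only. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

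Enrichment of GO terms, KEGG pathways and TRRUST factors was not recomputed, because the gene sets behind them are not among the materials used. RT-qPCR, immunoblots and other assays without counts, and the datasets of primary mouse and human microglia, were not analysed here beyond the gene lists in the supplement.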

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

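The tests of chromosomes 14 and 16, of aged LPS-treated culture 3, of young untreated culture 1 and of the normalization of the LPS response were chosen only after the result was seen, as was the limit of 10% for nearly identical counts and the share of 50% taken as most. In groups of 5 cultures, the gap of the highest or lowest culture to the next was compared with Dixon's critical value. Of 307 groups of values, 36 had a culture apart, against 15.3 that chance gives. Aged culture 3, untreated or LPS-treated, accounts for 20 of them, young culture 1 for 9 and other cultures for 7.

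LPS-treated aged culture 3 had the highest values of its group for *Apoe* (1693 CPM), *Axl* (2.62 CPM), *Gbp2* (114 CPM), *Gpnmb* (6107 CPM), *Il6* (11.7 CPM), *Iqsec2* (23.6 CPM), *Lgals3bp* (39.9 CPM), *Nos2* (220.1 CPM), *Rilpl1* (13.4 CPM) and *Tnf* (576 CPM), each apart from the other 4 cultures. Its scores of 38.3 on the first and -5.54 on the second principal component and its mean of 4.31 log2 CPM over MHC genes were apart too. Untreated aged culture 3 was apart with high *Cd52* (14.8 CPM), *Gpnmb* (6272 CPM), *Lgals3* (694 CPM) and *Tgfb1* (236 CPM), low *Nfkb1* (84.5 CPM) and *Trp53* (229 CPM), and a mean of 3.75 log2 CPM over the TNF superfamily and its receptors.

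A mislabelled library would lie nearer to another group than to its own and share that group's values in genes that mark age. The distance of LPS-treated aged culture 3 to the centre of its own group was 0.664 of that to the nearest other centre in the PCA of the 500 most variable genes, 0.745 over all tested genes and 0.891 with variance-stabilized values. Its nearest culture was of its own group in the first of these, but LPS-treated young culture 4 in the other 2. Over 318 higher and 668 lower DEGs without overlap between aged and young untreated cultures, the mean log2 CPM of the higher minus that of the lower genes was 1.08 in this culture, 1.19 to 1.29 in the other LPS-treated aged and 0.2 to 0.476 in the LPS-treated young cultures. That is 83.3% of the way from the young to the other aged mean, outside both ranges, which goes against a wrong label. Its library was the largest of the group, 1.03 times the next (15251546 against 12528859 to 14793562 counts in the others), and its total was not apart by Dixon's test, which goes against library size. Its deviations from the group mean correlated across genes with those of untreated aged culture 3 (0.394), nearly as much with those of LPS-treated young culture 1 (0.366), and less with those of untreated young culture 3 (0.159) and LPS-treated young culture 3 (0.0678). A difference between cultures that was there before LPS is a candidate explanation, though the correlation with a young culture of another number is nearly as large. No biological explanation was tested, since the design gives none for a single culture.

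Untreated young culture 1 had the highest *Acod1* (121 CPM), *Cxcl2* (2.69 CPM), *Dhrs3* (64.6 CPM), *Rilpl1* (4.48 CPM), *Rsad2* (43.7 CPM) and *Traf1* (5.72 CPM) of its group, apart from the other 4. LPS-treated young culture 1 was apart with high *Gpnmb* (6634 CPM), *Rai14* (101 CPM) and *Ssbp3* (17 CPM). The deviations of both correlated at 0.35 across genes, below the 0.366 between LPS-treated young culture 1 and LPS-treated aged culture 3, so a difference between cultures present before LPS cannot be told from one shared by unrelated cultures. No biological explanation was tested.

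The other cultures apart from their groups were untreated young culture 3 with low *Iqsec2* (14.4 CPM), LPS-treated young culture 3 with high *Tal2* (2.21 CPM), untreated young culture 4 and LPS-treated aged culture 4 with low *Spi1* (269 and 493 CPM) and untreated aged culture 5 with high *Rai14* (46.5 CPM). Untreated aged culture 4 had a low mean over translation initiation factors (7.08 log2 CPM) and LPS-treated aged culture 1 a low mean over DNA replication factors (5.95 log2 CPM). No explanation was tested for these.

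The LPS response differed between aged and young cells, by the interaction in edgeR, for 818 genes. Among named genes the log2 difference was -0.82 for *Iqsec2*, -0.52 for *Wdr59*, -0.55 for *Sppl2a*, -0.75 for *Peli1*, -1.72 for *Ccl9*, -1.68 for *Rilpl1*, -1.44 for *Phf11c*, 0.98 for *Dhrs3*, 0.43 for *Zfp36l2*, 0.57 for *Ssbp3*, 0.34 for *Tubg1* and 2.63 for *Acod1*. The response was at least 3.14-fold larger in aged cells for *Csf3* and at least 6.12-fold for *Traf1*. *Acod1*, *Rilpl1*, *Traf1* and *Dhrs3* are among the genes for which untreated young culture 1 stood apart. Of the 16 splits of the cultures that part every same-numbered pair, 1 gave as many genes, the real one, and the largest count in another split was 4. With 16 splits the share cannot be under 0.0625, so a chance split cannot be excluded by this count.

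The size of the LPS response per culture was lower in aged cells by a log2 difference of -0.35, with every aged culture below every young one. With any one aged LPS-treated culture left out, the difference was -0.34 or further from 0, which goes against a single aged culture as its source. A scaling factor per library cancels in this difference, so induced and repressed genes were also taken apart under TMM, DESeq2's size factors and library sizes alone. The difference nearest to 0 was -0.085, for induced genes with library sizes alone, with all aged below all young cultures in each case, which goes against the normalization. The median total of the aged LPS-treated libraries was 14458210, and their range lies within that of the young ones, so the groups did not differ in library size by range, the one measure tested. Over 15 settings the difference lay between -0.42 and -0.31. A biological difference between aged and young cells is therefore a hypothesis that these tests leave standing, and it was found and tested on the same cultures. Aging in culture and passage number go together here, so they cannot be told apart. The aged cultures came from frozen aliquots, and the paper does not say how many lines were aged separately. A change particular to a single long-term line therefore cannot be told apart from aging either.

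Of the gene families, the response differed for cytosolic ribosomal proteins (median log2 difference -0.036, but 0.025 with library sizes alone), ribosome biogenesis factors (-0.064), translation initiation factors (-0.057, but 0.0033 with library sizes alone), chaperonin CCT subunits (-0.098), proteasome subunits (-0.13), DNA replication factors (0.36), pattern recognition receptors (-0.17) and MHC genes (-0.11). A smaller LPS response of all genes in aged cells could make repressed genes fall less. Random genes with a matched LPS response in young cells had a median difference of 0.232 (0.185 to 0.286 95% range of 1000 draws), below the 0.36 of the DNA replication factors. The smaller fall of this family is therefore larger than that of genes with a similar response, and a biological explanation remains a hypothesis. For the proteasome subunits, matched genes gave -0.091 (-0.123 to -0.0584), and for the other families no explanation was tested.

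Genes of chromosome 16 were lower in aged than in young untreated cells relative to all other genes (median log2 difference -0.063, and -0.077 between LPS-treated cells), a signal outside the genes the paper discusses. Relative expression per culture was 0.01 ± 0.017 in young and -0.043 ± 0.015 in aged untreated cells (mean ± SD, n = 5), without overlap. In an exact two-sided permutation test the Benjamini-Hochberg adjusted p over 20 chromosomes was 0.0397, with all 5 aged below all 5 young cultures. Against random stretches of 25 neighbouring genes, by the mean of the medians over the stretches of chromosome 16, the adjusted p was 0.004. A lower copy number of chromosome 16 in part of the aged cells would shift most of its stretches in both treatments. Of its 15 stretches 13 (86.7%) were lower in both, against 31.7% of stretches over all chromosomes, but a chromosome picked for its shift would show this anyway, so it adds no separate evidence. Genes of other chromosomes matched on transcript length and GC content had a shift of 0.0031 (-0.0157 to 0.0232, 95% range of 1000 draws), which goes against these as the source. A copy number change may explain the shift but can be neither shown nor excluded, since DNA was not analysed here.

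Genes of chromosome 14 were higher in aged than in young untreated cells relative to all other genes (median log2 difference 0.060, and 0.056 between LPS-treated cells), a signal outside the genes the paper discusses. Relative expression per culture was -0.049 ± 0.019 in young and 0.014 ± 0.0088 in aged untreated cells (mean ± SD, n = 5), without overlap. The adjusted p (Benjamini-Hochberg over 20 chromosomes) was 0.0397 in the exact two-sided permutation test, with all 5 aged above all 5 young cultures. Against random stretches, by the mean of the medians over the stretches of chromosome 14, it was 0.004 between untreated but 0.099 between LPS-treated cells. Of 17 stretches 70.6% were higher in both treatments, against 32.7% over all chromosomes, so a copy number change can be neither shown nor excluded. Matched genes of other chromosomes had a shift of 0.0035 (-0.0136 to 0.0216), which goes against transcript length and GC content as the source. Chromosome 12 was higher without overlap in both treatments as well (0.029 and 0.04, with 70.6% of its stretches higher in both), but did not pass against random stretches (Benjamini-Hochberg adjusted permutation p = 0.0888 and 0.313). Chromosome 2 was higher in all 5 aged than in all 5 young untreated cultures (0.027, Benjamini-Hochberg adjusted p = 0.0397 in the exact two-sided permutation test and 0.0193 against random stretches) and overlapped after LPS (0.014, where the same 2 values were 0.0397 and 0.247). No explanation was tested for chromosomes 2 and 12.

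In the protocadherin gamma cluster (Pcdhg) on chromosome 18, 21 of 22 genes were lower DEGs in aged untreated cells, which the paper does not discuss. Counts of 19 of them were nearly identical in every library, as when reads of shared exons are counted for each gene, so the cluster may stand for a single change. A similar cluster, Ugt1a, is among the other observations, where 8 of 9 genes share their counts. No biological explanation was tested.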

How the results depend on the processing

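Results were recomputed under alternatives set before the data were examined, apart from DESeq2 with shrunken fold changes and a replicate block within each age, which were chosen after seeing the data; no test of an explanation is added here. The cause was not tested for any change below. Between aged and young untreated cells 1475 genes differed, and 2254 in DESeq2 with a replicate block, 622 at an adjusted p below 0.01 and 475 with a log2 fold change of at least 0.5. That limit gave 4497 genes for the LPS response of young cells, 3239 for that of aged cells, 385 for the difference of the responses and 1289 between LPS-treated aged and young cells, against 8270, 6968, 818 and 3717 without it. The stricter threshold gave 328 genes for the difference of the responses and 2333 between LPS-treated cells. For the difference of the responses, DESeq2 with a replicate block gave 1362 and the block within each age 2162. Genes shared by both ages numbered 1982 induced and 5213 repressed with library sizes alone, and 1532 and 1497 with the limit on the fold change. With library sizes alone 26 DEGs of the young response changed direction, and 70.1% of the DEGs between LPS-treated cells were higher in aged ones, against 48.3% with TMM. With the replicate number as a block in edgeR, 2204 genes differed between untreated cells, 1156 in their responses and 4280 between LPS-treated cells, where same-numbered cultures had a mean correlation of 0.0769 for aged and young and 0.146 over all pairs of groups.

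Single genes near 0 changed sign. The log2 fold change for Cdkn2a, aged against young, untreated, of -0.0043, was 0.00081 in DESeq2's Wald test, 0.0012 with DESeq2's size factors, 0.016 with library sizes alone, 0.0084 with only the untreated groups and 0.000804 with DESeq2's shrunken fold changes. That of *Capg* was 0.015 with library sizes alone and 0.0077 with only the untreated groups, against -0.0058. With library sizes alone the LPS response of aged cells was -0.12 for *Ssbp3* and -0.100 for *Tubg1*, against 0.042 and 0.061. Over the 106 values of named genes and the 12 alternatives run for them, 3 of which cover only part of these values, 1108 values kept their direction and side of the threshold, 44 lost the threshold, 10 gained it and 20 reversed.

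The slope of aged on young responses was 0.92, and 0.81 for genes with at least 10 counts in every sample. The difference in response size was -0.351 with the replicate block, where the sign-flip test cannot pass 0.05 (exact two-sided p = 0.0625, the smallest possible). The first principal component held 75.5% of the variance over all genes and 94.5% with variance-stabilized values, against 92.3%, and 92% to 92.8% with a replicate number left out.

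Families near 0 changed sign. Between untreated cells the median of DNA replication factors was 0.00025 with the replicate block, 0.0054 with DESeq2's size factors and 0.02 with library sizes alone, against -0.00022, and that of cytosolic ribosomal proteins 0.0039 with library sizes alone, against -0.017. For the difference of the responses, library sizes alone gave medians of 0.025 for cytosolic ribosomal proteins, 0.0033 for translation initiation factors and 0.017 for the TNF superfamily and its receptors, against -0.036, -0.057 and -0.044. With library sizes alone interferon-induced genes (0.19, against 0.13) passed the threshold of camera as a group shifted downward, the opposite side of their median. With DESeq2's size factors pattern recognition receptors (-0.19) and MHC genes (-0.13) lost the threshold, against -0.17 and -0.11 with TMM. Ranked among random lists matched on expression in place of camera, the TNF superfamily between untreated cells (-0.050) and, for the difference of the responses, cytosolic ribosomal proteins (-0.036) and chaperonin CCT subunits (-0.098) did not stand apart, while interleukins and their receptors (-0.15) and interferon-induced genes (0.13) did.

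Across the 5 fits that each left out one replicate number, 548 to 1193 genes differed between untreated cells, 189 to 697 in their LPS responses and 2156 to 3563 between LPS-treated cells, and each lowest count came without replicate 2. The log2 fold change between untreated cells was -0.15 to 0.70 for *Mmp12*, -0.26 to 0.054 for *Lgals3*, -0.041 to 0.10 for *Tmem119*, -0.071 to 0.062 for *Cdkn2a*, -0.019 to 0.076 for *Trp53* and -0.0595 to 0.0525 for *Capg*, none of them a DEG. The difference of the responses of *Il1b* was -1.86 to 0.29 and the LPS response of *Ssbp3* in aged cells -0.018 to 0.075. Of the genes the paper lists, 119 to 315 of those higher and 425 to 722 of those lower in aged cells were DEGs, 10 to 20 targets of NFKB1, 10 to 19 of RELA and 4 to 7 of SPI1. Of the overlap with human microglia 14 to 26 higher and 65 to 110 lower genes were DEGs, 17 to 40 of Supplementary Fig. 4b, 2 to 4 of the genes higher in all datasets of Supplementary Fig. 7, 5 to 11 of Fig. 4e, 5 to 8 of the RT-qPCR panel, 11 to 20 positive and 3 to 19 negative genes of Supplementary Fig. 5 and 12 to 25 of the overlap with mouse microglia.

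In the same fits the median log2 fold change between untreated cells was -0.035 to 0.0063 for cytosolic ribosomal proteins, -0.031 to 0.012 for DNA replication factors, -0.30 to -0.19 for chemokines and -0.15 to -0.062 for the TNF superfamily and its receptors. The median difference of the responses was -0.047 to -0.021 for cytosolic ribosomal proteins, -0.075 to -0.031 for ribosome biogenesis factors, -0.072 to -0.048 for translation initiation factors, -0.11 to -0.097 for chaperonin CCT subunits, -0.214 to 0.020 for chemokines, -0.23 to -0.16 for pattern recognition receptors, -0.36 to 0.17 for interferon-induced genes, -0.21 to -0.092 for MHC genes and -0.14 to -0.073 for Fc receptors and complement components. Without replicate 3 the difference for interferon-induced genes was negative and past the threshold of camera, so the sign of its median rests on that replicate number. With only the groups compared, the untreated comparisons of *Axl*, *Csf3*, *Gbp2*, *Il1b*, *Il6* and *Nos2* and the LPS response of *P2ry12* in aged cells had no value, because the filter removed these genes; shrunken fold changes were not computed for the difference of the responses. Genes with few counts limit the untreated comparison: *Il6* had 0 to 4 counts in young and 0 in aged untreated libraries.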

Differences from the paper's values

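None of the tests in this part was chosen after a result was seen, but DESeq2 with shrunken fold changes and the replicate block within each age are alternatives chosen after seeing the values. The paper's fold changes come from its supplementary tables. For the LPS response of young cells, the log2 fold change was 7.61 against the paper's 5.84 for *Nos2*, 8.36 against the paper's 5.62 for *Il6*, 8.50 against the paper's 5.47 for *Il1b*, 8.35 against the paper's 5.52 for *Gbp5* and 8.08 against the paper's 5.97 for *Cxcl2*. For *Il1b* in aged cells it was 8.04 against the paper's 4.09, and for *Rsad2* between aged and young untreated cells -4.07 against the paper's -1.25. None of the alternatives set before the data were examined closed any of these gaps. With DESeq2 and shrunken fold changes, chosen after seeing the values, all of them were equal to the paper's, as were the 1681 fold changes of Supplementary Table 1 (largest difference 0).

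Where all libraries of a group were at the floor of detection, the lower bound of the log2 change lay beyond the paper's value. In untreated aged cells it was -3.04 against the paper's -1.72 for *Nos2*, -3.42 against the paper's -2.28 for *Traf1* and -2.71 against the paper's -1.93 for *Gbp2*. For the LPS response of aged cells it was 9.10 against the paper's 6.24 for *Nos2*, 4.79 against the paper's 3.86 for *Il6* and 8.17 against the paper's 5.56 for *Cxcl2*. A bound follows from the counts, so these values were not recomputed under the alternatives set before the data were examined. With DESeq2 and shrunken fold changes, chosen after seeing the values, every fold change that the supplementary tables list for these comparisons was equal to the paper's (largest difference 0 for 1681 genes between untreated cells and 0 for 371 for the LPS response of aged cells).

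The paper reports higher *Nos2* RNA in aged than in young LPS-treated cells. In the RNA-seq counts the log2 fold change between these groups was -1.55 (edgeR adjusted p = 6.36e-04, Benjamini-Hochberg; 2.56e-05 to 0.0161 over the alternatives), lower in 5 of 5 same-numbered pairs. The rise relative to untreated cells was at least 2.8-fold larger in aged cells, with an edgeR adjusted p of 0.289 for that difference. It was 0.00105 in DESeq2's Wald test and 0.00173 in edgeR with the replicate block within each age, which was chosen after seeing the values (0.00105 to 0.449 over the alternatives).

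The paper reports lower *P2ry12* RNA in aged untreated cells from RNA-seq. Its log2 fold change was -0.51, lower in 4 of 5 same-numbered pairs, with an edgeR adjusted p of 0.414 (0.213 to 0.694 over the alternatives), and no alternative made it a DEG. The paper describes the genes of cluster C2 as regulated in opposite directions. For *Dhrs3* both responses were DEGs in opposite directions, while *Zfp36l2* in young cells (-0.07, edgeR adjusted p = 0.248, range 9.87e-05 to 0.471, higher in 2 of 5 pairs), *Ssbp3* in aged cells (0.042, edgeR adjusted p = 0.581, range 0.0912 to 0.82, higher in 3 of 5 pairs) and *Tubg1* in aged cells (0.061, edgeR adjusted p = 0.207, range 0.0449 to 0.554, higher in 5 of 5 pairs) were not DEGs. With library sizes alone *Zfp36l2* in young cells was a DEG at -0.29, and *Tubg1* in aged cells a DEG at -0.100, in the direction of young cells. The difference of the responses was a DEG for all 4 genes of the cluster (0.98, 0.43, 0.57 and 0.34 in the order *Dhrs3*, *Zfp36l2*, *Ssbp3* and *Tubg1*).

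By RT-qPCR the paper finds *Tlr2* and *Tgfb1* higher in aged cells. In RNA-seq their log2 fold changes were -0.35 (edgeR adjusted p = 0.088, 0.0288 to 0.361 over the alternatives, lower in 4 of 5 pairs) and -0.16 (edgeR adjusted p = 0.0614, 0.0169 to 0.215 over the alternatives, lower in 5 of 5 pairs).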

Other observations

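The test of reads shared between genes in the untreated comparison, the correction fitted on transcript length and GC content together and the test of interferon-induced genes without replicate 1 were chosen only after the result was seen. For each comparison, 16 splits of the cultures part every same-numbered pair, and the others differ from the real one by swapping the groups of some pairs. In 1 of 16 splits, the real one, as many genes differed between aged and young untreated cells, and the largest count in another split was 7. For the LPS response of young cells it was 1 of 16 (largest other count 1549), for that of aged cells 1 of 16 (0 in all others, where at most 4216 genes had an unadjusted p below 0.05) and between LPS-treated aged and young cells 1 of 16 (901). The share cannot be under 0.0625, so this count cannot exclude a chance split.

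Transcript length and GC content might bias the comparison of aged and young untreated cells. Fold change and GC content had a rank correlation across genes of -0.0736, and genes are not independent replicates. A correction for length and then GC content kept 94.3% of the DEGs with a known length, but left most of the rank correlation with length (-0.0453, from -0.0579), so it cannot go against length. A correction fitted on both together left -0.0236 for length and -0.0284 for GC content. It kept 83.5% of the DEGs, and 81.4% with the replicate block (r = 0.0769 in the pairing check), which goes against a full explanation by either, while a part played by them cannot be excluded. The families that camera placed higher in aged cells lay at percentile 99.5 or above among random lists matched on length and expression, which goes against length for them too.

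Fold changes of neighbouring genes between aged and young untreated cells had a rank correlation of 0.138, against a mean of 0.00859 in 200 shuffled orders. Copy number or other regional changes gained in long-term culture could produce this, but the mean LPS response, which copy number cannot make, had 0.169, so the test cannot tell. Without genes that overlap another on their strand the correlation was 0.103, so reads counted for genes overlapping on the same strand are not its only source. Genes that overlap on opposite strands were kept, so the test cannot tell whether reads shared by these play a part.

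Reads of shared exons may be counted for several genes. Of the DEGs lower in untreated aged cells, 3.1% lie in groups of overlapping genes with nearly identical counts, too few to explain the difference. All 9 tested Ugt1a genes on chromosome 1 were lower DEGs, with log2 fold changes of -0.67 to -0.63. Counts of 8 of these 9 genes were nearly identical in every library, so a change of a single gene cannot be told apart from changes of several.

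Interferon-induced genes were lower in untreated aged cells, and untreated young culture 1 had the highest *Rsad2* of its group. One young culture could make the difference. Without replicate 1 the median log2 fold change was -1.11, against -1.19 with it, which goes against that culture as the only source. A biological explanation remains a hypothesis that other technical explanations, not tested for this family, might replace.

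The paper finds more genes shared with aged human microglia after LPS than without. Supplementary Table 3 lists 1590 genes as higher and 2079 as lower in aged human microglia, 347 of them in both lists, which were left out here. The human lists it gives for the LPS comparison are not the same, and those counted here were used for every comparison. Among DEGs of BV-2 cells in a single list, 156 of 300 had the human direction between aged and young untreated cells, 668 of 1458 for the LPS response of young cells, 549 of 1274 for that of aged cells and 367 of 722 between LPS-treated aged and young cells. In Fisher's exact test (two-sided, Benjamini-Hochberg over these 4 comparisons) the adjusted p values were 0.151, 0.0369, 0.00288 and 0.6255, with odds ratios of 0.632, 0.764, 0.665 and 0.915, where a ratio below 1 means that directions go against each other, and genes are not independent replicates. The larger overlap could come from the larger number of DEGs after LPS. DEGs with the human direction numbered 1.01 times those expected from the share of DEGs for the LPS response of aged cells, and 1.02 times for that of young cells, against 1.22 between aged and young untreated and 1.25 between aged and young LPS-treated cells. The ratios of single lists lay apart: between untreated cells, genes higher in human cells gave 0.949 in the same and 1.33 in the opposite direction, and genes lower in human cells 1.29 and 1.45. For the LPS response of aged cells these were 1.07 and 1.08, and 0.974 and 1.45. In these comparisons DEGs opposite to human cells were at least as frequent against expectation as those in the human direction. The others were mixed, with 1.049 and 1.015, and 1.005 and 1.36 for the LPS response of young cells. Between LPS-treated aged and young cells the ratios were 0.965 and 1.14, and 1.39 and 1.28. Both the number of DEGs and an LPS response that does not depend on age are consistent with the larger overlap.

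The slope of aged on young LPS responses, computed from the cultures of one replicate number at a time, had a mean of 0.84 and an SD of 0.052 (n = 5).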
